# Gadd45α modulates aversive learning through post‐transcriptional regulation of memory‐related mRNAs

**DOI:** 10.15252/embr.201846022

**Published:** 2019-04-04

**Authors:** Alejandro Aparisi Rey, Emil Karaulanov, Salim Sharopov, Khelifa Arab, Andrea Schäfer, Mathias Gierl, Stephan Guggenhuber, Caroline Brandes, Luigi Pennella, Wolfram H Gruhn, Ruth Jelinek, Christina Maul, Andrea Conrad, Werner Kilb, Heiko J Luhmann, Christof Niehrs, Beat Lutz

**Keywords:** *Gadd45a*, *Grin2a*, memory, RNA stability, Neuroscience, RNA Biology

## Abstract

Learning is essential for survival and is controlled by complex molecular mechanisms including regulation of newly synthesized mRNAs that are required to modify synaptic functions. Despite the well‐known role of RNA‐binding proteins (RBPs) in mRNA functionality, their detailed regulation during memory consolidation is poorly understood. This study focuses on the brain function of the RBP Gadd45α (growth arrest and DNA damage‐inducible protein 45 alpha, encoded by the *Gadd45a* gene). Here, we find that hippocampal memory and long‐term potentiation are strongly impaired in *Gadd45a*‐deficient mice, a phenotype accompanied by reduced levels of memory‐related mRNAs. The majority of the Gadd45α*‐*regulated transcripts show unusually long 3′ untranslated regions (3′UTRs) that are destabilized in *Gadd45a*‐deficient mice via a transcription‐independent mechanism, leading to reduced levels of the corresponding proteins in synaptosomes. Moreover, Gadd45α can bind specifically to these memory‐related mRNAs. Our study reveals a new function for extended 3′UTRs in memory consolidation and identifies Gadd45α as a novel regulator of mRNA stability.

## Introduction

Memory consolidation requires the synthesis of new transcripts and proteins. Thus, mechanisms controlling these processes are central for understanding memory formation. Among these processes, activity‐dependent post‐transcriptional regulation at the mRNA level has profound consequences on RNA structure and subcellular localization 1. This, in turn, affects the efficiency of translation of memory‐related genes, such as *brain‐derived neurotrophic factor* (*bdnf*) 2 and the subunit epsilon 1 of the ionotropic glutamate NMDA receptor (*Grin2a*) 3. In this context, the 3′ untranslated region (3′UTR) has been classically considered as a central hub for post‐transcriptional modifications, including RNA stabilization and/or translational facilitation or inhibition. These modifications are frequently modulated by RNA‐binding proteins (RBPs), although little is known about the exact underlying mechanism. Thus, the discovery of new RBPs is fundamental to unravel the regulation of mRNA functionality.

The growth arrest and DNA damage‐inducible protein 45 (Gadd45) family comprises three structurally related proteins: Gadd45α, Gadd45β, and Gadd45γ. They are small acidic proteins, localized in the nucleus and cytoplasm, and play essential roles in stress response, cell cycle regulation 4, modulation of mitogen‐activated protein kinases (MAPKs) 5, and the regulation of DNA demethylation 6, 7, 8. Interestingly, Gadd45α has recently been described as a member of the L7a class of RNA‐binding proteins, which is present in nuclear speckles 9 that are sites of transcription and post‐transcriptional processing. Moreover, Gadd45α is widely expressed in the mouse brain, including cerebral cortex and hippocampus 10, fundamental regions for memory formation. Thus, Gadd45α has the potential to control brain functions by altering the availability of functional mRNA. In fact, two recent reports failed to provide a consistent view on the role of Gadd45β in the context of memory formation. While Leach *et al* 11 reported that *Gadd45b*‐deficient mice exhibit deficient hippocampus‐dependent memory, Sultan *et al* 12 revealed an increase in memory formation and synaptic plasticity on the same mutant mice. Here, we investigated *Gadd45a*‐deficient mice (*Gadd45a*‐KO), in which exons 1–3 were replaced by a phosphoglycerate kinase–neomycin cassette 13. *Gadd45a*‐KO mice are viable and fertile, indicating that Gadd45α is not fundamental for mouse development. However, they exhibit a low frequency of exencephaly (8% of pups) and are prone to develop genomic instability and cancer 13. Interestingly, several of these phenotypes are shared with p53‐deficient mice 13. Despite the extensive literature in the field of cancer research 14, 15, a role for Gadd45α in the central nervous system has so far not been detailed.

In this study, we analyzed *Gadd45a‐*deficient as well as *Gadd45a‐*overexpressing mice in learning and memory paradigms, applying a combination of behavioral, molecular, electrophysiological, and transcriptomic techniques. We found that Gadd45α is essential for the consolidation of aversive memories and that it affects the stability of transcripts with extended 3′UTRs being involved in memory and synaptic plasticity. In order to detail the physiological importance of this process, we also studied the transcriptional consequences during memory consolidation and the capacity of Gadd45α to bind its potential mRNA targets.

## Results

### Gadd45α deficiency leads to impaired memory consolidation

To identify neural functions regulated by Gadd45α, we performed a comprehensive behavioral characterization of *Gadd45a‐*KO mice. A large number of behavioral parameters were found to be unaltered compared to wild‐type littermates (*Gadd45a*‐WT), including locomotion and exploration (Fig EV1A), anxiety (Fig EV1B and C), and depressive‐like behavior (Fig EV1D). In addition, the ability to recognize familiar objects in an object recognition test (a non‐aversive, non‐emotional task) was not altered in mutants (Fig EV1E). However, genotype‐specific differences were observed in paradigms of hippocampus‐dependent learning. In the passive avoidance test (PA; Fig 1A), which depends on intact functions of the hippocampus 16, 17, *Gadd45a‐*KO mice showed a significant decrease in the latency to enter the dark (shock‐associated) compartment as compared to *Gadd45a‐*WT (Fig 1B), when tested 24 h after the training (*t*_20_ = 2.295, *P* < 0.05) and after 7 days (*t*_20_ = 2.568, *P* < 0.05). This difference was not observed when animals were tested 1 h after the training, indicating that memory consolidation but not acquisition depends on Gadd45α function. To corroborate these findings, we performed another hippocampus‐dependent paradigm in which a correct spatial navigation is required, the water cross‐maze (WCM 18, 19) (Fig EV1F). This paradigm is an adapted version of the classical Morris water maze, which has been used extensively in the study of hippocampus‐dependent learning 20. In this experiment, the accuracy to locate a hidden platform (in order to escape) by the animals increased over consecutive sessions. Both *Gadd45a‐*WT and *Gadd45a*‐KO mice significantly increased the accuracy between the first two sessions (acquisition phase) on day 1 (session factor: *F*_1,19_ = 10.93, *P* < 0.01). However, in sessions 3 and 5 *Gadd45a‐*KO mice showed a significantly lower accuracy (*t*_19_ = 3.214, *P* < 0.01), confirming that the consolidation but not the acquisition phase was affected by Gadd45α deficiency. Consistently, this impaired consolidation was also observed when the location of the platform was changed and animals had to relearn the task (reversal learning; Fig EV1F). In a third aversive learning task, cued fear conditioning, *Gadd45a‐*KO mice also showed a decreased freezing response to a shock‐associated tone as compared to wild‐type controls (Fig EV1G). We conclude that Gadd45α is necessary for memory consolidation, specifically in aversive/stress‐related learning paradigms.

**Figure EV1:**
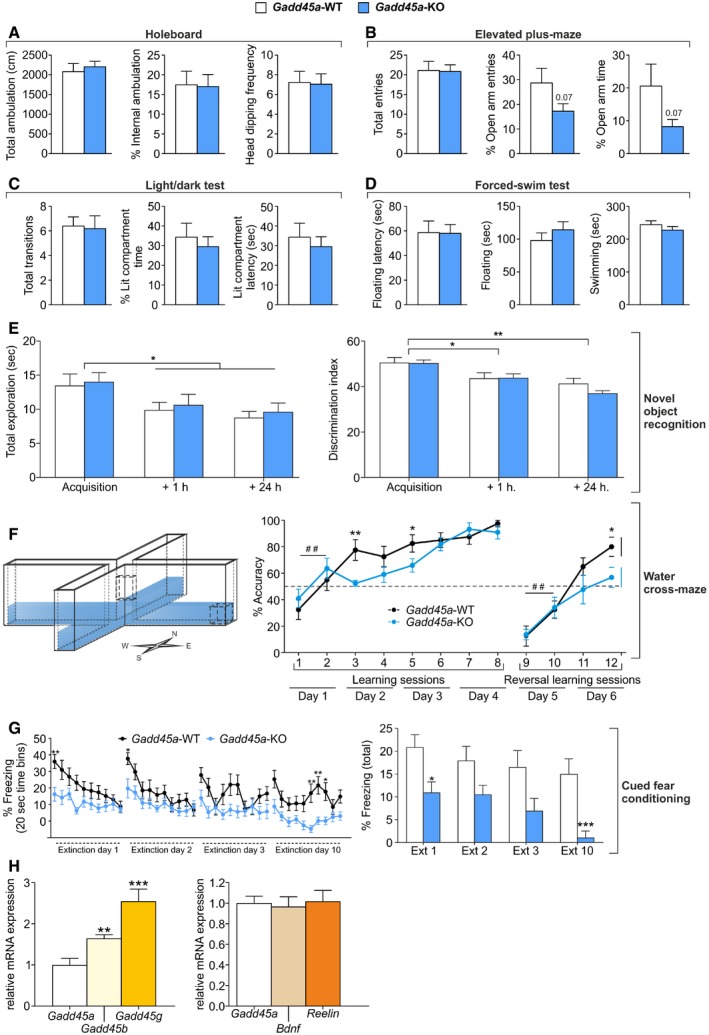
Basic behaviors were unaffected in *Gadd45a*‐KO mice (*n* = 12–16) as compared to *Gadd45a*‐WT mice (*n* = 11–12) No genotype differences were found in the holeboard test in terms of locomotion (total ambulation). Similarly, general exploration (% of internal ambulation and head dipping frequency) was equal between genotypes. Values shown are mean ± SEM; unpaired *t*‐test.The elevated plus‐maze showed no significant differences in terms of locomotion (total entries), but a tendency toward increased anxiety (reduced % of open arm entries and time) in *Gadd45a*‐KO mice. Values shown are mean ± SEM; unpaired *t*‐test.The light/dark test corroborated the absence of significant genotype differences in anxiety‐like behavior, measuring transitions between compartments, time in lit compartment, and latency to first visit the lit compartment. Values shown are mean ± SEM; unpaired *t*‐test.Differences in depressive‐like behavior (characterized by a decrease in swimming and increase in floating) were not found between genotypes. Values shown are mean ± SEM; unpaired *t*‐test.
*Gadd45a*‐KO mice displayed normal recognition learning. Discrimination index (right panel) was significantly reduced in both genotypes during the retrieval sessions (1 and 24 h after object exposure), indicating the recognition of the familiar object. Total exploration (left) of both objects was reduced as a result of task habituation. Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: *P < 0.05, **P < 0.01.
*Gadd45a*‐KO mice showed a reduced spatial navigation capability. Schematic representation of the water cross‐maze setup (left panel). Learning curves of *Gadd45a*‐WT and *Gadd45a*‐KO mice (right panel) were similar during the acquisition phase (sessions 1 and 2), but differed significantly during the consolidation phase (sessions 2–3, and sessions 4–5). Values shown are mean ± SEM; Bonferroni post hoc test showing significant differences between sessions in both genotypes: ^##^ *P* < 0.01 or *t*‐test showing significant differences between genotypes for the sessions indicated: *P < 0.05, **P < 0.01.
*Gadd45a*‐KO mice showed a decreased amygdala‐dependent fear memory. Left panel shows % of freezing of *Gadd45a*‐WT and their *Gadd45a*‐KO littermates during the 200‐s tone presented in the extinction sessions plotted in 20‐s time bins. Total percentage of freezing for each extinction session is depicted on the right panel. Note that the absence of Gadd45α leads to a consistent reduction in memory retention. Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: *P < 0.05, **P < 0.01, ***P < 0.001.mRNA levels of *Gadd45* gene family and memory‐related genes in hippocampal wild‐type tissue (*n* = 6) measured by qPCR. Compared to *Gadd45a*,* Gadd45b* (*t*_10_ = 3.521) and *Gadd45g* (*t*_10_ = 4.601) showed significantly increased mRNA levels. *Gadd45a* mRNA levels are similar to other memory‐related genes such as *Bdnf* and *Reelin*. Values shown are mean ± SEM; one‐way ANOVA and unpaired *t*‐test: **P < 0.01, ***P < 0.001.

**Figure 1:**
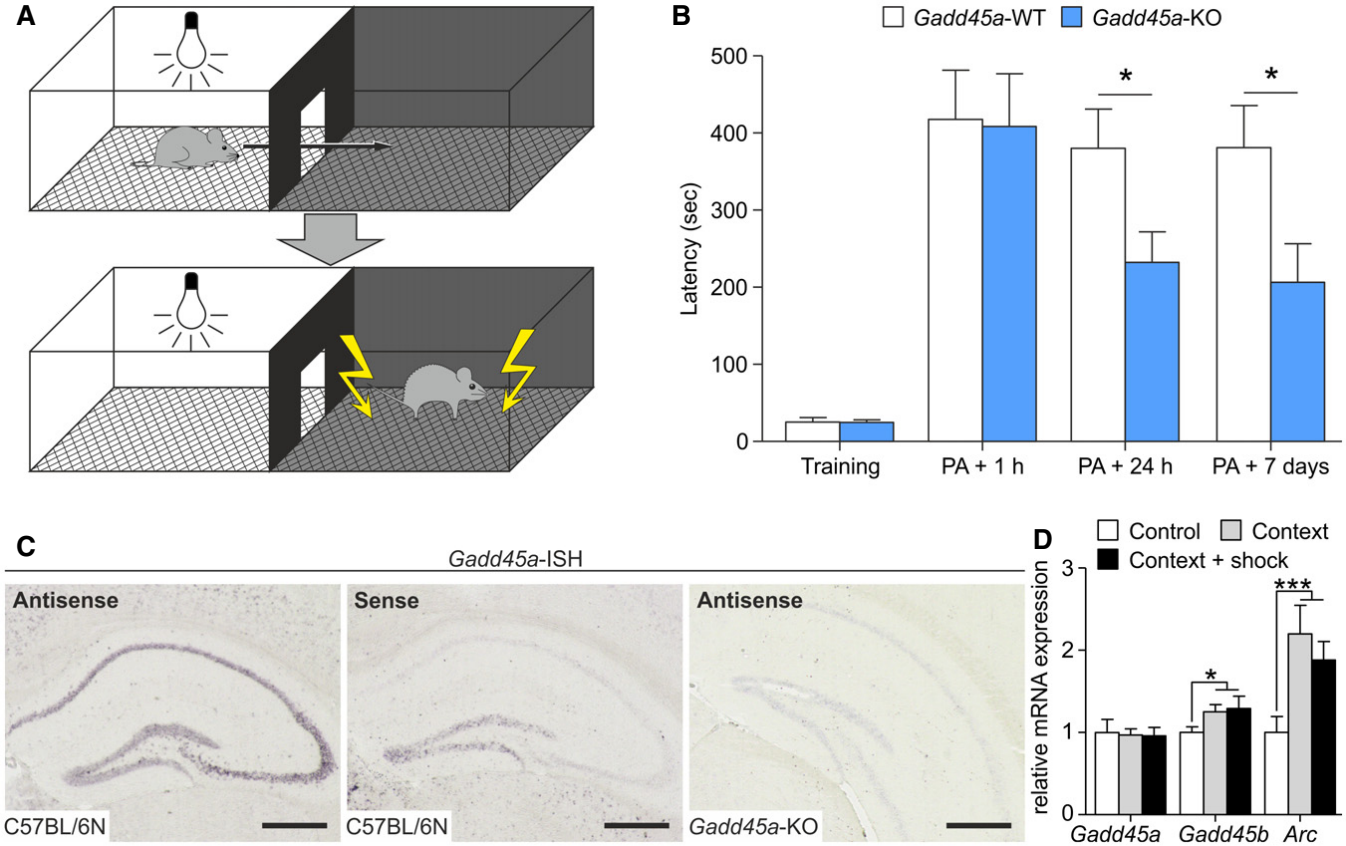
Gadd45α controls hippocampus‐dependent memories Experimental apparatus of the passive avoidance (PA) test to assess context‐dependent associative learning. In this paradigm, the animal receives a foot shock immediately after entering the dark compartment. This leads to hippocampal‐dependent aversive learning, which can be assessed by the latency of subjects to enter the dark compartment in subsequent phases of the experiment.Latency to enter dark compartment for *Gadd45a*‐WT (white bars, *n* = 11) and *Gadd45a*‐KO (blue bars, *n* = 11). A significant reduction was found in the *Gadd45a*‐KO at 24 h and 7 days after the training. Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: *P < 0.05.In situ hybridization to detect *Gadd45a* mRNA in adult wild‐type hippocampus (*n* = 8 animals; antisense, left panel; sense, middle panel) and in *Gadd45a‐*KO sections (*n* = 6 animals; right panel). Scale bars: 500 μm (black bar).Experience‐dependent changes in mRNA levels were evaluated under control conditions (home cage) and exposed to the PA (context and context + shock groups; *n* = 6 for all groups), respectively. Hippocampal *Gadd45a* mRNA levels remained unchanged, while *Gadd45b* was induced (context: *t*_10_ = 2.427, context + shock: *t*_10_ = 2.319). Concomitantly, mRNA levels of activity‐regulated cytoskeleton protein (*Arc*), as a proxy of neuronal activation, were increased in mice exposed to the PA context (*t*_10_ = 3.406) and context + shock (*t*_10_ = 3.141). Values shown are mean ± SEM; one‐way ANOVA and unpaired *t*‐test: *P < 0.05, ***P < 0.001.

Given a role of Gadd45α in hippocampal memory consolidation, we confirmed its reported expression in the hippocampus 10 by *in situ* hybridization (ISH). *Gadd45a* mRNA was evidently present in areas *cornu ammonis* 1–3 (CA1‐CA3) and *dentate gyrus* (DG) of adult mice (Fig 1C; left panel). The signal localization suggests that *Gadd45a* mRNA is restricted to the stratum pyramidale of the hippocampus, a layer highly populated by the cell body of principal glutamatergic neurons. Negative controls, including sense probe on wild‐type sections (Fig 1C; middle panel) and the antisense probe on sections from *Gadd45a‐*KO mice (Fig 1C; right panel), gave weak background signals in the DG, indicating that the detection of *Gadd45a* mRNA in CA1‐3 was specific. Quantification of *Gadd45a* mRNA by qPCR assays confirmed lower levels of *Gadd45a* mRNA in the hippocampus than of *Gadd45b* and *Gadd45g* (Fig EV1H). *Gadd45a* expression was very similar to other important regulators involved in learning and memory, such as *bdnf* and *reelin* (Fig EV1H). Unlike *Gadd45b*,* Gadd45a* was neither induced upon exposure to a new context (PA test without shock) nor induced upon exposure to the context plus foot shock (Fig 1D). Note that in both groups (context and context + shock), the absence of induction of *Gadd45a* mRNA was not caused by deficient neuronal activation, as the expression of *activity‐regulated cytoskeleton* gene (*Arc*) was markedly increased.

### *Gadd45a* overexpression in the hippocampus improves memory consolidation

We next tested whether an increase in Gadd45α levels is able to enhance memory consolidation. We overexpressed Gadd45α specifically in the neuronal population that endogenously expresses Gadd45α (principal glutamatergic neurons of the hippocampus). To this end, we used an adeno‐associated virus (AAV) containing *Gadd45a* fused to hemagglutinin (HA)‐tag. We also introduced a transcriptional stop cassette (stop) flanked by loxP sites, to control *Gadd45a* expression (Fig 2A). This virus was injected into the dorsal hippocampus of heterozygous *Nex‐Cre* mice (*Nex‐Cre* ^+/−^), where Cre recombinase is expressed under the control of the regulatory regions of the *Nex* gene (i.e., only at principal glutamatergic neurons 21). As a control, the same virus was injected into wild‐type mice expressing no *Cre recombinase* (*Nex‐Cre* ^−/−^). *Gadd45a* expression was validated by qPCR, showing a 12‐fold overexpression of *Gadd45a* mRNA levels (Fig 2B). HA immunostaining revealed that Gadd45α‐HA was overexpressed only in the expected areas (CA1‐CA3) of the hippocampi of *Nex‐Cre* ^+/−^ mice (Fig 2C). Gadd45α‐HA was found mainly in the stratum pyramidale of CA1‐CA3 (sp; neuronal bodies), with a weaker but significant expression in the stratum oriens and stratum radiatum (so and sr, respectively; i.e., in neuronal projections). In order to confirm that Gadd45α‐HA expression was not restricted to the neuronal nuclei, we measured the presence of the protein in nuclear versus cytoplasmic protein fractions. The results confirmed that Gadd45α‐HA is also present in the cytoplasm of hippocampal neurons (Fig 2D).

**Figure 2:**
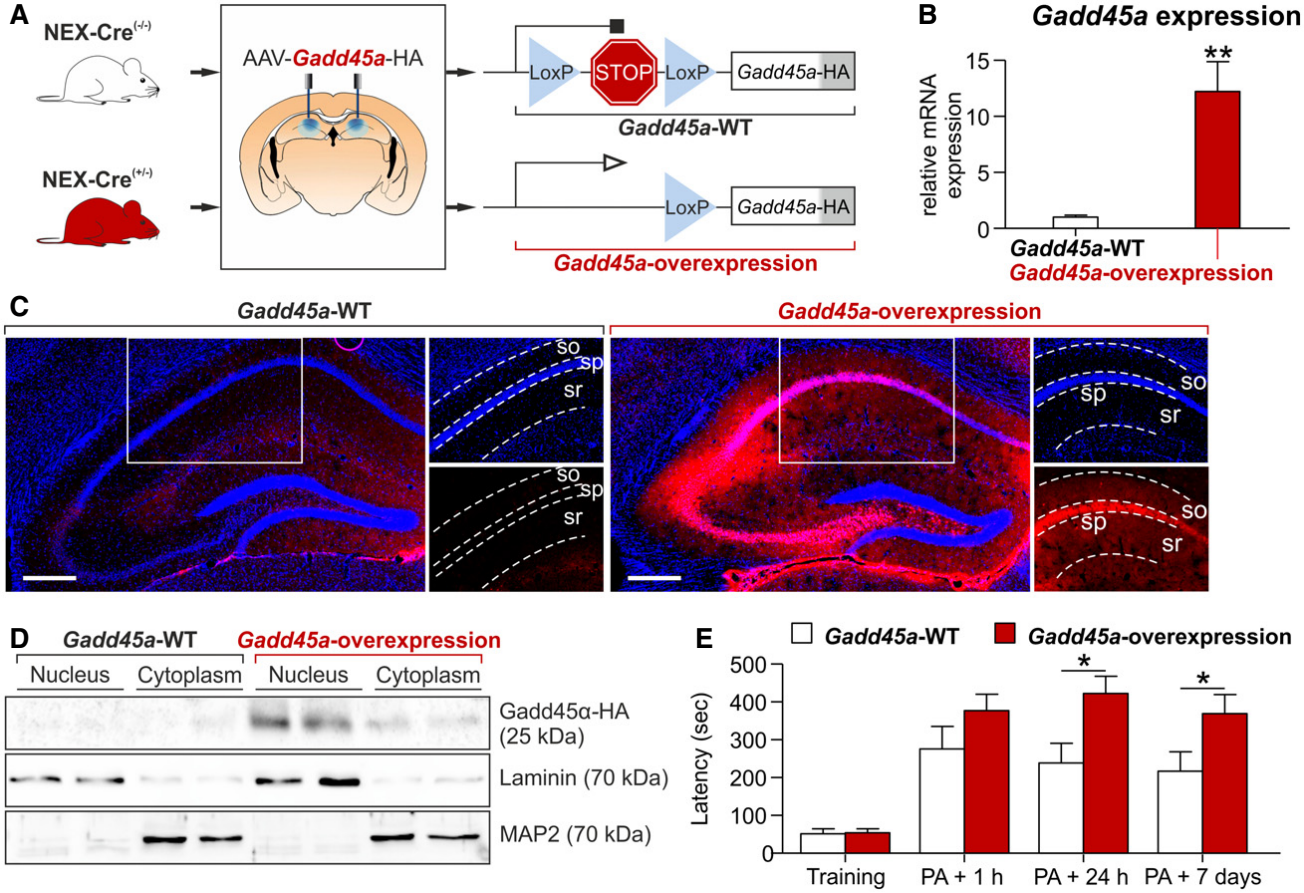
*Gadd45a* overexpression enhances memory consolidation Diagram of the virally mediated approach to induce *Gadd45a* overexpression in hippocampal glutamatergic neurons of *Nex‐Cre* ^(+/−)^ mice.
*Gadd45a* mRNA level in the hippocampus of *Gadd45a*‐overexpressing mice (red, *n* = 7) was significantly increased (*t*_10_ = 4.189) as compared to *Gadd45a*‐WT (*n* = 5). Values shown are mean ± SEM; unpaired *t*‐test: **P < 0.01.Immunohistochemistry for hemagglutinin (HA, fused to Gadd45α) in *Gadd45a*‐WT (*Nex‐Cre* ^(−/−)^, *n* = 5) and *Gadd45a*‐overexpressing hippocampi (*Nex‐Cre* ^(+/−)^, *n* = 5) 8 weeks after AAV injection. Note that the Gadd45α‐HA signal in *Gadd45a*‐overexpressing mice is predominantly found not only in the stratum pyramidale (sp) but also in the stratum oriens and stratum radiatum (so and sr, respectively). Scale bar: 250 μm.Cellular distribution of Gadd45α was analyzed by HA‐Western blot on nuclear and cytoplasmic protein fractions of *Gadd45a*‐WT‐ and *Gadd45a*‐overexpressing mice (*n* = 2 for both groups). HA was found predominantly in the nuclear fraction of *Gadd45a*‐overexpressing hippocampi, with a smaller but recognizable expression also in the cytoplasm.Latency to enter the dark compartment for *Gadd45a*‐WT (white bars, *n* = 10) and *Gadd45a*‐overexpressing mice (red bars, *n* = 12) in the PA test. A significant increase was found 24 h and 7 days after the PA training in the *Gadd45a*‐overexpression group. Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: *P < 0.05. Source data are available online for this figure.

As predicted, these animals displayed increased memory performance in the PA paradigm, as latency to the dark compartment was prolonged 24 h (*t*_20_ = 2.963, *P* < 0.05) and 7 days (*t*_20_ = 2.095, *P* < 0.05) after the training (Fig 2E). Accordingly, the learning curve of these *Gadd45a*‐overexpressing mice in the WCM was also improved as compared to WT controls (Fig EV2A). To exclude confounding factors, such as different pain sensitivity, we evaluated the pain threshold of both *Gadd45a‐*KO and *Gadd45a*‐overexpressing mice and their WT controls in two different assays. Both, the latency to the first reaction of discomfort in the hot plate test and the minimum intensity at which mice reacted to the foot shock (Fig EV2B and C), were unaltered in all the experimental groups. This demonstrated that the alterations in memory consolidation cannot be ascribed to differences in pain sensitivity. Taken together, the results of the overexpression model corroborated that Gadd45α promotes consolidation of hippocampus‐dependent memories in tasks which include averseness.

**Figure EV2:**
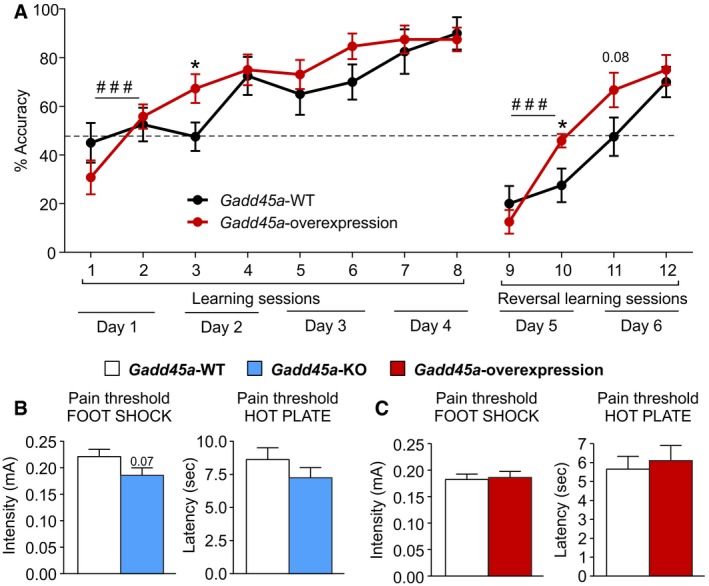
*Gadd45a* overexpression enhanced memory consolidation without affecting pain sensitivity *Gadd45a*‐overexpressing mice (*n* = 12) have an increased spatial navigation based on a constantly higher % of accuracy to locate the platform during the water cross‐maze, as compared to their *Gadd45a*‐WT littermates (*n* = 10). Values shown are mean ± SEM; Bonferroni post hoc test showing significant differences between sessions in *Gadd45a*‐overexpressing mice: ^###^ *P* < 0.001 or *t*‐test showing significant differences between genotypes for the sessions indicated: *P < 0.05.Minimum intensity at which mouse reacted to a foot shock (left panel) and latency to the first sign of discomfort in the hot plate test (right panel) were not significantly different between *Gadd45a*‐WT (*n* = 11, open bars) and *Gadd45a*‐KO mice (*n* = 11, blue bars). Values shown are mean ± SEM; unpaired *t*‐test.
*Gadd45a*‐overexpressing mice (*n* = 12, red bars) showed very similar pain thresholds in foot shock and hot plate tests as compared to their *Gadd45a‐*WT littermates (*n* = 10, open bars). Values shown are mean ± SEM; unpaired *t*‐test.

### Gadd45α controls synaptic plasticity in hippocampus and amygdala

To elucidate the mechanisms underlying the Gadd45α*‐*dependent memory consolidation, we evaluated synaptic plasticity both in *Gadd45a‐*KO and in *Gadd45a‐*overexpressing mice by inducing long‐term potentiation (LTP) on hippocampal slices (Fig 3A). The LTP protocol was applied to hippocampi of 16 slices from five *Gadd45a‐*WT mice and of 11 slices from five *Gadd45a‐*KO mice. In all slices from *Gadd45a‐*WT, a significant (*P* < 0.05, Student's *t*‐test) LTP could be induced. The field potential (FP) slope increased to 179 ± 8% (*n* = 16) and 165 ± 9% (*n* = 16) at 60 min and 90 min after LTP induction, respectively (Fig 3B). In contrast, in the hippocampus of *Gadd45a‐*KO, the induction of LTP was impaired. In only 6 out of 11 slices, a significant LTP could be induced, which was a lower incidence (*P* = 0.013, Fisher's exact test) than in *Gadd45a‐*WT. The slope increased to 125 ± 8% (*n* = 11) and 123 ± 7% (*n* = 11) at 60 and 90 min, respectively, after LTP induction, which was significantly smaller in both cases (*P* < 0.05, Student's *t*‐test) than in *Gadd45a‐*WT mice (Fig 3B). In *Gadd45a‐*overexpressing animals, the field potential (FP) slope was increased to 168 ± 14% (*n* = 8) and 166 ± 18% (*n* = 8) at 60 min and 86 min, respectively. Although not significantly different from that of *Gadd45a‐*WT (144 ± 7% and 144 ± 6%, *n* = 10), the profiles hinted to a tendency to increased synaptic plasticity in *Gadd45a‐*overexpressing mice (Fig 3C). The analysis of paired‐pulse ratio before and after LTP induction did not show significant differences between any experimental group (Fig EV3A and C), indicating that LTP was mediated by post‐synaptic mechanisms. Measurements of synaptic fatigue also provided very similar results in all experimental groups (Fig EV3B and D), therefore excluding that differences in LTP were caused by insufficient synaptic stimulation. Altogether, these experiments indicate that Gadd45α regulates not only memory consolidation but also its most characteristic functional readout, LTP.

**Figure 3:**
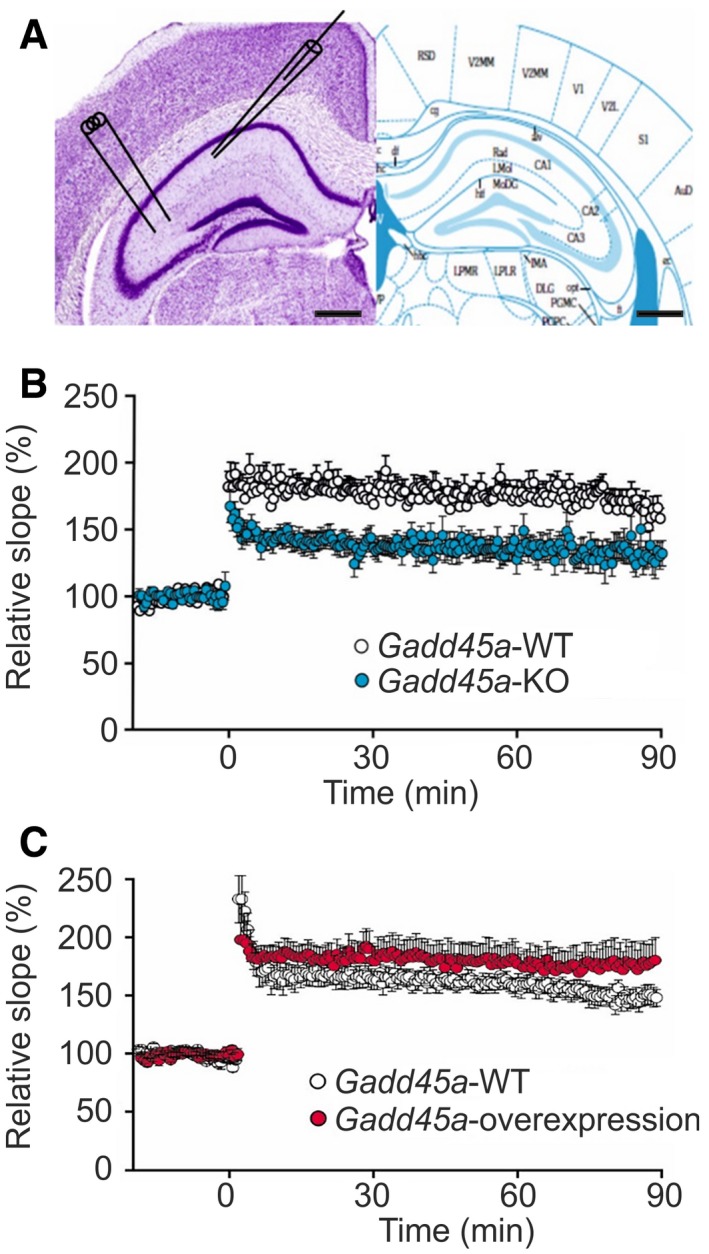
*Gadd45a* regulates hippocampal synaptic plasticity Nissl‐stained slice (left) and corresponding section from brain atlas (right). Left panel shows hippocampus and position of the stimulating (left) and recording (right) electrode. Scale bars: 500 μm (black bar).LTP protocol was applied to 16 slices of *Gadd45a*‐WT mice (white dots, *n* = 5 animals) and 11 slices of *Gadd45a*‐KO mice (blue dots, *n* = 5 animals), resulting in a significantly (*P* < 0.05, Student's *t*‐test) lowered induction of LTP in *Gadd45a*‐KO mice as compared with *Gadd45a*‐WT. Values shown are mean ± SEM.
*Gadd45a‐*overexpressing mice (red dots, *n* = 8 slices from 6 animals) presented a slightly increased LTP as compared with *Gadd45a*‐WT (white dots, *n* = 10 slices from 6 animals), which became more pronounced during the late phase of the experiment. Values shown are mean ± SEM.

**Figure EV3:**
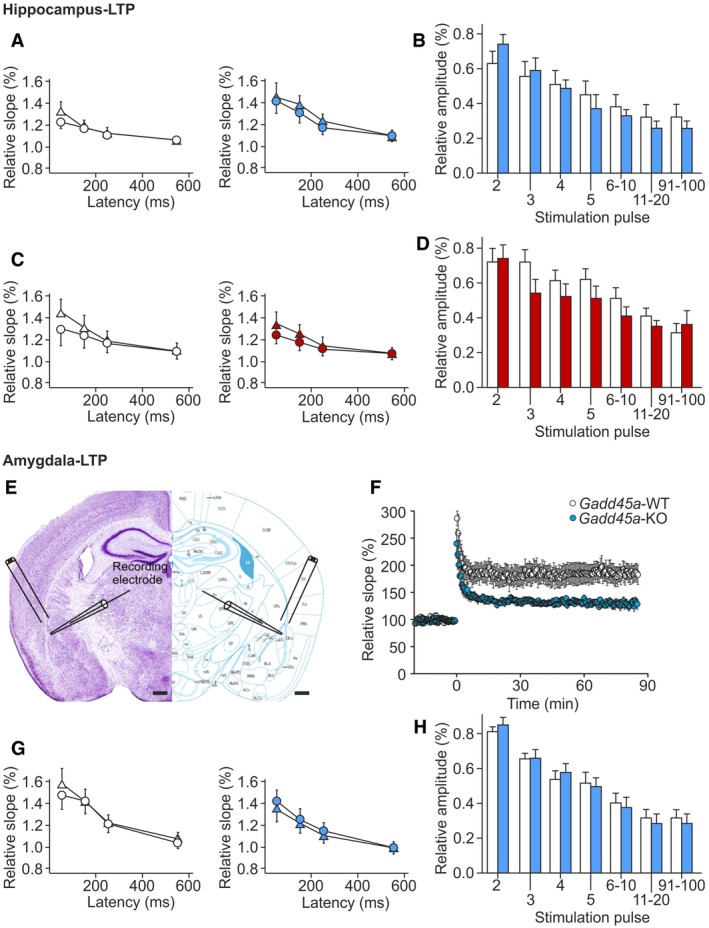
Analyses of synaptic transmission and plasticity Paired‐pulse ratio before (triangles) and after (circles) LTP induction in hippocampi from *Gadd45a*‐WT (white symbols, *n* = 14) and *Gadd45a*‐KO (blue symbols, *n* = 11) at different stimulation intervals. Note that LTP did not change the paired‐pulse ratio, indicating that LTP was predominantly mediated by post‐synaptic mechanisms. Values shown are mean ± SEM.Synaptic fatigue during the first stimulus train was similar in both genotypes, demonstrating that differences in LTP were not caused by differences in synaptic responsiveness to stimulation (*n* = 13 for *Gadd45a*‐WT, *n* = 11 for *Gadd45a*‐KO). Values shown are mean ± SEM.The paired‐pulse ratio (before LTP induction: triangles, after LTP induction: circles) did not differ between *Gadd45a*‐overexpressing mice (red symbols, *n* = 11) and their corresponding *Gadd45a*‐WT littermates (white symbols, *n* = 10). Values shown are mean ± SEM.Synaptic fatigue during the first stimulus train was similar in both genotypes, demonstrating that differences in LTP were not caused by differences in synaptic responsiveness to stimulation (*n* = 7 for *Gadd45a*‐WT, *n* = 10 for *Gadd45a*‐overexpression). Values shown are mean ± SEM.Localization of the stimulating (cortical inputs of the amygdala) and recording (lateral nucleus of the amygdala) electrodes for LTP experiments in the amygdala. Scale bars: 500 μm (black bar).Slope of field potential responses in the lateral nucleus of the amygdala from *Gadd45a*‐WT (*n* = 11 slices) and *Gadd45a*‐KO mice (*n* = 8 slices) during LTP induction. Note stable expression of LTP in both genotypes but significantly (*P* < 0.05, Student's *t*‐test) decreased LTP in *Gadd45a*‐KO. Values shown are mean ± SEM.As in the hippocampus, paired‐pulse ratio before (triangle) and after (circles) LTP induction did not differ between *Gadd45a*‐WT (white symbols, *n* = 11) and *Gadd45a*‐KO mice (blue symbols, *n* = 8). Values shown are mean ± SEM.Synaptic fatigue was not different in *Gadd45a*‐overexpressing mice (blue bars) and controls (white bars), indicating that differences in LTP were not caused by differences in synaptic responsiveness to stimulation. Values shown are mean ± SEM.

Finally, based on our observation of deficient memory consolidation of *Gadd45a‐*KO mice in cued fear conditioning, a process that relies on an intact amygdala 22, we performed LTP studies also in this brain area (Fig EV3E), observing a strongly decreased LTP in the lateral amygdala of *Gadd45a‐*KO as compared to *Gadd45a‐*WT (Fig EV3F), while the paired‐pulse ratio of the synaptic FP responses and synaptic fatigue was not altered (Fig EV3G and H). These results demonstrate that the effects of Gadd45α on learning and synaptic plasticity are not only restricted to the hippocampus, but also include the amygdala.

### Gadd45α affects the expression of a distinct set of memory‐related genes

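Poly(A) RNA-seq libraries were analysed from the hippocampi of 12 mice, of which 6 are labelled *Gadd45a*-WT and 6 *Gadd45a*-KO, 1 h after PA training. The paper gives an age of 2 to 6 months for its mice, while the sample labels give 6 to 7 months. The authors aligned the reads to the NCBIM37/mm9 genome with TopHat, counted them per Ensembl gene with the strand taken into account, and deposited whole read counts without normalization. Between 44594261 and 55540601 reads per library fell on the 37991 genes, with a median of 51862074 for *Gadd45a*-WT and 50055667 for *Gadd45a*-KO. Counts were scaled to CPM with the TMM factors of edgeR, and the 16399 genes that passed its expression filter were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The targeted gene was examined first. *Gadd45a* (ENSMUSG00000036390) lies on the minus strand of chromosome 6 of NCBIM37 from 66985090 to 66987451. Replicates 1 to 6 labelled *Gadd45a*-WT had 2.24, 3.43, 2.81, 2.24, 2.19 and 2.56 CPM, from 102 to 154 reads. Replicates 1 to 6 labelled *Gadd45a*-KO had 23.1, 21.1, 21.1, 20.5, 20.5 and 22.3 CPM, from 946 to 1179 reads. The log2 fold change was 3.06 (standard error 0.09, adjusted p = 1.33e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that the reads on the targeted gene went against the label, and the libraries are named by their labels throughout. According to the paper's methods, the first 3 exons were replaced by a neomycin cassette and exon 4 remained, and counts per gene do not separate exons. The non-coding gene *E230016M11Rik* (ENSMUSG00000087231) starts on the other strand at 66986593, and its exon 1 overlaps exon 3 of *Gadd45a*. It had 147 to 194 reads in the libraries labelled *Gadd45a*-WT and 4 to 14 in those labelled *Gadd45a*-KO, a log2 fold change of -4.40 (standard error 0.17, adjusted p = 2.40e-09 from the same edgeR test).

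**Figure D1:**
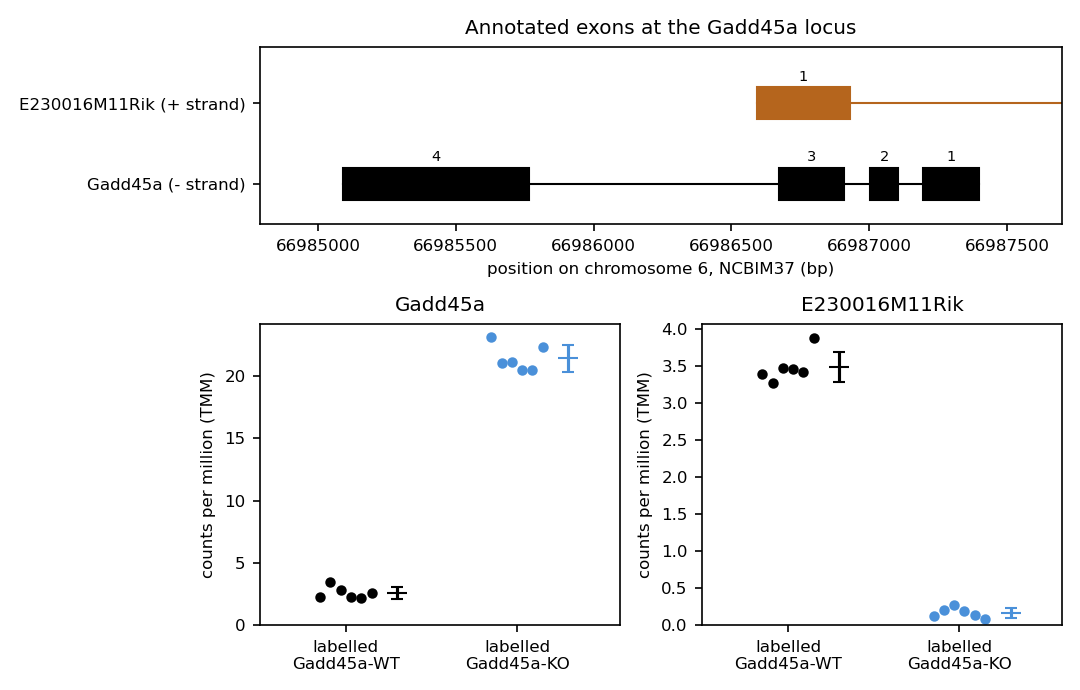
Annotated exons of *Gadd45a* and *E230016M11Rik* on chromosome 6 (bp, numbered by exon) and the CPM of both genes in each library, with mean and SD beside the 6 points of each group. *Gadd45a* was higher and *E230016M11Rik* lower in all 6 libraries labelled *Gadd45a*-KO than in any labelled *Gadd45a*-WT.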

To elucidate the molecular mechanism underlying the deficiency in memory consolidation and synaptic plasticity in *Gadd45a‐*KO mice, we carried out a genome‐wide transcriptome analysis by poly(A) RNA‐seq, using hippocampal samples of *Gadd45a‐*WT (*n* = 6) and *Gadd45a*‐KO mice (*n* = 6) collected 1 h after the training in the PA paradigm. 

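Principal components were computed from the 500 most variable genes after the variance-stabilizing transformation of DESeq2. PC1 held 49.8% of the variance and PC2 16.7%. Along PC1 the libraries labelled *Gadd45a*-WT lay between -6.47 and -1.67, and those labelled *Gadd45a*-KO between -0.955 and 12.7, without overlap (two-sided exact permutation test, p = 0.00216, the smallest p that 6 libraries against 6 allow). Recomputed without marker genes, PC1 also varied with thalamic markers among the libraries labelled *Gadd45a*-KO (Pearson's r = 0.990, exact permutation p = 0.00139). Among those labelled *Gadd45a*-WT, r was 0.784 (exact permutation p = 0.0611). These markers were chosen after the genes of PC1 had been seen. PC1 may therefore hold more than the difference between the labels. For PC2 the two-sided exact permutation p was 0.0368, but it was 0.193 with all tested genes and up to 0.221 with one library left out. The scale of the values mattered for PC1. With log2 CPM in place of the transformed counts, PC1 held 35.5% of the variance and the groups overlapped on it (exact permutation p = 0.126), whereas they differed on PC2 (exact permutation p = 0.00433).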

Principal component analysis shows sample clustering based on the genotype (Appendix Fig S1A). Differential expression analysis revealed approximately 400 deregulated genes, almost all being down‐regulated in the *Gadd45a‐*KO samples as compared to wild‐type (Fig 4A, Dataset EV1). 

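At 1% FDR, 430 genes were lower and 4 higher in the libraries labelled *Gadd45a*-KO, in which the reads on *Gadd45a* itself were higher (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Changes over 2-fold were found for 61 of the lower and 2 of the higher genes. The median log2 fold change was -0.34 among the lower genes and 0.00 among all tested genes. In 387 of the lower genes, every library labelled *Gadd45a*-KO was below every library labelled *Gadd45a*-WT. Libraries with the same replicate number deviated together from their group means, with a mean correlation of 0.140 against -0.0279 for different numbers (one-sided exact permutation test over 720 pairings, p = 0.0264). With the replicate number as a block, 509 genes were lower and 5 higher at the same FDR. Under the alternatives, the number of lower genes ranged from 251 with an offset for transcript length, or 278 with the offset and the replicate block, to 726 at 5% FDR. Each library was also compared with the genes found lower when it was left out. All 6 left-out libraries labelled *Gadd45a*-WT lay above the midpoint of the remaining groups, by at least 0.10 on the log2 scale, and all 6 labelled *Gadd45a*-KO lay below it, the nearest at -0.09.

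**Figure D2:**
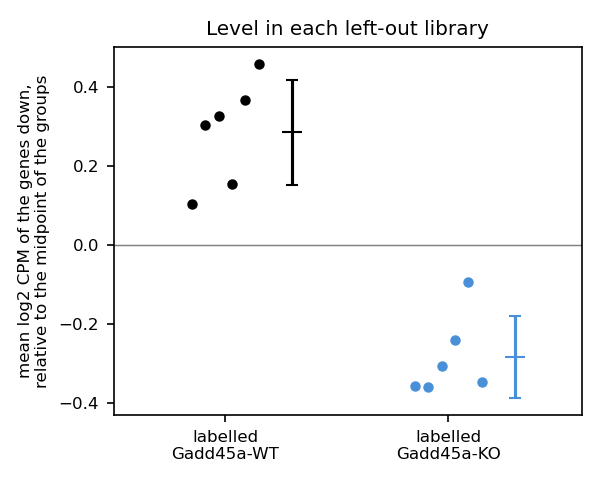
Mean log2 CPM of the lower genes in each library, relative to the midpoint of both groups, with the genes chosen without that library. Points are libraries, with mean and SD of each group of 6 beside them, and every library lies on the side of its own label.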

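The paper's Fig 4B terms learning, chemical synaptic transmission, dendritic spine and neuron projection hold 34 distinct genes in Dataset EV2, all of which were tested. The authors drew them from the genes they found down-regulated in these same counts, so their direction was set by that choice. All of them were lower in the libraries labelled *Gadd45a*-KO, in which reads on *Gadd45a* were higher, with log2 fold changes from -1.46 to -0.25. At 1% FDR, 19 of them passed edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 29 passed with the replicate number as a block. By term, 5 of 8 genes passed for learning, 6 of 11 for chemical synaptic transmission, 6 of 11 for dendritic spine and 11 of 20 for neuron projection. Among the genes that passed, *Ppp1r9a* had a log2 fold change of -0.45 (standard error 0.06, adjusted p = 0.000209 from the same edgeR test) and *Gria2*, which did not pass, of -0.27 (standard error 0.06, adjusted p = 0.0201). The paper's reported Benjamini-adjusted p-values for these terms are 0.164, 0.274, 0.0626 and 0.0595 in the order above.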

Gene ontology analysis of the deregulated genes revealed an enrichment in genes important for memory and synaptic function (Fig 4B, Dataset EV2). 

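Among the genes lower at 1% FDR in the libraries labelled *Gadd45a*-KO, the 100 with the lowest log2 fold change ranged from -4.40 to -0.70, with a median of -1.14. This direction rests on labels against which the reads on *Gadd45a* went. Of these genes, 90 are among the 100 lowest of Dataset EV1. Read coverage beyond the annotated transcript ends was not analysed here, since the counts cover annotated genes. Of the 100 genes, 82 had a protein-coding transcript from which a 3′UTR length could be read in an annotation of the same genome build, and for 72 of these it was over 0 nt. With the lengths of 0 nt included, the median was 452 nt, against 608 nt for random lists of tested genes with similar expression (one-sided permutation test for longer 3′UTRs over 100000 lists, p = 0.963). Without them, which was chosen after seeing the data, it was 667 nt against 634 nt (permutation p = 0.381), but this comparison is void, because only 72% of the genes remain. When the 100 genes were ranked by p-value, the median was 1053 nt (p = 0.0114 in the same permutation test, and 0.00151 without the lengths of 0 nt). All 430 lower genes had a median of 1384 nt, against 891 nt for random lists (p = 1.00e-05 in the same permutation test, the smallest it can give). With the replicate number as a block, the 100 lowest genes had a median of 452 nt against 622 nt for random lists (permutation p = 0.974), with the lengths of 0 nt included. For shorter 3′UTRs, the one-sided permutation test gave p = 0.0375 for the 100 lowest genes without the block and 0.0258 with it. Annotated lengths leave out 3′UTR extensions, so these comparisons cannot decide how many of the genes have one.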

Interestingly, 73 of the top 100 down‐regulated genes showed an extended 3′UTR (continuous read coverage for at least 2 kb beyond the canonical polyadenylation site according to the Ensembl gene annotation of the mouse genome NCBIM37/mm9) (Fig 4C). Among these genes, *Grin2a* (coding for the subunit epsilon 1 of the ionotropic glutamate NMDA receptor) is of particular interest due to the critical role of this receptor type in memory and synaptic plasticity 23, 24, 25, 26. Genome browser inspection showed not only a decreased *Grin2a* exonic coverage in *Gadd45a‐*KO mice (Fig 4D), but also an unusual lengthening of the 3′UTR, which apparently extends the transcriptional termination far beyond the canonical polyadenylation site (Fig 4E). Such extended 3′UTRs have recently been reported particularly in neural tissues, including hippocampus 27. 

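*Grin2a* (ENSMUSG00000059003) lies on chromosome 16 of NCBIM37 from 9577803 to 9995014. It had 39.1 ± 12.9 CPM (SD, n = 6) in the libraries labelled *Gadd45a*-WT and 14.8 ± 2.11 CPM (SD, n = 6) in those labelled *Gadd45a*-KO, from 979 to 2788 and from 579 to 879 reads. The log2 fold change was -1.40 (standard error 0.19, adjusted p = 0.000524 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every library labelled *Gadd45a*-KO, where reads on *Gadd45a* were higher, was below every library labelled *Gadd45a*-WT (two-sided exact permutation test of mean log2 CPM, p = 0.00216). With the replicate number as a block, the log2 fold change was -1.34 (adjusted p = 0.000553 from the edgeR fit). Leaving out each library in turn gave values from -1.51 to -1.26. The longest annotated 3′UTR of *Grin2a* in the annotation used here is 117 nt, and reads beyond it were not analysed here.

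**Figure D3:**
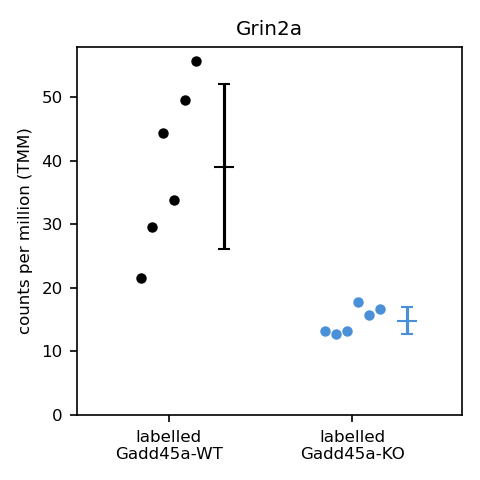
CPM of *Grin2a* in each library, with mean and SD of the 6 libraries of each label. The libraries labelled *Gadd45a*-WT spread over a wider range than those labelled *Gadd45a*-KO, and the groups do not overlap.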

Importantly, the length of these long 3′UTRs does not differ between genotypes, indicating that Gadd45α is not involved in the 3′UTR elongation of this set of transcripts.

**Figure 4:**
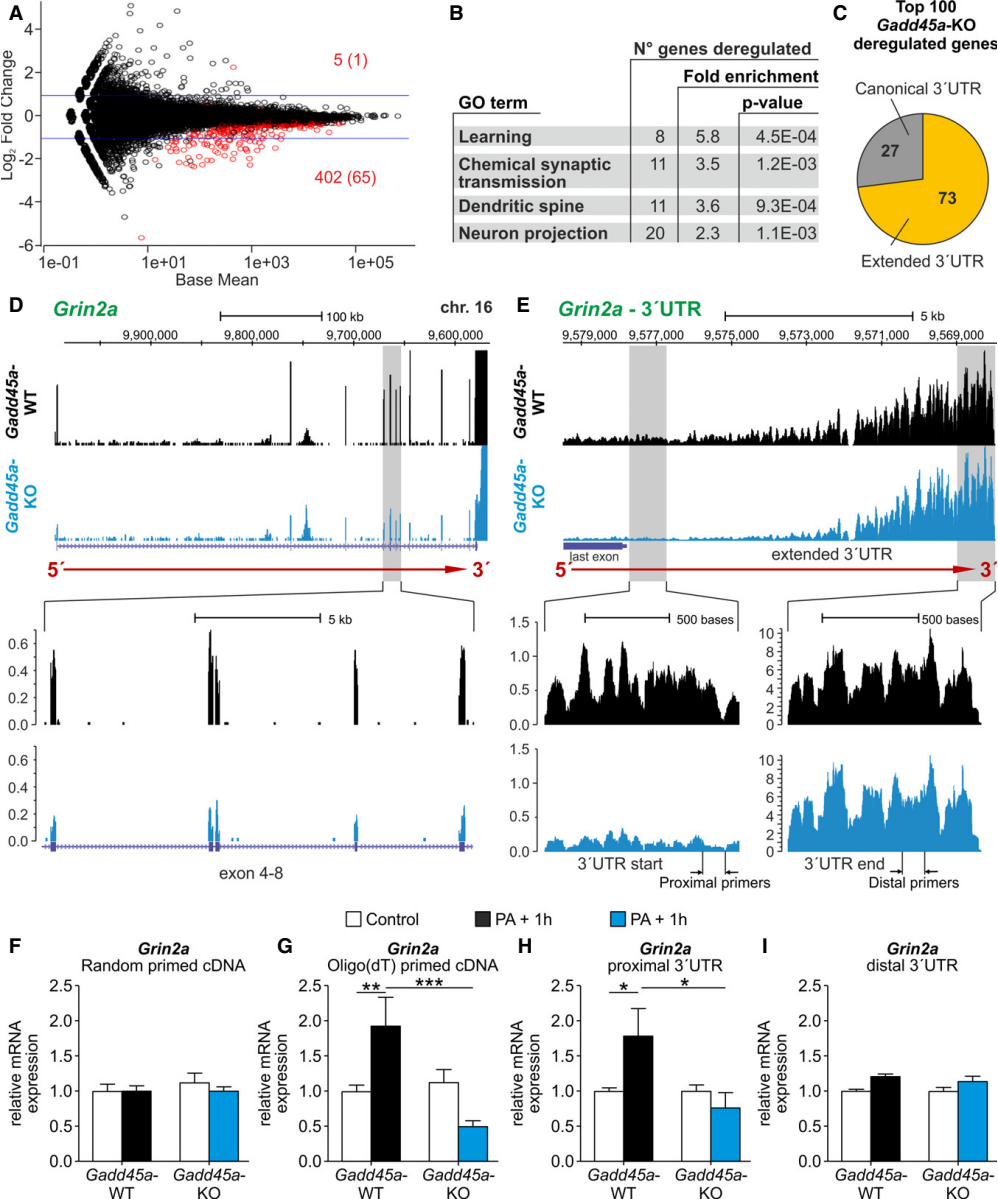
*Gadd45a* affects the expression of a particular set of memory‐related genes. RNA‐seq was performed on *Gadd45a*‐WT (*n* = 6) and *Gadd45a*‐KO hippocampi (*n* = 6). Samples were collected 1 h after exposure to PA AMA plot of DESeq differential expression analysis with the 1% false discovery rate (FDR) hits in red (5/402 and with > 2‐fold change 1/65 up‐/down‐regulated, respectively). The affected genes are described in Dataset EV1.BGene ontology (GO) enrichment analysis of the 402 down‐regulated genes revealed gene classes related to memory formation and synaptic function. For a complete analysis of gene ontology, see Dataset EV2.CProportion of transcripts with extended 3′UTRs (at least 2 kb beyond the canonical polyadenylation site) among the top 100 Gadd45α hits.DUCSC browser view of reads‐per‐million‐normalized RNA‐seq coverage for *Grin2a* in *Gadd45a*‐WT (black) and *Gadd45a*‐KO (blue) representative samples. Gene structure of *Grin2a* (colored in purple) and the direction of transcription (red arrow) are depicted. Upper panel covers the entire transcript while lower panel is an enlargement of exons 4–8.EDetailed view of the extended 3′UTR of *Grin2a* showing a significant 5′<3′ gradient in RNA‐seq coverage. Note that the normalized read coverage is similar between genotypes at the actual 3′UTR end but differs significantly upstream including the annotated exons. For subsequent experiments, position of the designed primers covering proximal and distal parts of the 3′UTR is indicated below.F, GValidation of Gadd45α‐regulated levels of *Grin2a* mRNA by qPCR with primers covering exons 3–4. *Grin2a* mRNA levels were analyzed in the hippocampus of mice under control conditions (white bars: *Gadd45a*‐WT = 7 and *Gadd45a‐*KO = 7) and 1 h after PA (*Gadd45a*‐WT = 5, black bars; *Gadd45a‐*KO = 6, blue bars). Random‐primed cDNA levels (F) were very similar in all the experimental groups. Oligo(dT)‐primed cDNA (G) revealed a significant increase in *Grin2a* 1 h after PA, which was only observed in *Gadd45a‐*WT mice. Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: **P < 0.01, ***P < 0.001.H, ImRNA levels of proximal versus distal parts of the 3′UTR analyzed in the same set of oligo(dT)‐primed cDNA. (H) Significant increase in *Grin2a* mRNA levels was found for the proximal part only in *Gadd45a*‐WT. (I) Distal parts of the 3′UTR remained unchanged (*n* = 6 for all groups). Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: *P < 0.05.

Analysis of this very long non‐canonical 3′UTR of *Grin2a* mRNA showed a clear 5′<3′ gradients of RNA‐seq read coverage, which was highly reproducible between replicates (Appendix Fig S2), but differed in their steepness between the *Gadd45a‐*WT and *Gadd45a‐*KO sample groups (Fig 4E). As a result, the read coverage differences in *Grin2a* exons between *Gadd45a*‐WT and *Gadd45a*‐KO are clearly observable throughout the protein‐coding sequence, and at the beginning of the 3′UTR but not at the 3′ end of the extended (non‐canonical) 3′UTR. Taking into account the poly(A) selection procedure used in RNA‐seq, the fact that read coverage at the end of the 3′UTR is very similar in both groups suggests that transcription is not affected in the absence of Gadd45α. This observation implicates the putative existence of a Gadd45α‐dependent post‐transcriptional mechanism that regulates mRNA levels rather by promoting mRNA stability than affecting gene transcription. 

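*Grin2b*, *Kcnq3* and *Grm5* were lower in the libraries labelled *Gadd45a*-KO, against whose label the reads on *Gadd45a* went. *Grin2b* lies on chromosome 6 of NCBIM37 from 135679844 to 136123529 and had 76.2 ± 29.5 CPM (SD, n = 6) in the libraries labelled *Gadd45a*-WT and 27.8 ± 14.4 CPM (SD, n = 6) in those labelled *Gadd45a*-KO. Its log2 fold change was -1.46 (standard error 0.34, adjusted p = 0.0201 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass 1% FDR, and 4 of the 6 libraries labelled *Gadd45a*-KO were below all those labelled *Gadd45a*-WT (two-sided exact permutation test, p = 0.00866). With the replicate number as a block it passed, with a log2 fold change of -1.50 (adjusted p = 0.00517 from the edgeR fit). *Kcnq3* lies on chromosome 15 of NCBIM37 from 65826733 to 66117786 and had 27.6 ± 6.59 CPM (SD, n = 6) in the libraries labelled *Gadd45a*-WT and 12.3 ± 3.03 CPM (SD, n = 6) in those labelled *Gadd45a*-KO. Its log2 fold change was -1.16 (standard error 0.18, adjusted p = 0.00115 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -1.16 with the block (adjusted p = 0.00179 from edgeR). *Grm5* lies on chromosome 7 of NCBIM37 from 94750952 to 95283417 and had 306 ± 21.3 CPM (SD, n = 6) in the libraries labelled *Gadd45a*-WT and 243 ± 17.3 CPM (SD, n = 6) in those labelled *Gadd45a*-KO. Its log2 fold change was -0.33 (standard error 0.05, adjusted p = 0.00193 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -0.33 with the block (adjusted p = 0.00366 from edgeR). With an offset for transcript length, *Grm5* no longer passed 1% FDR, at a log2 fold change of -0.26 (adjusted p = 0.0108 from edgeR). From lower read coverage in the exons of *Grin2a* with similar coverage at the end of its 3′UTR, the paper proposes that Gadd45α acts on mRNA stability after transcription. Its further evidence includes qPCR with random and oligo(dT) primers and along the 3′UTR, exon and intron coverage, and pre-mRNA qPCR. None of this further evidence was analysed here.

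**Figure D4:**
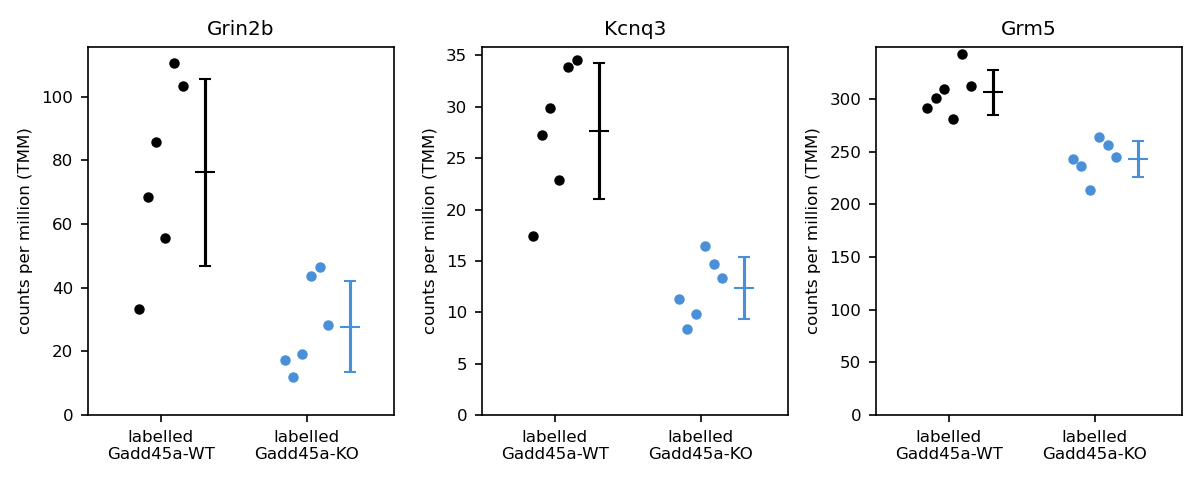
CPM of *Grin2b*, *Kcnq3* and *Grm5* in each library, with mean and SD of the 6 libraries of each label. The groups overlap for *Grin2b* and do not overlap for *Kcnq3* and *Grm5*.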

Similar alterations were found for other Gadd45α‐regulated targets, such as *Grin2b* (ionotropic glutamate receptor, subunit epsilon 2), *Kcnq3* (potassium voltage‐gated channel, subfamily Q, member 3), and *Grm5* (metabotropic glutamate receptor 5) (Appendix Fig S3A–F). Of note, these genes have been previously implicated in memory formation and synaptic plasticity 28, 29, 30, 31, 32, 33, 34.

The 5′<3′ read coverage gradients *per se* can be partially of technical nature. Since the employed TruSeq mRNA‐sequencing involved poly(A) selection, read coverage is expected to decrease with increasing distance from the transcript 3′ end upon partial RNA fragmentation during sample preparation. However, the consistently reduced steepness of this coverage gradient in KO as compared to WT is indicative of increased transcript instability associated with Gadd45α deficiency. 

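*Map2k6* lies on chromosome 11 of NCBIM37 from 110260436 to 110386836 and had 14.3 ± 1.44 CPM (SD, n = 6) in the libraries labelled *Gadd45a*-WT and 12.2 ± 1.65 CPM (SD, n = 6) in those labelled *Gadd45a*-KO. Its log2 fold change was -0.22 (standard error 0.09, adjusted p = 0.261 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and all 6 libraries labelled *Gadd45a*-KO were below the mean of those labelled *Gadd45a*-WT (two-sided exact permutation test of mean log2 CPM, p = 0.0476, not adjusted for the number of genes). This direction is read from the labels, against which the reads counted over the whole *Gadd45a* gene went. With the replicate number as a block, the log2 fold change was -0.23 (adjusted p = 0.143 from the edgeR fit). The total counts did not differ between the groups (two-sided exact permutation test, p = 0.450). Read coverage along transcripts was not analysed here.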

A purely technical artifact explanation is unlikely since (i) RNAs were prepared and sequenced in a randomized fashion, making batch effects unlikely; (ii) overall RNA integrity, concentration, and purity were similar among all samples; (iii) increased transcript fragmentation as inferred from the RNA‐seq coverage tracks was observed in all six samples of the *Gadd45a*‐KO group (Appendix Fig S2); (iv) overall 5′–3′ read coverage profiles are similar between genotypes (Appendix Fig S1B); and (v) a number of genes with extended 3′UTRs, but without annotated functions regarding memory and synaptic plasticity, did not show the 5′<3′ gradient and are not differentially expressed between *Gadd45a‐*WT and *Gadd45a‐*KO (e.g., *Map2k6*; Fig EV4A and B).

**Figure EV4:**
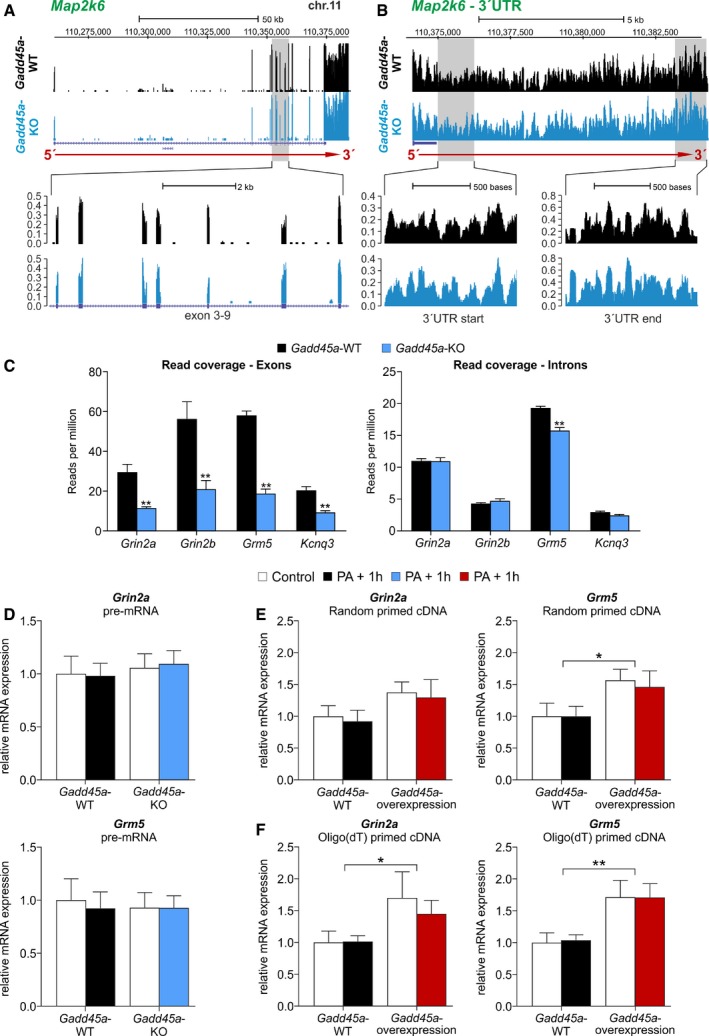
Complementary analysis of Gadd45α‐dependent post‐transcriptional regulation of memory‐related genes A, BRead coverage profiles (*y*‐axis = reads per million reads) of representative *Gadd45a*‐WT (black) and *Gadd45a*‐KO (blue) samples for *Map2K6* (A), and a detailed view of its 3′UTR (B). Note that *Map2K6* contains an extended 3′UTR, but is not under Gadd45α‐dependent regulation of 3′UTR stability. Additionally, the absence of a 5′<3′ gradient despite the presence of a long unannotated 3′UTR suggests gene specificity in the action of Gadd45α.CNormalized RNA‐seq read coverage of the annotated exons and introns of the indicated genes. Note that while exonic coverage is strongly reduced in *Gadd45a*‐KO mice, intronic coverage is not or is only mildly affected (for *Grm5*), indicating that Gadd45α mediates post‐transcriptional, rather than transcriptional regulation (*n* = 6 for all groups). Values shown are mean ± SEM; Student's *t*‐test: **P < 0.01.DPre‐mRNA analysis of *Grin2a* (upper panel) and *Grm5* (lower panel) by intronic qPCR of *Gadd45a*‐WT (control: no PA, *n* = 6; PA + 1 h, *n* = 6) and *Gadd45a*‐KO hippocampal samples (control: no PA, *n* = 6; PA + 1 h, *n* = 6). Note that pre‐mRNA levels for both transcripts are very similar in all experimental groups, corroborating the absence of transcriptional effects. Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test.EqPCR analysis of *Grin2a* (left) and *Grm5* (right) mRNA levels of *Gadd45a*‐WT (control: no PA, *n* = 6; PA + 1 h, *n* = 6) and *Gadd45a*‐overexpressing mice (control: no PA, *n* = 6; PA + 1 h, *n* = 6). Note that when using random‐primed cDNA, a significant increase only appeared for *Grm5* (genotype effect, *F*_1,20_ = 6.637). Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: *P < 0.05.FSame qPCR analysis as in (E) but using oligo(dT)‐primed cDNA. Note in this case, significant differences appeared for both *Grin2a* (genotype effect, *F*_1,20_ = 5.031) and *Grm5* (genotype effect, *F*_1,20_ = 12.94). Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: *P < 0.05, **P < 0.01.

To validate these findings, we performed qPCR for *Grin2a* (TaqMan assay covering exons 3–4) on RNA extracted from hippocampus after 1 h following PA training, using cDNA reverse‐transcribed either with random primers or with oligo(dT) primers (priming the poly(A) tail at the 3′ end of mRNAs). These two alternative strategies render two distinct pools of cDNA. While all mRNAs are reverse‐transcribed when using random primers (independently of their stability/fragmentation), only polyadenylated mRNAs are reverse‐transcribed when using oligo(dT) primers (excluding all fragmented and hence non‐polyadenylated mRNAs) (Appendix Fig S4). Consistent with the mRNA stability hypothesis (no transcriptional change, but post‐transcriptional stabilization), no significant differences in *Grin2a* levels were observed in the randomly reverse‐transcribed samples (Fig 4F). This implies that the total level of *Grin2a* transcription remained unaltered between the different experimental groups. In contrast, qPCR with oligo(dT) reverse‐transcribed cDNA revealed an induction of *Grin2a* 1 h after the initial training in the PA test (*t*_13_ = 3.387, *P* < 0.01; Fig 4G), which was impaired in *Gadd45a‐*deficient mice (*t*_12_ = 4.850, *P* < 0.001). Moreover, similar results were obtained for other Gadd45α targets identified above, such as *Grin2b*,* Kcnq3,* and *Grm5* (Appendix Fig S5A and B). To corroborate these findings and exclude potential batch‐dependent effects, we analyzed an independent set of *Gadd45a*‐WT and *Gadd45a*‐KO samples obtaining similar expression profiles (Appendix Fig S5C and D).

Of note, analysis of exonic and intronic read coverage was recently used to differentiate between transcriptional and post‐transcriptional regulation 35. Preferential changes in the read coverage of exons over introns can be attributed to post‐transcriptional rather than transcriptional regulation 35. This is the case for *Grin2a*,* Grm5, Grin2b,* and *Kcnq3* (Fig EV4C). Furthermore, differential expression analysis at the exon level revealed that most exons contained in the affected transcripts are significantly down‐regulated in *Gadd45a*‐KO samples (Appendix Fig S6A, Appendix Table S1). Moreover, pre‐mRNA analysis by qPCR using primers covering intronic regions showed no differences between the experimental groups (Fig EV4D) for *Grin2a* and *Grm5*, further corroborating that transcription is not affected in the absence of Gadd45α.

Taken together, the above results suggest a transcription‐independent mRNA regulation by Gadd45α that involves changes in mRNA stability. Thus, we aimed at corroborating the differential stability of the *Grin2a* transcript (5′ versus 3′) by performing qPCR on distinct segments of the extended 3′UTR. We reverse‐transcribed RNA only with oligo(dT) primers and amplified different *Grin2a* regions. By using primers covering proximal or distal parts of the 3′UTR (Fig 4E), we observed that on the one hand the distal part of the *Grin2a* 3′UTR was not significantly different between genotypes and experimental groups, indicating the absence of differences at the transcriptional rate (Fig 4I). On the other hand, proximal parts of the extended 3′UTR were enhanced only in *Gadd45a*‐WT hippocampi after PA training (*t*_10_ = 2.688, *P* < 0.05; Fig 4H). Similar results were found for *Grm5* (Appendix Fig S6B) and also for *Grin2a* and *Grm5* in the independent set of samples previously mentioned (Appendix Fig S6C and D). Considering the absence of differences at the transcriptional level, these findings point to a Gadd45α‐dependent mechanism of post‐transcriptional RNA stabilization during memory consolidation.

Finally, given the opposite phenotype that was observed in *Gadd45a*‐overexpressing mice (i.e., increased memory and synaptic plasticity), we also evaluated the expression of *Grin2a* and *Grm5* in the hippocampi of these mice. qPCR analyses revealed enhanced levels of the two transcripts, both under controls conditions and 1 h after PA, as compared to *Gadd45a*‐WT mice (Fig EV4E and F). Interestingly, in the case of *Grin2a*, this difference became statistically significant only when analyzing poly(A) mRNAs (oligo(dT) primed). Therefore, *Gadd45a* overexpression not only improved memory consolidation and LTP, but also enhanced the expression of memory‐related genes.

### Gadd45α controls synaptosomal NR2A protein levels and interacts with NR2A encoding mRNA

In order to evaluate the consequences of the observed destabilization of *Grin2a* mRNAs in *Gadd45a*‐KO at the protein level, we quantified NR2A protein levels (encoded by *Grin2a*) in total and synaptosomal protein fractions of the hippocampus. By using a protocol designed to specifically isolate membrane synaptosomal proteins, such as NR2A and post‐synaptic density protein 95 (PSD95) (Fig EV5A), we detected activity‐dependent NR2A membrane insertion (Fig 5A). Of note, this process has been previously shown to depend on local translation to NR2A, which is in turn controlled by the 3′UTR of the *Grin2a* transcript 3. Importantly, total levels of NR2A remained unchanged during memory formation, but synaptosomal NR2A was significantly increased only in *Gadd45a*‐WT hippocampi (*t*_23_ = 3.121, *P* < 0.01; Fig 5A and B). This was also observed for mGluR5 (encoded by *Grm5*) (*t*_22_ = 3.199, *P* < 0.01; Fig EV5B and C). Thus, the post‐transcriptional stabilization of the *Grin2a* and *Grm5* transcripts by Gadd45α promotes the increase in NR2A and mGluR5 proteins in synaptosomal membranes. Additionally, we also measured the levels of *Grin2a* and *Grm5* mRNAs in the synaptosomal fractions, obtaining a significant reduction in *Gadd45a*‐KO samples in both control and PA + 1 h groups (*Grin2a*,* F*_1,20_ = 13.55, *P* < 0.01; *Grm5*,* F*_1,20_ = 23.9, *P* < 0.001) (Fig EV5D). These results suggest that Gadd45α modulates the expression of these proteins by affecting the localization of their respective mRNAs.

**Figure EV5:**
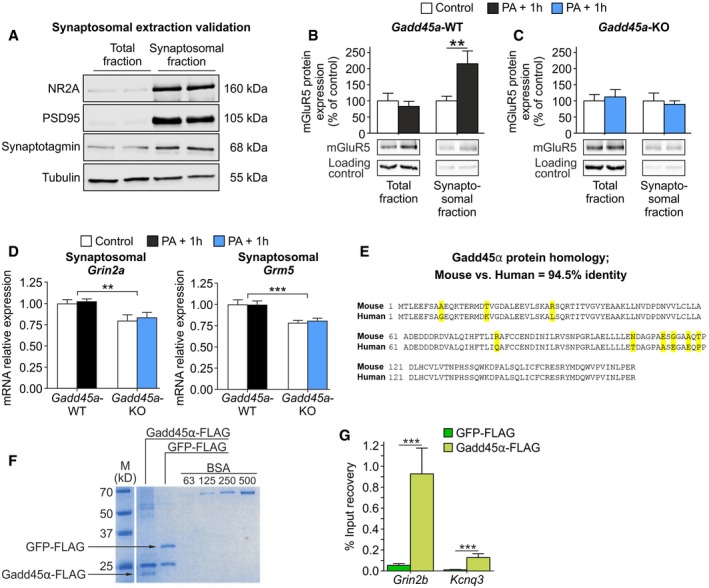
Complementary data on the effect of Gadd45α on synaptosomal composition and its mRNA interaction ARepresentative Western blot analysis showing two wild‐type C57BL/6N hippocampal total and synaptosomal protein fractions, respectively. Proteins known to be expressed in membranes of synaptosomes (NR2A, PSD95, synaptotagmin) were enriched in synaptosomal fraction as compared to total fraction. Tubulin (55 kDa) and synaptotagmin (68 kDa) served as loading controls for the total and synaptosomal fractions, respectively.B, CmGluR5 protein levels (150 kDa) were increased in synaptosomal fractions of *Gadd45a*‐WT hippocampi (B) 1 h after PA exposure (*t*_19_ = 3.121). (C) In *Gadd45a*‐KO, mGluR5 levels were not altered during memory formation. The number of samples analyzed is the same as in Fig 5A and B. In control groups, 27 samples were analyzed (*Gadd45a*‐WT, *n* = 13; *Gadd45a*‐KO, *n* = 14), and in PA‐exposed groups, 28 samples were analyzed (*Gadd45a*‐WT = 14, *Gadd45a*‐KO = 14). Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: **P < 0.01.DmRNA levels of *Grin2a* (left panel) and *Grm5* (right panel) in synaptosomal fractions of *Gadd45a*‐WT (control, *n* = 6; PA + 1 h, *n* = 6) and *Gadd45a*‐KO (control, *n* = 6; PA + 1 h, *n* = 6) hippocampal samples. Note that mRNA levels of both transcripts were significantly decreased in *Gadd45a*‐KO samples (*Grin2a*,* F*_1,20_ = 13.55; *Grm5*,* F*_1,20_ = 23.9) under both control and PA + 1 h conditions. Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: **P < 0.01, ***P < 0.001.ESequence homology between mouse and human Gadd45α protein shows 94.5% identity with nine residue mismatches (yellow).FCoomassie gel of purified Gadd45α‐FLAG and GFP‐FLAG, and increasing concentrations of BSA, which served as reference to estimate the amount of purified Gadd45α‐FLAG and GFP‐FLAG used for the pulldown experiments.GPercentage of input recovery was significantly enhanced in the Gadd45α‐FLAG‐bound fraction (light green bars) for *Grin2b* (*t*_22_ = 4.992) and *Kcnq3* (*t*_22_ = 3.267) mRNA as compared to GFP‐FLAG‐bound fraction (dark green bars) (*n* = 12 for all groups). Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: ***P < 0.001. Source data are available online for this figure.

**Figure 5:**
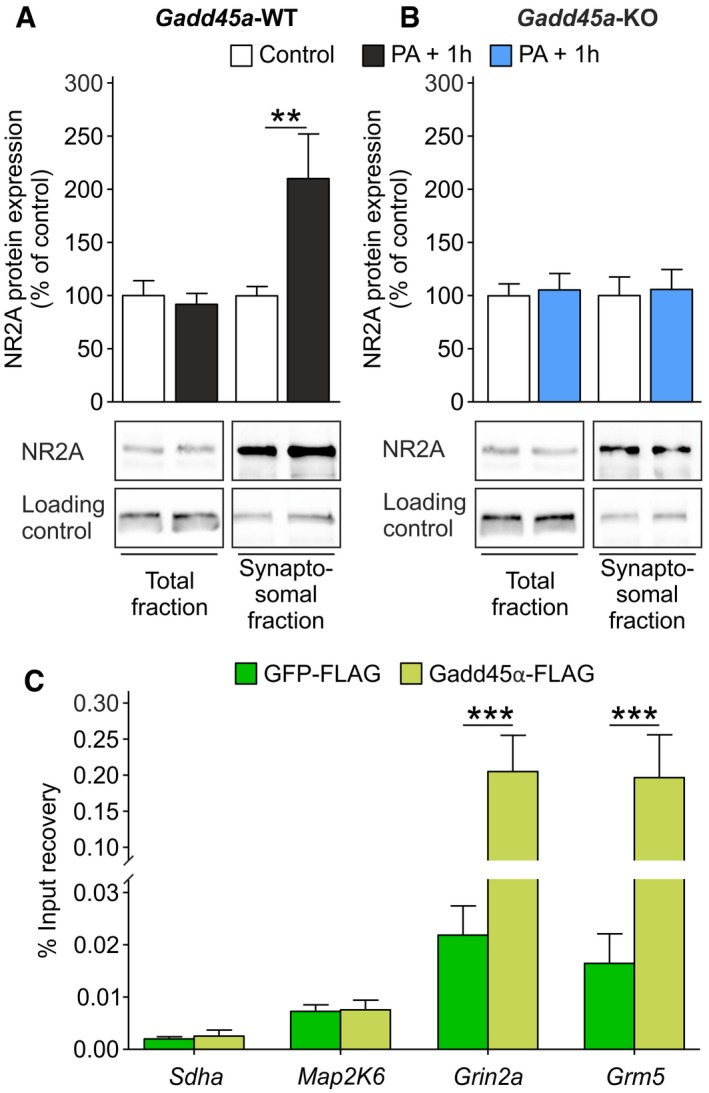
Gadd45α regulates synaptosomal NMDA receptor (NR2A) levels and specifically interacts with NR2A mRNA (*Grin2a*) A, BNR2A protein levels were analyzed in the hippocampus of mice under control conditions (white bars: *Gadd45a*‐WT, *n* = 13; *Gadd45a*‐KO, *n* = 14) and 1 h after PA (black bars: *Gadd45a*‐WT = 14, *Gadd45a‐*KO = 14). NR2A signal (160 kDa) was normalized to the loading control (tubulin (55 kDa) for the total fraction and synaptotagmin (68 kDa) for the synaptosomal fraction) and calculated as percentage of control. In *Gadd45a*‐WT samples (A), NR2A protein levels were unchanged in the total fraction during memory formation, while in the synaptosomal fraction, a significant increase was detected (*t*_20_ = 3.199). In *Gadd45a*‐KO hippocampi (B), levels of NR2A protein in both fractions remained unaltered during memory consolidation. Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: **P < 0.01.CGadd45α pulldown experiments were carried out in wild‐type hippocampal lysates (*n* = 12 for all groups). Percentage of input recovery was unchanged between GFP‐FLAG (green bars) and Gadd45α‐FLAG (black bars) for genes that are not regulated by Gadd45α, such as succinate dehydrogenase complex flavoprotein subunit A (*Sdha*, no 3′UTR extension), and mitogen‐activated protein kinase 6 (*Map2K6*, containing 3′UTR extension of 10 kb). On the contrary, Gadd45α‐FLAG‐bound fraction revealed a significant increase in *Grin2a* (*t*_22_ = 4.992) and *Grm5* mRNA (*t*_22_ = 4.939) as compared to GFP‐FLAG fraction. Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: ***P < 0.001. Source data are available online for this figure.

Next, we aimed at elucidating the underlying mechanism by which Gadd45α regulates the stability of *Grin2a* and *Grm5* transcripts. Since Gadd45α is an RNA‐binding protein 9, we tested the specificity of this binding to the Gadd45α targets identified above in comparison with transcripts which were not regulated by Gadd45α (e.g., *Sdha*, succinate dehydrogenase complex flavoprotein subunit A; Map2k6, mitogen‐activated protein kinase 6). Incubating immobilized Gadd45α and GFP (a protein without RNA‐binding capacity as control), respectively, with mouse hippocampal lysates, we observed a significant enrichment of *Grin2a* (*t*_22_ = 4.992, *P* < 0.001) and *Grm5* (*t*_22_ = 4.939, *P* < 0.001) mRNA in the Gadd45α‐bound fraction (Fig 5C). This was also true for other targets of Gadd45α, such as *Grin2b* (*t*_22_ = 6.861, *P* < 0.001) and *Kcnq3* (*t*_22_ = 3.267, *P* < 0.01) (Fig EV5G). Importantly, Map2k6 was not enriched in the Gadd45α‐bound fraction despite having a 3′UTR extension comparable with that present in Gadd45α target mRNAs (Fig EV4A), strongly indicating the target specificity of Gadd45α, and suggesting a mechanism underlying specific mRNA stabilization by the Gadd45α protein in the process of memory consolidation.

### The RNA‐binding capacity of Gadd45α is required for the increased memory in a model of Gadd45α overexpression

Finally, we aimed at elucidating the importance of the RNA‐binding capacity of Gadd45α for the memory improvement observed in *Gadd45a*‐overexpressing mice. It was recently demonstrated that lysine 45 is essential for the protein to bind RNA 9, 36. The substitution of lysine for the negatively charged residue glutamate impedes the capacity of Gadd45α to bind the negatively charged RNA. Therefore, we generated an AAV containing the K45E mutant form of Gadd45α, which was then injected into the dorsal hippocampus of *Nex‐Cre* ^(+/−)^ mice (Fig 6A). This yielded a 15‐fold overexpression at the mRNA level (Fig 6B) and also to overexpression at the protein level (Fig 6C). HA immunostaining on hippocampal sections from these mice revealed a similar protein distribution as compared to the wild‐type form of the AAV‐*Gadd45a* (Fig 6D). Higher magnification pictures showed that the Gadd45α‐HA signal was not restricted to the nucleus but was also present in neuronal bodies and projections (Fig 6D), confirming the cellular distribution of Gadd45α described above (Fig 2D). Interestingly, when *Gadd45a* ^K45E^‐overexpression mice were exposed to the PA, they failed to improve memory retention as compared to *Gadd45a*‐overexpression mice (Fig 6E). This was true for both 1 h (*t*_31_ = 3.747, *P* < 0.05) and 24 h after the PA training (*t*_31_ = 3.817, *P* < 0.05). In fact, their latency to explore the dark compartment was very similar to that of *Gadd45a*‐WT mice during the entire experiment (Fig 6E). These results indicate that Gadd45α needs to bind RNA in order to improve learning in a model of *Gadd45a* overexpression, demonstrating the importance of this protein in mRNA regulation.

**Figure 6:**
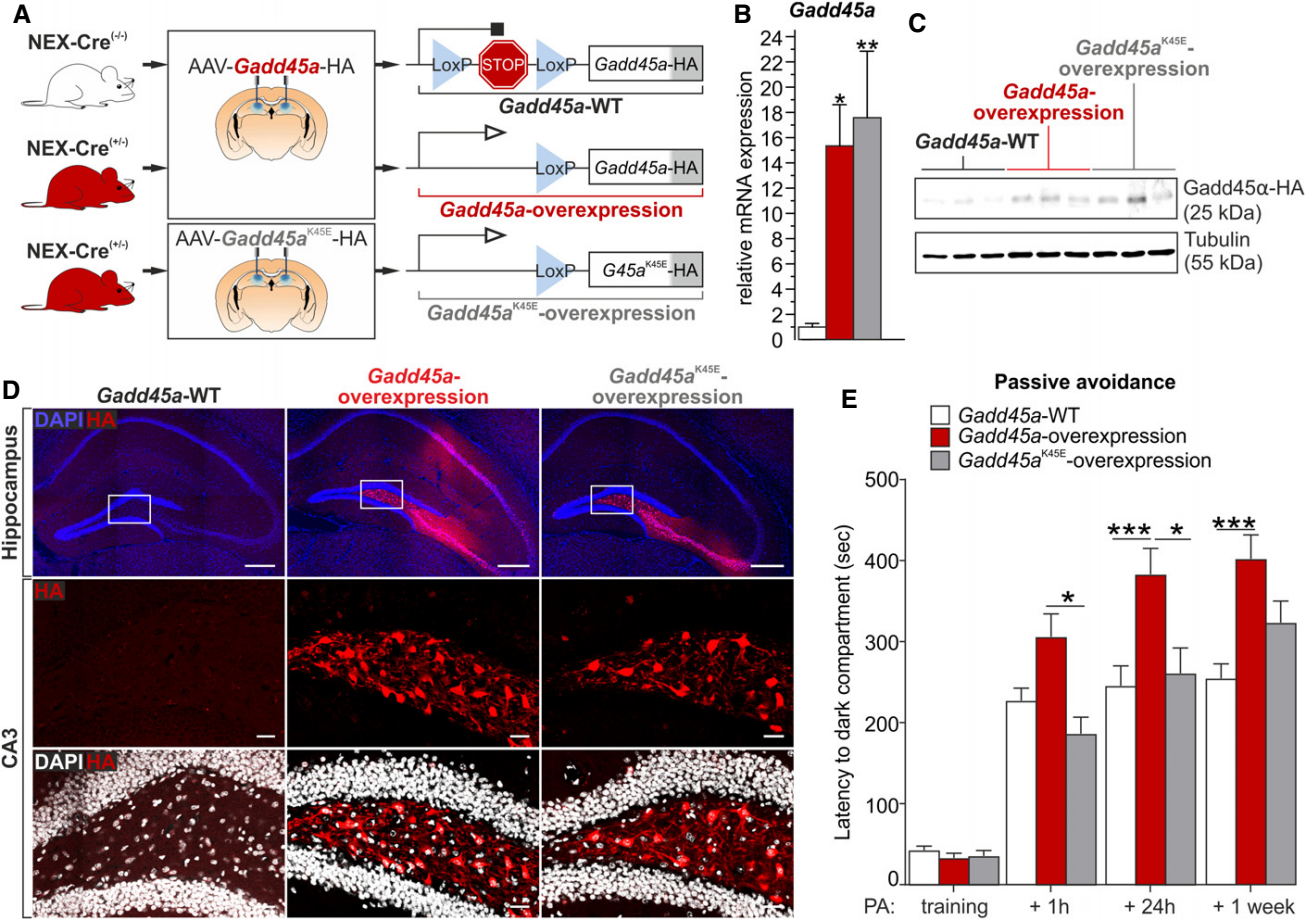
Gadd45α requires its RNA‐binding capacity to mediate its action on memory Diagram of the virally mediated approach to induce *Gadd45a‐*overexpression in hippocampal glutamatergic neurons of *Nex‐Cre* ^(+/−)^ mice. On the one hand, *Nex‐Cre* ^(−/−)^ (*n* = 12) and *Nex‐Cre* ^(+/−)^ (*n* = 11) were injected with the AAV‐*Gadd45a*‐HA used in Fig 2. On the other hand, a group of *Nex‐Cre* ^(+/−)^ (*n* = 11) was injected with a mutated form of Gadd45α (K45E) that lacks the RNA‐binding capacity.Hippocampal *Gadd45a* mRNA levels were significantly up‐regulated in both *Gadd45a*‐overexpression (q_24_ = 4.094) and *Gadd45a* ^K45E^‐overexpression groups (q_24_ = 4.726) (*n* = 9 for all groups). Values shown are mean ± SEM; Tukey's multiple comparison test: *P < 0.05, **P < 0.01.Gadd45α overexpression was confirmed at the protein level by HA‐Western blot on hippocampal samples from *Gadd45a*‐WT, *Gadd45a*‐overexpression, and *Gadd45a* ^*K45E*^‐overexpression mice (*n* = 3 for all groups).Immunohistochemistry for hemagglutinin (HA, fused to Gadd45α) in *Gadd45a*‐WT (left), *Gadd45a*‐overexpression (middle) and *Gadd45a* ^*K45E*^‐overexpression (right) samples 8 weeks after AAV injection (*n* = 3 for all groups). Upper row depicts the entire hippocampus, while center and lower rows show magnifications of the CA3 area in which the HA signal (red) is not restricted to the nuclei (blue and white). Hippocampus scale bars: 250 μm. Hilus scale bars: 50 μm.Latency to enter the dark compartment for *Gadd45a*‐WT (white bars, *n* = 12), *Gadd45a*‐overexpression (red bars, *n* = 11), and *Gadd45a* ^*K45E*^‐overexpression mice (gray bars, *n* = 11) in the PA test. Note that, unlike *Gadd45a*‐overexpression mice, those expressing the mutated form of Gadd45α (no RNA‐binding capacity) did not show an increase in memory retention. Values shown are mean ± SEM; two‐way ANOVA and Bonferroni post hoc test: *P < 0.05, ***P < 0.001. Source data are available online for this figure.

## Discussion

Our study demonstrates for the first time a neural function for Gadd45α specifically in the consolidation of aversive memory and LTP, thereby contributing to the understanding of memory processing. Additionally, it also offers a new perspective on a post‐transcriptional mechanism involving extended 3′UTRs. Specifically, Gadd45α contributes to the maintenance of RNA stability of specific memory‐related genes during memory consolidation. In the absence of Gadd45α, these transcripts, which contain extended 3′UTRs, become destabilized, resulting in reduced synaptosomal mRNA levels and expression of the corresponding encoded proteins, and leading to deficits in synaptic plasticity and memory consolidation.

Despite strong expression of Gadd45α during different stages of development 10, 37, most of the basic behaviors analyzed were not significantly compromised by life‐long *Gadd45a* deficiency (Fig EV1). The functions of the Gadd45 family members are similar, but not identical, and their induction differs depending on physiological conditions and cell types 38. Moreover, Gadd45 proteins can interact with each other, and these interactions may play a pivotal role in their functions 38. In fact, studies on the role of Gadd45 proteins during neural development suggest compensatory processes 39. In this context, it is not surprising that *Gadd45a*‐KO mice display unaltered behavior in most of the tasks analyzed and that Sultan *et al* observed mostly normal baseline behavioral tasks in *Gadd45b*‐KO mice 12. However, a distinct set of behaviors characterized by aversive learning was impaired in *Gadd45a*‐KO mice. We found that *Gadd45a*‐KO mice performed worse in context‐dependent associative learning (PA; Fig 1B) and in spatial navigation (WCM; Fig EV1F), two‐well characterized behaviors where the hippocampus plays a pivotal role 40, 41. Together with the increased learning observed in *Gadd45a*‐overexpressing mice, our results demonstrated a novel role for Gadd45α specifically in the regulation of memory consolidation. This relates well with previous findings regarding the role of Gadd45β 11, 12 and Gadd45γ 42 in memory formation.

In line with the behavioral phenotypes, LTP was decreased in *Gadd45a*‐KO mice and enhanced in *Gadd45a*‐overexpressing animals (Fig 3B and C). Glutamate receptors are essential for this type of synaptic plasticity 26, 43. In *Gadd45a*‐KO mice, the levels of *Grin2a* and *Grm5* mRNA in synaptosomes were significantly reduced under basal conditions (without PA exposure) (Fig EV5D). This suggests a basal state in which the capacity to form LTP is compromised before the induction of aversive learning. Moreover, the same two transcripts were also significantly elevated in *Gadd45a*‐overexpressing mice prior to PA exposure, thus enhancing the capacity to form LTP (Fig EV4E and F). Additionally, ion channels are important players in the formation of LTP 44, and, congruently, in *Gadd45a*‐KO mice, there was a reduction in the expression of six subunits of potassium voltage‐gated channels (*Kcna2*,* Kcna3*,* Kcnma1*,* Kcnk9*,* Kcng3*, and *Kcnq3*), one subunit of calcium voltage‐gated channels (*Cacna1e*), and two subunits of transient receptor cation channels (*Trpc5 and Trpm3*) (Dataset EV1). Thus, these alterations in the ion channel repertoire in neurons can also impair neuronal information processing.

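All of these channel genes were lower in the libraries labelled *Gadd45a*-KO, in which reads on *Gadd45a* were higher. Apart from *Kcnq3*, log2 fold changes ranged from -2.26 for *Kcna3* to -0.62 for *Cacna1e*. *Kcna3* had 1.66 ± 0.286 CPM (SD, n = 6) in the libraries labelled *Gadd45a*-WT and 0.344 ± 0.134 CPM (SD, n = 6) in those labelled *Gadd45a*-KO (standard error of the log2 fold change 0.20, adjusted p = 1.45e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Trpc5* had a log2 fold change of -1.60 (standard error 0.13, adjusted p = 3.83e-06 from the same edgeR test). *Kcnma1*, *Kcng3*, *Cacna1e* and *Trpm3* also passed 1% FDR. *Kcna2*, with a log2 fold change of -1.02 (adjusted p = 0.0494 from edgeR), and *Kcnk9*, with -0.72 (adjusted p = 0.0550 from edgeR), did not. Both passed with the replicate number as a block, at adjusted p = 0.00443 and 0.00270 from edgeR. *Kcng3*, with 18 to 51 reads in the libraries labelled *Gadd45a*-KO, no longer passed in 9 of the 12 fits that each left out one library.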

We discovered a remarkable feature in the transcriptome of *Gadd45a*‐KO mice where the great majority of the down‐regulated mRNAs at 1 h after PA training contained long extensions of the 3′UTR, which are characteristic for neurons and are particularly abundant in hippocampus as compared to other brain regions and non‐neuronal tissues 27, 45. Of note, the length of these extensions is not Gadd45α‐dependent. Sequence elements located in the 3′UTR are targets for multiple post‐transcriptional control mechanisms, including microRNA (miRNA)‐mediated translational suppression, RNA stabilization/destabilization, subcellular RNA localization, and translational efficiency. 3′UTR extensions can provide a remarkable landscape for miRNA‐dependent regulation. miRNAs can function post‐transcriptionally by base‐pairing to the 3′UTR to repress translation by mechanisms that are not fully understood yet 46. miRNAs are known to modulate a number of brain functions, such as neuronal maturation, memory formation, and synaptic plasticity 47. In fact, the turnover of miRNAs is dynamically regulated by neuronal activation 48, and, e.g., Gadd45α has been shown to activate miRNA‐295 during somatic cell reprogramming 49. Of note, the discovered impairments in the expression of ion channels in *Gadd45a*‐KO mice might be caused by miRNA action on the 3′UTR extensions of these mRNAs 50. Importantly, regulation of miRNA‐mediated repression by RBPs is a widespread mechanism 46. Therefore, Gadd45α could control the functionality of memory‐related transcripts by regulating the availability and activity of miRNAs. Regarding RNA stabilization/destabilization, RNAs with long 3′UTRs are frequently targeted by the nonsense‐mediated mRNA decay pathway (NMD) 51, 52, which is a crucial post‐transcriptional regulatory event that is functionally incorporated into homeostatic mechanisms in response to environmental cues 53. This highly conserved mechanism for surveillance of mRNA stability is characterized by endonucleolytic cleavage of processed mRNAs with premature termination codons 54. In this context, UP‐Frameshift factors (UPF1, UPF2, and UPF3) are key players in the induction of NMD 55. In fact, UPF1 associates with mRNAs in a 3′UTR length‐dependent manner to potentiate mRNA decay 56. Of note, UPF3‐deficient mice were reported to show a reduced memory in cued and contextual fear learning tasks 57, demonstrating the importance of NMD in learning and memory. Interestingly, it is believed that after endonucleolytic cleavage by NMD, exonuclease‐mediated degradation of the primary cleavage products can be temporally inhibited, allowing the detection of fragmented mRNAs 58. Congruently, in our experimental design, detection of all the fragmented mRNAs independently of the presence of a poly(A) tail (using random‐primed cDNA) prevented the detection of genotype differences. On the contrary, detection of only polyadenylated mRNAs (using oligo(dT) primed cDNA) ensured the proper discrimination between transcriptional and post‐transcriptional (i.e., NMD‐mediated) effects (Appendix Fig S4).

Given the absence of differences in total mRNA (Fig 4F), as well as in pre‐mRNA levels (Fig EV4D) and in read coverage of introns (Fig EV4C), we can conclude that Gadd45α does not regulate the transcriptional rate of its targets. Considering the role of Gadd45α in active DNA demethylation, the lack of effects at the transcriptional level is somewhat surprising. However, Gadd45 proteins might act redundantly in DNA demethylation *in vivo*, and loss of one isoform might be compensated by the other cognate genes 59. Indeed, in zebrafish, only combined knockdown of all Gadd45 isoforms impairs DNA demethylation 60. Read coverage inspection of *Bdnf*, a well‐known modulator of hippocampal memory and target of DNA methylation/demethylation processes, did not show any significant difference between genotypes in our RNA‐seq data. Moreover, the majority of Gadd45α targets identified in the RNA‐seq experiment revealed a similar read coverage in both genotypes toward the end of the transcripts (3′ end of the 3′UTR). 

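*Bdnf* lies on chromosome 2 of NCBIM37 from 109514857 to 109567204 and had 51.0 ± 4.68 CPM (SD, n = 6) in the libraries labelled *Gadd45a*-WT and 48.9 ± 3.39 CPM (SD, n = 6) in those labelled *Gadd45a*-KO. Its log2 fold change was -0.06 (standard error 0.06, adjusted p = 0.759 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the sign read from labels that the reads on *Gadd45a* went against. The difference between the means was smaller than the SD of either label. A two-sided exact permutation test of mean log2 CPM gave p = 0.383. With the replicate number as a block, the adjusted p was 0.719 in the edgeR fit. These are counts over the whole gene and do not separate its transcripts.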

As discussed above, this feature indicates the absence of Gadd45α‐dependent regulation at the transcriptional level.

This prompted us to explore alternative explanations. Alternative cleavage and polyadenylation (APA) is a process taken into consideration when studying extensive lengthening of mRNAs. The usage of different polyadenylation sites within the 3′UTR is relatively common, producing a variety of transcripts that differ in their length (short versus long transcripts; proximal versus distal polyadenylation sites, respectively), and eventually in their functions. For instance, *Bdnf* expresses an extended 3′UTR isoform, which localizes to dendrites, and a short 3′UTR APA variant that is restricted to the soma 61. However, when studying APA events via RNA‐seq, two important characteristics should be mentioned. First, APA typically creates step‐wise changes in read coverage at the APA site. Second, these changes result in lower read coverage toward the 3′ end of the transcript. Importantly, none of these two basic features of APA are seen in Gadd45α‐targets. Thus, APA cannot explain the Gadd45α‐dependent profile of gene expression observed after memory formation. Nevertheless, formal exploration of the APA hypothesis using the published tool DaPars 62 revealed no significant Gadd45α‐dependent APA events.

Our findings demonstrate a new Gadd45α‐dependent mechanism whereby the availability of functional mRNA is regulated by a post‐transcriptional mechanism. Our analyses of distal versus proximal parts of the *Grin2a and Grm5* 3′UTRs revealed a process in which only the proximal parts of these transcripts were increased upon memory consolidation (Fig 4H and I). Considering that the total amount of the transcripts is the same, the most plausible explanation is an increase in stability of the pre‐existing transcripts and, consequently, an increase in the corresponding mRNA levels. Similar processes have already been described for *Bdnf* 2, 63.

Most of the post‐transcriptional mechanisms mentioned above are directly or indirectly regulated by different RBPs 45. Recently, Gadd45α has also been described as a RBP, with similar structural–functional features as other members of the L7Ae/L30e/S12e RBP superfamily 9. Among these features, the binding to the kink‐turn motif (a recurrent architectural RNA element) and the presence of Gadd45α in nuclear speckles are of special interest in understanding the proposed post‐transcriptional mechanism of Gadd45α. In fact, kink‐turn motifs have been suggested as mediators of the long‐distance transport of RNAs to different subcellular locations 64. This process is present in neurons to ensure local translation, which is essential for synaptic plasticity and memory formation. For example, it was shown that NMDA receptors are locally translated during memory formation 65. Along this line, we observed increased levels of NR2A and mGluR5 proteins during memory consolidation in the synaptosomes of *Gadd45a*‐WT, but not in those from *Gadd45a*‐KO. This is consistent with our observation of impaired stabilization of *Grin2a* mRNA in the absence of Gadd45α and consequent memory deficit. Interestingly, *Grin2a* and *Grm5* mRNAs were significantly reduced in the synaptosomes from *Gadd45a*‐KO, suggesting that Gadd45α controls the trafficking of memory‐related transcripts. Considering the remarkable compartmentalization of the neuron, a change in mRNA localization could have an important impact on the extent of miRNA‐dependent repression and/or local translation of these transcripts. In agreement with such a model, activity‐induced local translation of *Grin2a* was shown to depend on its 3′UTR 3. In fact, long 3′UTR forms of the mRNA for cluster of differentiation 47 protein (CD47) have been described as regulators of activity‐induced membrane localization 66. In this study, the scaffold function of the long 3′UTR (as opposed to the short form) directs the transport and function of CD47 during translation 66. Alternatively, Gadd45α could also affect the stability of memory‐related genes in specific neuronal compartments, by controlling the cellular distribution and/or local activity of the miRNA repression machinery.

Furthermore, the presence of Gadd45α in nuclear speckles supports the notion of Gadd45α as a mediator of post‐transcriptional regulatory mechanisms, since nuclear speckles are also sites of RNA splicing and processing 9. We also showed that the Gadd45α‐HA protein detected by HA immunostainings in the *Gadd45a*‐overexpression model is not restricted to the nucleus. Additionally, by performing nuclear/cytosolic fractionation in the same samples, we could detect Gadd45α‐HA in the cytoplasm, where most of the post‐transcriptional regulation occurs. This leaves open the question regarding the specific cellular compartment in which Gadd45α mediates its effects on mRNA stability. In this context, another center for active mRNA modifications is RNA granules, which are large accumulations of mRNAs and RBPs. Interestingly, Han *et al* 67 demonstrated that RNAs with extended 3′UTRs (including *Grin2a*) are present in RNA granules.

Finally, our validation of the RNA‐binding capacity of Gadd45α specifically to memory‐related transcripts containing extended 3′UTRs offers a direct link between Gadd45α function and the post‐transcriptional mechanisms required for memory formation and synaptic plasticity. Additionally, the use of a mutated form of *Gadd45a* lacking the RNA‐binding capacity (*Gadd45a* ^K45E^‐overexpressing mice) allowed us to corroborate *in vivo* the importance of the association between the Gadd45α protein and its mRNA targets.

In summary, this study sheds light on the poorly understood biological role of extended 3′UTRs by implicating them for the first time in aversive memory consolidation and LTP. Importantly, the identification of Gadd45α as a critical regulator of 3′UTR stability in memory formation provides a molecular handle with which this process can now be further unraveled.

## Materials and Methods

### Animals

Adult male mice (2–6 months) were socially housed in a temperature‐ and humidity‐controlled room with a 12‐ to 12‐h light–dark cycle and access to food and water *ad libitum*. All experiments were carried out in accordance with the European Community's Council Directive of September 22, 2010 (2010/63EU), and approved by the local animal care committee (AZ number 23 177‐07/G 13‐1‐092). All animals used in this study were bred in‐house and were allowed to acclimatize to the behavioral unit for at least 1 week.

#### Gadd45a‐KO

The *Gadd45a*‐deficient mouse line was generated by Dr. Albert J. Fornace Jr. (National Cancer Institute, Maryland, USA) 13. The first three exons of the *Gadd45a* gene were replaced by a phosphoglycerate kinase 1‐neomycin resistance (neo) cassette. 19 amino acids are encoded by the remaining exon 4, but are not expressed 13. *Gadd45a*‐KO mice (in C57BL/6N background) grew to adulthood without obvious differences from their wild‐type littermates. Genotyping of these animals was performed by polymerase chain reaction (PCR) as described 13.

#### Gadd45a overexpression

A virally mediated recombination approach was established in order to overexpress *Gadd45a* in the neuronal population where this protein is endogenously expressed. Through a HpaI linker, the mouse *Gadd45a* open reading frame was fused at the 3′ end to hemagglutinin (HA) epitope tag‐encoding sequences and cloned into an AAV expression cassette containing the 1.1 kb cytomegalovirus (CMV) immediate early enhancer/chicken β‐actin hybrid promoter (CAG), a transcriptional terminator element flanked by two loxP sites (“Stop”), the woodchuck hepatitis virus post‐transcriptional regulatory element (WPRE), and the bovine growth hormone polyadenylation sequence (bGHpA) flanked by AAV2‐inverted terminal repeats (construct termed as AAV‐Stop‐Gadd45a). The transcriptional terminator element (“Stop”) was used to enable cell type‐selective transgene expression 68, 69. Production of pseudotyped AAV1/2 mosaic vectors and determination of genomic titers were performed as described 69. Adult male mice (8–12 weeks old) were anesthetized by intraperitoneal injection of fentanyl (0.05 mg/kg), midazolam (5 mg/kg), and medetomidine (0.5 mg/kg), and positioned in a small animal stereotaxic frame (Kopf Instruments, California, USA). One microliter of the AAV‐Stop‐*Gadd45a* particles (2.5 × 10^11^ vector copies/ml) was injected bilaterally into the dorsal hippocampus (positions: −2.0 mm anteroposterior, ± 2.0 mm mediolateral, −2.0 mm dorsoventral of bregma) at a rate of 200 nl/min using a microprocessor controlled mini‐pump with 34G beveled needles (World Precision Instruments, Florida, USA). AAV‐Stop‐*Gadd45a* vector injection into hippocampi of *Nex‐Cre* ^(+/−)^ mice led to the excision of the transcriptional stop cassette in all Cre recombinase‐positive cells 70, resulting in the transcriptional activation and the overexpression of virally encoded *Gadd45a*‐HA in hippocampal glutamatergic neurons of the CA1‐3 region, but not in dentate gyrus granule cells. As a control, AAV‐Stop‐*Gadd45a* was injected in *Nex‐Cre* ^(−/−)^ mice, where the absence of Cre expression prevented the transcriptional activation of the construct.

#### Gadd45a^K45E^ point mutation

The substitution of lysine (K, coded by AAG) for glutamate (E, coded by GAG) at position 45 of the Gadd45α protein (K45E) was introduced in the original plasmid previously described (pAM/CBA‐floxstop‐HA‐*Gadd45a*‐WPRE‐bGHpA) using the QuikChange II XL Site‐Directed Mutagenesis Kit (Agilent Technologies, Germany) and the primers included in Appendix Table S2. Mutation was confirmed by sequencing, and the mutated plasmid was used for the production of AAV‐*Gadd45a* ^*K45E*^ as previously described. Finally, the AAV‐*Gadd45a* ^*K45E*^ was checked for adequate Gadd45α expression by qPCR and Western blot.

### Behavioral characterization

In order to avoid the possible confounding effects by multiple behavioral testing, two different batches of animals were separately investigated. The first batch (*Gadd45a*‐WT, *n* = 12; *Gadd45a*‐KO, *n* = 16) contained the following tests performed in the order described below.

#### Holeboard

The apparatus was made of white Plexiglas with an arena (40 × 40 × 30 cm) divided into 36 squares by black color strips. Four holes (diameter: 1.8 cm; depth: 7.5 cm) were present in the center where the animal could poke its nose, but their diameter did not allow the exploration with the whole body. The animal was always placed into the same corner of the arena and was allowed to explore during 5 min. The parameters recorded were total and internal (in the inner 16 squares) ambulation and frequency of head dipping into holes. This test provided independent measures of motor activity (internal and external ambulation) and directed exploration (head dipping). Animal was tracked using Ethovision XT software (Noldus Information Technology).

#### Elevated plus‐maze

The apparatus consisted of a cross‐shaped arena, elevated 100 cm above the floor, with two opposite open arms and two opposite enclosed arms. The floor of the arms was made of white plastic, 35 cm long and 6 cm wide, and connected by a central platform of 6 × 6 cm. Walls in black plastic of 20 cm height surrounded the enclosed arms. The animal was placed into the center of the apparatus, facing the enclosed arms, and was allowed to explore during 5 min. Frequency and duration of arm visits were measured, separately for open and closed arms. An arm was considered to be visited when the animal entered it with all four limbs. The percentage of entries and time spent in the open arms were calculated in relation to the total values for the open and enclosed arms using the following formula: % open arm = 100× open/(open+enclosed). Animals were tracked using Ethovision XT software (Noldus Information Technology).

#### Light/dark test

The apparatus in this assay consisted of an open white compartment (40 cm height × 26 cm length × 38.5 cm width) and one closed black compartment (40 cm height × 13 cm length × 38.5 cm width) connected by an entrance. The animal was allowed to move freely between the two compartments during 5 min. In the beginning of the experiment, the animal was placed directly in front of the entrance in the lit compartment. The total transitions between compartments, the percentage of time spent in the lit compartment, and the latency to the first entry into the lit compartment were measured. Animals were tracked manually.

#### Novel object recognition test

The test was performed in a white plastic open‐field chamber (40 cm height × 40 cm length × 40 cm width). For habituation, the animal was placed into the empty open field and allowed to explore the box for 10 min once a day for 2 days. On day 3, two identical objects (O1 left and O1 right; two metal cubes of 4 cm height × 3 cm length × 5 cm width) were placed symmetrically 6–7 cm from the walls with a separation distance of 16–18 cm from each other. The mouse was placed into the box at an equal distance from both objects and was recorded on video for 10 min. After this first exposure to the objects, the mouse was returned to its home cage. 1 and 24 h later, the mouse was placed into the open field again. During these 10‐min retention trials, it was exposed to the familiar object (O1), as well as to a novel object (O2 for the 1 h time point and O3 for the 24 h time point, respectively). The novel object O2 was a plastic billiard ball (5.72 cm in diameter) fixed on a metal plate (0.2 cm height), and O3 was a round glass flask (6 cm height × 3 cm wide) filled with sand and sealed with a black rubber plug. The familiar object was always positioned on the left side, while the new object was on the right side. Box and objects were cleaned with 70% ethanol after each trial to avoid olfactory cues. The total time that the animal spent exploring each of the two objects in training and retention phase was evaluated by an experimenter blind to the genotype. Object exploration was defined by orienting the nose directly to the object at a distance < 2 cm and/or touching the object with nose and whiskers. Time spent climbing and sitting on the object was not regarded as exploration as it rather represents a form of environment investigation. Animals were tracked manually. Using these values, the discrimination index was calculated as a measurement of the recognition of the familiar object (discrimination index = (Time exploring O1/Time exploring both objects) × 100). Hence, a good performance is characterized by a reduction in the discrimination index over the subsequent trials.

#### Forced‐swim test

The paradigm was performed in a round glass beaker (18 cm in diameter; 45 cm height) filled with tap water at 25°C ± 0.5°C. The water level was approximately 30 cm to prevent the animal from touching the bottom of the glass or climbing off the beaker. The animal was carefully lowered into the water and recorded on video for 6 min. During the test, floating, struggling, and swimming were evaluated. Floating was defined by immobility of the animal with only minimal movements to keep body balance. Struggling was defined by rapid and strong movements performed in a vertical position, usually accompanied by scratching of the walls of the beaker. Swimming was then considered the time that the mouse did neither float nor swim. Animal was tracked manually. In this test, the natural aversion of animals to water and the unavoidable danger induced by this context exposure allowed us to interpret the actions of the mouse as an animal that tries to escape (those who swim faster and float less; classified as normal) or as an animal that does not try it and surrenders (slow swimming and more floating; classified as depressive‐like symptom).

#### Cued fear conditioning

Procedures and setups were used as previously described 71. For conditioning, mouse was placed into the conditioning chamber (Med Associates; square, 15 × 20 cm, grid floor, cleaned with 1% acetic acid) and a house light (25 lx) turned on. After 3 min, a 20‐s tone (80 dB, 9 kHz sine wave, 10‐ms rising and falling time) was presented to the animals. The tone co‐terminated with a 2‐s scrambled electric foot shock of 0.6 mA. Mouse was returned to its home cage after 60 s. On day (d) 1, d2, d3, and d10 after the conditioning day, conditioned mouse was placed into a neutral, new environment (extinction context, custom‐made Plexiglas cylinders, 15 cm diameter, with bedding, cleaned with 70% ethanol), and the house light (5 lx) was switched on. After 3 min, a 200‐s continuous tone (same settings as in conditioning) was presented. Mouse was returned to its home cage 60 s after the end of the tone presentation. Animal was tracked using Ethovision XT software (Noldus Information Technology). Freezing (i.e., immobility, here defined as the absence of all non‐respiratory movements) was scored with the Ethovision immobility filter set at 0.5% change in the pixels representing the mouse, with averaging over two consecutive frames (25 frames/s). Conditioned freezing, defined as freezing to the tone minus baseline freezing response of the same day, as well as baseline freezing before the tone started and freezing after the tone presentation ended were analyzed.

In the second phase of the behavioral characterization, a new batch of *Gadd45a*‐deficient mice (*Gadd45a*‐WT, *n* = 11; *Gadd45a*‐KO, *n* = 11) and a batch of *Gadd45a*‐overexpressing animals with their controls (*Gadd45a*‐WT, *n* = 10; *Gadd45a*‐overexpression, *n* = 14) were simultaneously investigated. All *Gadd45a*‐overexpressing mice were validated by immunohistochemistry or qPCR. From the 14 animals initially injected with the AAV‐Stop‐*Gadd45a*, only two animals had to be excluded due to insufficient Gadd45α overexpression. This second set of the behavioral characterization consisted of the following assays.

#### Passive avoidance (PA)

This test was conducted in a box made of black and white Plexiglas, divided into two sections (15 cm height × 9.5 cm width × 16.5 cm length) (Ugo Basile, Italy) (Fig 1A). The chambers were separated by a flat‐box partition consisting of an automatically operated sliding door at floor level. A light (24 V, 10 W, 90 lux) in the ceiling of the starting side was left on at all times, while the other side was kept in darkness. The lit compartment was white in color and the dark one in black. The floor was composed of stainless steel bars, 0.7 mm in diameter and 8 mm apart. In an acquisition trial, the mouse was initially placed into the illuminated compartment, and then, the door between the two compartments was opened 60 s later. When the mouse entered the dark non‐illuminated compartment, the door closed automatically, and an electrical foot shock (0.3 mA in the experiment with *Gadd45a*‐KO mice and 0.2 mA in the experiment with *Gadd45a*‐overexpressing mice to avoid ceiling effects) was delivered through the stainless steel rods for 2 s. Three retention trials were performed by placing each mouse into the illuminated room 1 h, 24 h, and 7 days after the acquisition trial. The time taken for a mouse to enter the dark compartment after opening the door was defined as the latency time for the acquisition and retention trials. Animal was tracked manually. The latency prior to entering the dark compartment was recorded for up to 540 s. Afterward, if the animal did not visit the dark compartment, it was returned to its home cage.

#### Water cross‐maze

Procedures and setups were used as previously described 19. The maze was made of 0.5‐cm‐thick and transparent Plexiglas and it had four arms forming a cross, with each arm 10 cm width, 50 cm length, and 30 cm height (Fig EV1F). For spatial orientation, four extra‐maze visual cues were installed on the surrounding cubicle. The platform was located east; the starting point was either north or south. The arm opposite to the respective starting position was always blocked with a removable Plexiglas panel. The maze was filled with water at 22–23°C, until the platform was submerged 1 cm beneath the water surface. Animal was tracked using Ethovision XT software (Noldus Information Technology). The experiment was divided into two different phases, namely initial learning (platform always on east) and reversal learning (platform in west). During the initial learning, mouse was tested for 4 days with eight trials per day. The eight trials were performed in two sessions with four trials, allowing each mouse to rest for about 2 h between sessions. Each starting point was used twice per session, with the order of the starting points being randomized over the days. A trial ended when the mouse reached the platform and remained on it for at least 5 s or when the mouse did not find the platform within 30 s. In this case, the mouse was gently guided to the platform. The mouse had to stay on the platform for 30 s before it was removed, dried, and put back into its home cage. A heat lamp was used to warm the animals. Mice were trained in groups of six, resulting in an inter‐trial interval (ITI) of 10 min within a session. The reversal learning phase was very similar except for the duration (2 days instead of four) and the location of the platform (west instead of east). Arm entries were manually scored. A trial was scored as accurate, if the animal swam from the starting arm directly into the goal arm and climbed onto the platform. A trial was counted as non‐accurate, if a mouse entered the arm without platform or if it visited an arm several times. Accuracy was defined as the percentage of accurate trials within each single session or day.

#### Pain sensitivity tests

In order to evaluate the pain sensitivity, two different tests, namely hot plate test (Ugo Basile, Italy) and foot shock threshold, were performed. In the first test, the mouse was placed on a surface heated at 48°C, and the latency to the first reaction to the heat (paw lifting, paw licking, or jumping) was scored. For the second test, the conditioning chamber of the cued fear conditioning apparatus was used. Animal was placed into the chamber, and a scrambled electric foot shock of rising intensity (starting from 0 mA, 0.015 mA/s) was applied. The shock was switched off as soon as the animals jumped or vocalized. The corresponding shock intensity was defined as pain threshold.

### *In situ* hybridization

In order to localize the endogenous *Gadd45a* mRNA, *in situ* hybridization on frozen sections of unfixed adult brain was performed essentially as previously described 72. The staining was carried out with chromogen nitro blue tetrazolium and 5‐bromo‐4‐chloro‐3′‐indolyphosphate (NBT/BCIP). For this experiment, C57BL/6N mice (*n* = 8) were used as controls (same genetic background as the *Gadd45a* mutant line) and also *Gadd45a*‐KO tissue (*n* = 6) in order to test the specificity of the riboprobe. Animals were anesthetized with isoflurane and euthanized by decapitation. Immediately afterward, brains were removed and placed in a brain matrix (World Precision Instruments, USA) where a thick coronal section containing the entire hippocampus was separated from the rest of the brain. This section was immediately frozen and further cut in 10‐ to 12‐μm sections. On the first day of ISH, sections were thawed for 2 h, post‐fixed in 4% paraformaldehyde (PFA, Merck) in 0.1 M Na‐phosphate buffer, pH 7.4, acetylated for 10 min, and hybridized with digoxigenin‐labeled riboprobes overnight (o/n) at 65°C. The next day, sections were washed for 1 h in 50% formamide in 1× saline sodium citrate buffer (SSC) and 0.1% Tween‐20 at 65°C. Afterward, they were blocked for 2 h and incubated with 1:1,500 anti‐DIG‐AP antibody (Roche) in 1% Boehringer Blocking Reagent (Roche, Germany), 10% heat‐inactivated goat serum in *maleic acid* buffer containing Tween‐20 (MABT; 0.1 M maleic acid, 0.15 M NaCl, pH 7.5, and 0.1% Tween‐20) o/n at 4°C. Sections were 3 × 15 min washed in MABT and stained with 1 μl/ml NBT/BCIP (Roche, Germany) in alkaline phosphatase buffer (NTMT; 0.1 M Tris–HCl, pH 7.5, 0.15 M NaCl, 0.05 M MgCl_2_, 0.1% Tween‐20). *Gadd45a* antisense and sense riboprobes were synthesized with digoxigenin RNA labeling mix (Roche, Germany) according to manufacturer's instructions, using an amplified cDNA fragment (position 11‐215 of NM_007836.1) as template. Images were taken with a DM2500 microscope (Leica, Germany) and processed with Adobe Photoshop software.

### Quantitative polymerase chain reaction (qPCR)

Mice (*n* = 6–8; per experimental group) were anesthetized with isoflurane and euthanized by decapitation. Immediately afterward, brains were removed and placed in the same brain matrix mentioned above. 2‐ to 3‐mm sections were extracted from the brain matrix corresponding to the regions where hippocampus and control areas (prefrontal cortex and cerebellum) were located according to the mouse brain atlas 73. Sections were dissected with a scalpel under the binocular in a small petri dish filled with ice and covered with a circular paper embedded in 400 μl of diethylpyrocarbonate (DEPC)‐water to avoid RNA degradation. Tissues were immediately frozen and stored at −80°C. Samples were collected either under basal conditions or at given time points after memory acquisition in the PA paradigm. Frozen samples were processed subsequently in order to extract total RNA. Samples were homogenized using the TissueLyser (Qiagen, Netherlands) according to the manufacturer guidelines. Total RNA was extracted using the RNeasy kit (Qiagen, Netherlands) and finally eluted in 40 μl of RNase‐free water. RNA content was quantified using the NanoDrop (Thermo Scientific, Germany), and samples were stored at −80°C. On the next day, samples were thawed, and equal amounts of RNA from all samples (500 ng or 1 μg depending on the experiment) were taken for the conversion to complementary DNA (cDNA). At this point, two different strategies were followed for the priming in the reverse transcription. (i) Random primers included in the high‐capacity cDNA reverse transcription kit (Life Technologies, Germany) were used. (ii) In a number of experiments aiming at the evaluation of polyadenylated RNA, the approach consisted on using oligo(dT) primers that were included in the SuperScript III First‐Strand Synthesis System for RT‐PCR kit (Life Technologies, Germany). In both cases, the resulting cDNA was diluted 1:10 in RNase‐free water and stored at −80°C. Finally, the cDNA was amplified in two different manners. On the one hand, by using the commercial TaqMan assays detailed in Appendix Table S2 (Applied Biosystems) plus TaqMan gene expression master mix (Life Technologies, Germany). On the other hand, for all the experiments analyzing *Grin2a* 3′UTR, specific primers for the distal (3′ end) and proximal part (5′ end) of the 3′UTR were designed with Prime3 software 74. These primers (Appendix Table S2) were used in combination with the PowerUp SYBR Green Master Mix (Life Technologies, Germany). Assays were carried out with an ABI7300 real‐time PCR cycler (Applied Biosystems). Reactions were performed in duplicates using *glucuronidase beta* (*Gusb,* for TaqMan assays) and/or *transferrin receptor* (*Tfrc, for SYBR green assays*) as reference gene. Data analysis was done using the 7300 system SDS software (Applied Biosystems). Ct values were transformed to mRNA expression using the following formula: 2^−(Ct.GOI – Ct.HKG)^, where GOI = gene of interest and HKG = housekeeping gene. All values were then normalized to the specific control group for each experiment.

### Immunohistochemistry

For the detection and validation of the viral delivery of *Gadd45a*, immunostainings against HA (fused at the C terminus of the *Gadd45a* in AAV construct) were performed as previously described 70. Mice were perfused with 4% PFA in 0.1 M phosphate‐buffered saline (PBS, pH 7.4). Brains were removed from the skull, post‐fixed o/n, and incubated in 30% sucrose (in PBS) for cryoprotection. Brains were cut (40 μm) in the coronal plane on a cryostat. Free‐floating sections were rinsed in PBS with 0.2% Triton X‐100 (PBS‐T). Non‐specific immunoreactivity was suppressed by incubating the sections in a cocktail of 4% normal goat serum (Sigma, Germany) in PBS‐T for 15 min at 22–24°C. Afterward, sections were incubated o/n with a mouse anti‐HA antibody (Covance, USA; 1:1,000). Sections were washed and incubated for 1 h with Alexa 488‐conjugated goat IgG (1:1,000, Invitrogen, USA). Before the third wash in PBS, sections were counterstained with the nuclear dye 4′,6‐diamidino‐2‐phenylindole (DAPI) for 5 min. Sections were then transferred onto glass slides and cover‐slipped with Mowiol mounting medium. Fluorescence was visualized using either a Leica DM5500 microscope (Leica, Germany) or a Leica TCS SP5 confocal microscope.

### Electrophysiological recordings

In the experiments with *Gadd45a*‐KO mice, 11‐12 animals per experimental group were used. *Gadd45a*‐overexpressing animals (group size of 6 mice per genotype) were tested 8 weeks after brain surgery. Age‐matched male mice (between the 7th and 15th post‐natal week) were anesthetized by isoflurane, killed by cervical dislocation, and the brain was immediately removed from the skull and immersed in ice‐cold carbogen‐equilibrated (5%CO_2_/95%O_2_) artificial cerebrospinal fluid (ACSF) containing (in mmol/l) NaCl 126, NaH_2_PO_4_ 1.25, MgCl_2_ 1, CaCl_2_ 2, KCl 2.5, glucose 10, and NaHCO_3_ 26. After 2–3 min of incubation, transverse slices of 400 μm thickness containing the amygdala or the hippocampus were prepared. The slices were transferred to an interface‐type recording chamber where they were superfused with ACSF at a rate of 1–2 ml/min. Extracellular field potentials (FPs) were recorded with glass electrodes filled with ACSF placed in the lateral nucleus of the amygdala (LA) or in stratum radiatum of the CA1 region. Synaptic afferents were stimulated via a bipolar tungsten electrode placed in the cortical inputs to the amygdala or to the Schaffer collaterals in the CA3 region. LTP was induced by a series of 100‐μs voltage pulses at half‐maximal response intensity delivered in four trains of 100 pulses at 100 Hz with an inter‐train interval of 1 s. FP responses were recorded for 15 min before and 85–90 min after LTP induction. For analysis, the slope between 10 and 90% of the FP responses was calculated using an Excel‐Script. Experiments were discarded from analysis if they did not show stable FP results or if unexpected drops in excitability or slope occurred during the recording interval. All measurements and analyses were made without knowledge of the genotype. Statistical comparisons between test and control values were performed using paired Student's *t*‐test, comparisons between groups by unpaired Student's *t*‐test. Differences in incidence rates were tested with Fisher's exact test (Systat 11, SPSS).

### RNA sequencing

RNA was extracted from hippocampi from six *Gadd45a*‐WT and six *Gadd45a*‐KO mice, which were trained in the PA and killed after 1 h. Sample collection and RNA extraction were performed as described above for qPCR. Nanodrop measurements for RNA content revealed purity of the RNA extracted (ratio of absorbance at 260/280 always above 2.0; generally accepted as pure RNA isolation) and low contamination with other molecules contained in the extraction buffers (ratio of absorbance at 260/230 usually on the range of 2.0–2.2). RNA was further tested for quality control regarding the RNA integrity number (RIN). This parameter was measured by Agilent 2100 Bioanalyzer, obtaining a range of 8.8–9.4 for all samples, which was considered sufficient. The next‐generation sequencing (NGS) libraries were prepared using the TruSeq Stranded mRNA Library Prep Kit (Illumina, California, USA) following manufacturer's instructions. Sequencing was performed on HiSeq 2000 sequencer in SR51 mode. The quality of the raw sequence reads (around 60 million per sample) was very good as assessed by FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were mapped to the mouse reference genome (Illumina iGenomes reference, Ensembl NCBIM37/mm9 build) using the splice‐aware mapper TopHat v.1.4.1 (https://ccb.jhu.edu/software/tophat/index.shtml) with parameters “‐g 5 –G” (up to five best alignments allowed per read and usage of a GTF gene annotation file from iGenomes, Ensembl release 66). Quality assessment of the mapped data was performed with RSeQC (http://rseqc.sourceforge.net/). Metagene profiles of transcript coverage were made using ngs.plot (https://github.com/shenlab-sinai/ngsplot) with parameters “–G mm9 –R genebody –F rnaseq”. The read counts per gene were summarized using the tool *htseq‐count* from the package HTSeq v.0.5.4p3 (http://www-huber.embl.de/HTSeq/doc/count.html) and stranded option “‐s reverse”. Differential gene expression analysis was performed with the BioConductor package DESeq v.1.16.0 (http://bioconductor.org/packages/release/bioc/html/DESeq.html) following the standard routines recommended by the software authors 75. Using a cut‐off of 1% false discovery rate (FDR), the DESeq analysis revealed 407 genes with apparent differential expression (66 with a two‐fold change threshold), almost all of them being down‐regulated. 

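The steps of the original DESeq were re-implemented on the deposited counts, with pooled dispersions, a parametric trend and the larger of both values for each gene. The normalized group means equalled those of Dataset EV1, with ratios between 1.00 and 1.00 over its 407 genes. At 1% FDR, 400 genes were lower and 6 higher in the libraries labelled *Gadd45a*-KO, against whose label the reads on *Gadd45a* went. Of these 406 genes, 402 are in Dataset EV1. The 5 remaining genes of Dataset EV1 had adjusted p-values from 0.0101 to 0.0117 in this DESeq procedure. Another 4 genes passed that Dataset EV1 does not list, among them *Gadd45a* and *E230016M11Rik*. In edgeR's quasi-likelihood test, 337 of the 405 Dataset EV1 genes tested passed in the same direction, and 359 with the replicate number as a block.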

The list of deregulated genes was annotated through the Mouse Genome Informatics (MGI) database (http://www.informatics.jax.org/batch). For browser visualization, the mapped data in BAM format were converted into reads‐per‐million (RPM)‐normalized bedGraph and bigWig coverage tracks using PICARD v.1.56 (https://broadinstitute.github.io/picard/), BEDTools v.2.16.2 (http://bedtools.readthedocs.io/), SAMtools v.0.1.18 (http://samtools.sourceforge.net/), and the script *bedGraphToBigWig* (http://hgdownload.soe.ucsc.edu/admin/exe/). The normalized bigWig tracks were displayed on the UCSC mm9 genome browser (http://genome.ucsc.edu/cgi-bin/hgGateway), and screenshots of regions of interest were taken using one representative replicate per genotype depicted at the same RPM scale. Gene ontology (GO) enrichment analysis was carried out with DAVID Bioinformatics Resources 6.8 (https://david.ncifcrf.gov/) with a background list of all genes showing detectable expression in the RNA‐seq experiment. Read summarization at the exon level was carried out using Subread v.1.5.1 (http://subread.sourceforge.net/) with options “featureCounts ‐f ‐s 2 ‐O ‐F GTF” and using the above‐mentioned GTF gene annotation supplemented with four “pseudo‐exons” representing the distal 1 kb regions of the extended 3′UTRs of the four genes of interest *Grin2a*,* Grin2b*,* Grm5,* and *Kcnq3*. Exon‐level differential analysis was then performed using DESeq2 v.1.18.1 at 1% FDR (https://bioconductor.org/packages/release/bioc/html/DESeq2.html). RPM‐normalized exonic and intronic coverage for the four investigated genes was calculated using BEDTools v.2.25.0, SAMtools v.1.5, and Subread v.1.5.1. The RNA‐seq data have been deposited in the NCBI GEO repository (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE100923.

### Synaptosomal preparation and Western blotting

Sample collection was performed as described above for qPCR. Hippocampi (*n* = 13‐14/experimental group) were frozen immediately after brain dissection and stored at −80°C. Synaptosomal preparation was carried out as described previously 76, 77. Whole hippocampus was homogenized in a glass grinder with 1.5 ml of TVEP buffer (10 mM Tris–HCl pH = 7.4, 5 mM NaF, 1 mM Na_3_VO_4_, 1 mM EDTA, 1 mM EGTA) containing 320 mM of sucrose. The homogenate was centrifuged (10 min, 1,000 × *g* at 4°C), and the pellet containing nuclei and large debris was discarded. An aliquot of the supernatant containing the total fraction (110 μl) was removed and stored at −80°C for later analysis. The rest of the supernatant was further centrifuged (15 min, 15,000 × *g* at 4°C) in order to obtain crude synaptosomes (pellet). For mRNA analysis of synaptosomal fractions, samples were processed at this step for total RNA extraction (RNeasy kit, Qiagen, Netherlands) as described above in the qPCR section, although with a reduction in the elution volume from 40 to 20 μl. Otherwise, pellet was then re‐suspended in 1.5 ml of TVEP buffer containing 35.6 mM of sucrose and placed on ice for 30 min. This step led to the hypoosmotic lysis of the synaptosomes in order to release synaptic vesicles and other organelles. Finally, the last centrifugation (20 min, 20,000 × *g* at 4°C) yielded a pellet enriched in plasma membrane proteins (synaptosomal fraction), which was re‐suspended in 200 μl of TVEP buffer and stored at −80°C. Total and synaptosomal fractions were analyzed for protein concentration using the bicinchoninic acid assay (Pierce BCA Protein Assay Kit; Thermo Scientific, Germany). For gel electrophoresis and Western blotting, total and synaptosomal fractions were analyzed separately. Each gel was loaded with equal amounts of total (5 μg) or synaptosomal (3 μg) proteins. Samples were mixed with 8–10 μl of 3× loading buffer (200 mM Tris–HCl pH 6.8, 8% sodium dodecyl sulfate (SDS), 25% glycerol, 10% β‐mercaptoethanol, and 0.02% (w/v) bromophenol blue) to a total volume of 20 μl and incubated for 10 min at 95°C. Afterward, two samples/experimental group (for a total of eight samples/gel) were loaded in 7.5% polyacrylamide gel (PAGE) and run at a constant voltage of 90 V for 1 h in Mini‐PROTEAN^®^ cassettes connected to a PowerPAC3000^®^ electric unit (BIORAD, Germany). Subsequently, protein transfer to the nitrocellulose membranes was conducted for 1.5 h at a constant current of 300 mA in the same cassettes. Then, membranes were cut into upper and lower sections for the separate detection of NR2A and loading control, respectively (tubulin as a control for the total fraction and post‐synaptic density protein 95 (PSD95) for the synaptosomal fraction). Membranes were blocked for unspecific signal with 5% non‐fat dry milk (NFDM) for 1 h. Afterward, primary antibodies for NR2A (MAB5530, Merck‐Millipore, 1:1,000), mGluR5 (AB5675, Merck‐Millipore, 1:2,000), tubulin (T9026, SIGMA, 1:500), synaptotagmin (sc‐136089, Santa Cruz, 1:500), and PSD95 (61495, BD Biosciences, 1:250) were incubated overnight in 5% NFDM at 4°C. On the next day, membranes were washed and incubated with horseradish peroxidase (HRP)‐conjugated mouse secondary antibody (Dianova, Hamburg, Germany; 1:5,000). Signal was visualized using the ECL detection system according to manufacturer instructions (GE Healthcare Life Sciences). Visualization and quantification of the bands were done with Fusion and Bio‐1D software, respectively (Vilber Lourmat). Finally, the ratio between the signal of NR2A/mGluR5and the respective loading control (tubulin for the total fraction and synaptotagmin for the synaptosomal) was calculated for each sample. These ratios were normalized to the average of the ratios of the control groups (no PA; set to 100%) for each fraction and genotype.

### Nuclear/cytosolic fractionation

Sample collection was performed as described above for qPCR. Hippocampi from *Gadd45a*‐WT and *Gadd45a*‐KO (*n* = 2 for both groups) were frozen immediately after brain dissection and stored at −80°C. For the separation of the main cellular compartments, the nuclear/cytosol fractionation kit (Biovision, USA) was used according to the manufacturer guidelines. Validation of the enrichment of proteins in the two fractions was done by Western blot as previously described. Primary antibodies for laminin (nuclear protein; Ab16048, Abcam, 1:1,000) and microtubule‐associated protein 2 (MAP2, cytosolic protein; MAB3418, Merck‐Millipore, 1:1,000) were used in combination with (HRP)‐conjugated rabbit and mouse secondary antibodies, respectively.

### Expression and purification of Gadd45α‐FLAG and GFP‐FLAG proteins

Human embryonic kidney (HEK) 293 cells cultured in 15‐cm dishes were transfected at 60% confluency with 10 μg of pCS2^+^ plasmid‐encoding human Gadd45α‐FLAG (94.5% identity with mouse Gadd45α; Fig EV5E) or *GFP*‐FLAG protein using TransIT reagent (Mirus). HEK293 cells were harvested 48 h post‐transfection and lysed in 1 ml of lysis buffer (50 mM Tris–HCl (pH 7.5), 300 mM KCl, 5 mM EDTA, 1 mM DTT, 0.5% Triton X‐100, and 50 μl of Roche proteinase inhibitors); after homogenization and brief sonication, the cell lysates were incubated for 30 min at RT in the presence of 4 μg/ml of RNase A (Fermentas) and 400 U/ml of benzonase (Merck‐Millipore). Cell lysates were centrifuged for 10 min, 13,000 × *g* at 4°C. Supernatants were cleared using 100 μl of protein G agarose beads for 1 h at 4°C. After centrifugation (2,000 × *g*, 5 min), supernatants were incubated with 50 μl of M2‐FLAG‐agarose BSA‐pre‐blocked beads (Sigma) for overnight at 4°C. Beads were washed extensively, and bead‐bound proteins were analyzed on Coomassie blue‐stained 12% SDS–PAGE gel and quantified using BSA as a standard (Fig EV5F).

### Pulldown of Gadd45α‐FLAG‐bound RNAs in mouse hippocampus

Mouse hippocampi were dissected and frozen on dry ice as previously described for qPCR. Frozen samples were lysed using tissue homogenizer in 600 μl of lysis buffer (50 mM HEPES‐KOH (pH 7.5), 100 mM KCl, 5 mM EDTA, 1 mM DTT, 0.5% Triton X‐100, 1 mM PMSF, Roche proteinase inhibitors, and 0.2 U/μl Promega RNase inhibitors) and incubated on ice for 30 min. Tissue lysates were centrifuged at 13,000 × *g* for 10 min at 4°C. Supernatants were incubated with 20 μl of protein G agarose beads for 1 h at 4°C. Lysates were recovered by centrifugation (2,000 × *g*, 5 min) and incubated overnight with 250 ng of agarose bead‐bound Gadd45α‐FLAG or GFP‐FLAG at 4°C. Beads were then washed five times for 10 min using a rotating device with 1 ml of lysis buffer and one time with lysis buffer containing 1 M urea. Protein‐bound RNAs were eluted in 100 μl of 0.5% SDS and 20 μg of proteinase K incubated at 37°C for 15 min. RNA was extracted from eluates using TRIzol (Life Technologies) and precipitated with isopropanol in the presence of 20 μg of glycogen. cDNA was produced by random hexamers primers and Superscript II kit, following the manufacturer instructions (Life Technologies, Germany). qPCR was carried using TaqMan primers (Appendix Table S2) on a Roche Light Cycler. Percentage of input recovery was calculated using the Ct values of amplification (qPCR) for the input fraction (10% pre‐incubated lysates; CI) and the Gadd45α‐FLAG‐ or GFP‐FLAG‐bound (CG). These values were then transformed according to the following formula: % Input recovery = 100 × 2^((CI−3,32)−CG)^.

### Statistics

For multiple comparisons, data were analyzed using one‐ or two‐way analysis of variance (ANOVA) followed by Bonferroni post hoc test and Tukey's multiple comparisons test when necessary (GraphPad, San Diego, CA, USA). In some cases, comparisons were made by using Student's *t*‐test analysis (paired and unpaired), repeated measures ANOVA and/or Fisher exact test. The exact statistical analysis used for each experiment is included in the figure legends. Differences were considered statistically significant if *P* < 0.05. Data were presented as mean ± SEM.

## Author contributions

Conception and/or design of the investigation: BL, CN, AAR, and EK; methodology: BL, CN, AAR, and EK; data collection: AAR, SS, KA, AS, MG, SG, CB, LP, WHG, RJ, CM, and AC; data analysis and interpretation: AAR, EK, SS, WK, and HJL; writing–original draft: AAR; writing–review and editing: BL, CN, AAR, and EK; supervision: BL and CN; funding acquisition: AAR, HJL, CN, and BL.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Source Data for Expanded View Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

# Supplementary material for: Gadd45α modulates aversive learning through post‐transcriptional regulation of memory‐related mRNAs
**Source:** EMBO Rep. 2019 Apr 4;20(6):e46022. doi: 10.15252/embr.201846022
**Supplement:** Supplementary file 1 — Appendix

# Gadd45 $\alpha$ modulates aversive learning through post-transcriptional regulation of memory-related mRNAs

Alejandro Aparisi Rey<sup>1</sup>, Emil Karaulanov<sup>2</sup>, Salim Sharopov<sup>3</sup>, Khelifa Arab<sup>2</sup>, Andrea Schäfer<sup>2</sup>, Mathias Gierl<sup>2</sup>, Stephan Guggenhuber<sup>1</sup>, Caroline Brandes<sup>1</sup>, Luigi Pennella<sup>1</sup>, Wolfram H Gruhn<sup>2</sup>, Ruth Jelinek<sup>1</sup>, Christina Maul<sup>1</sup>, Andrea Conrad<sup>1</sup>, Werner Kilb<sup>3</sup>, Heiko J Luhmann<sup>3</sup>, Christof Niehrs<sup>2,4,\*</sup> & Beat Lutz<sup>1,\*\*</sup>

## Appendix - Table of contents

|        |                                                                                                                                                                                      |
|--------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Page 2 | Appendix Figure S1. Principal component analysis and metagene profiles of RNA-seq transcript coverage.                                                                               |
| Page 3 | Appendix Figure S2. UCSC browser views of <i>Grin2a</i> in all the samples included in the RNA-seq experiment.                                                                       |
| Page 4 | Appendix Figure S3. UCSC browser views of Gadd45 $\alpha$ affected transcripts                                                                                                       |
| Page 5 | Appendix Figure S4. Scheme of the RNA fragmentation of a given Gadd45 $\alpha$ target gene and the detection outcome depending on the priming strategy during reverse-transcription. |
| Page 6 | Appendix Figure S5. qPCR validation of Gadd45 $\alpha$ -regulated genes in two independent sets of samples                                                                           |
| Page 7 | Appendix Figure S6. Detailed analysis of exon usage and qPCR validation assays                                                                                                       |
| Page 8 | Appendix Table S1. Detailed exonic read coverage of Gadd45 $\alpha$ -target genes                                                                                                    |
| Page 9 | Appendix Table S2. List of primers                                                                                                                                                   |

## Appendix Figure S1

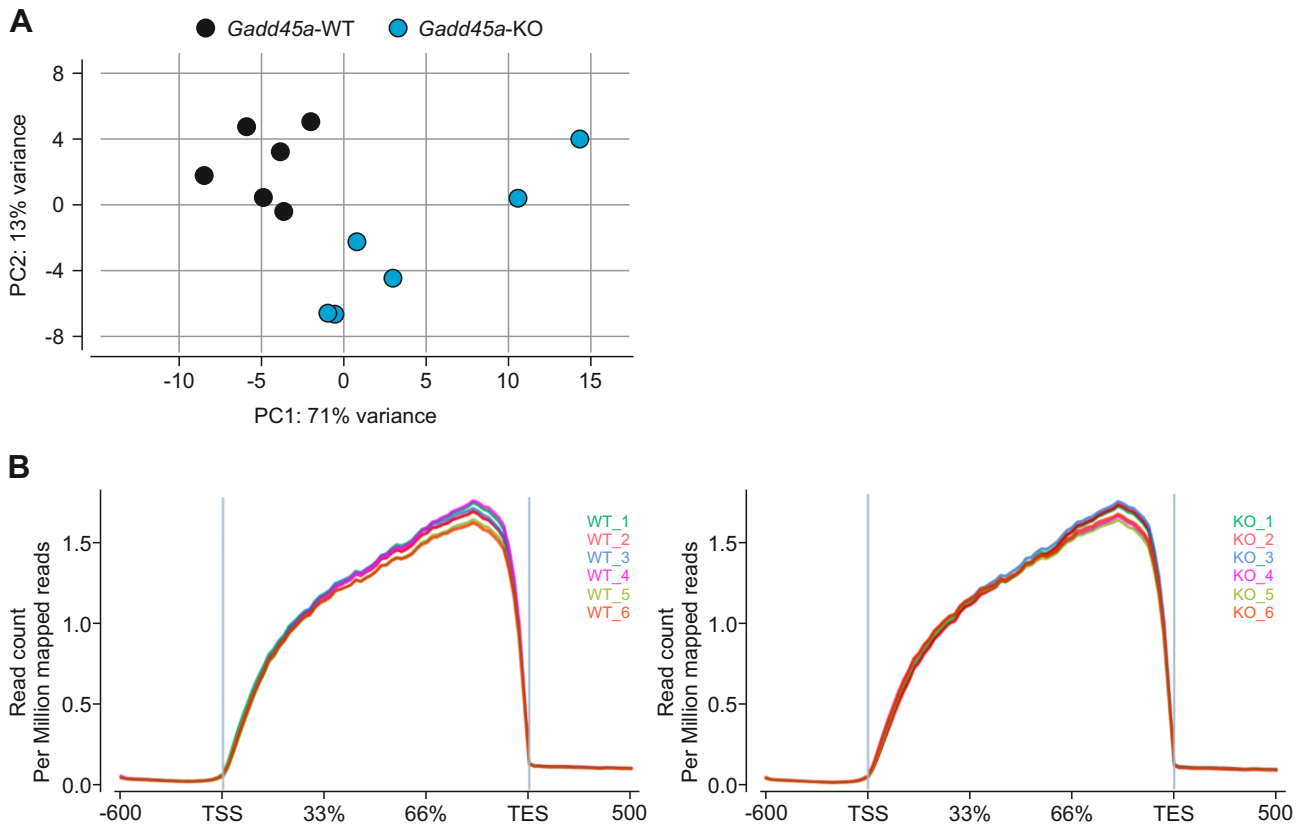

**Appendix Figure S1.** Principal component analysis and metagene profiles of RNA-seq transcript coverage.

- A** Principal component analysis plot of sample similarity based on variance stabilization transformation-normalised read counts per gene of *Gadd45a*-WT (black, n=6) and *Gadd45a*-KO samples (blue, n=6).
- B** Average read density profiles summarised over all transcripts between their transcription start site (TSS) and transcription end site (TES) revealed a similar bias towards the mRNA 3' end in both *Gadd45a*-WT (left, n=6) and *Gadd45a*-KO samples (right, n=6), explainable by the polyA selection procedure during NGS library preparation.

## Appendix Figure S2

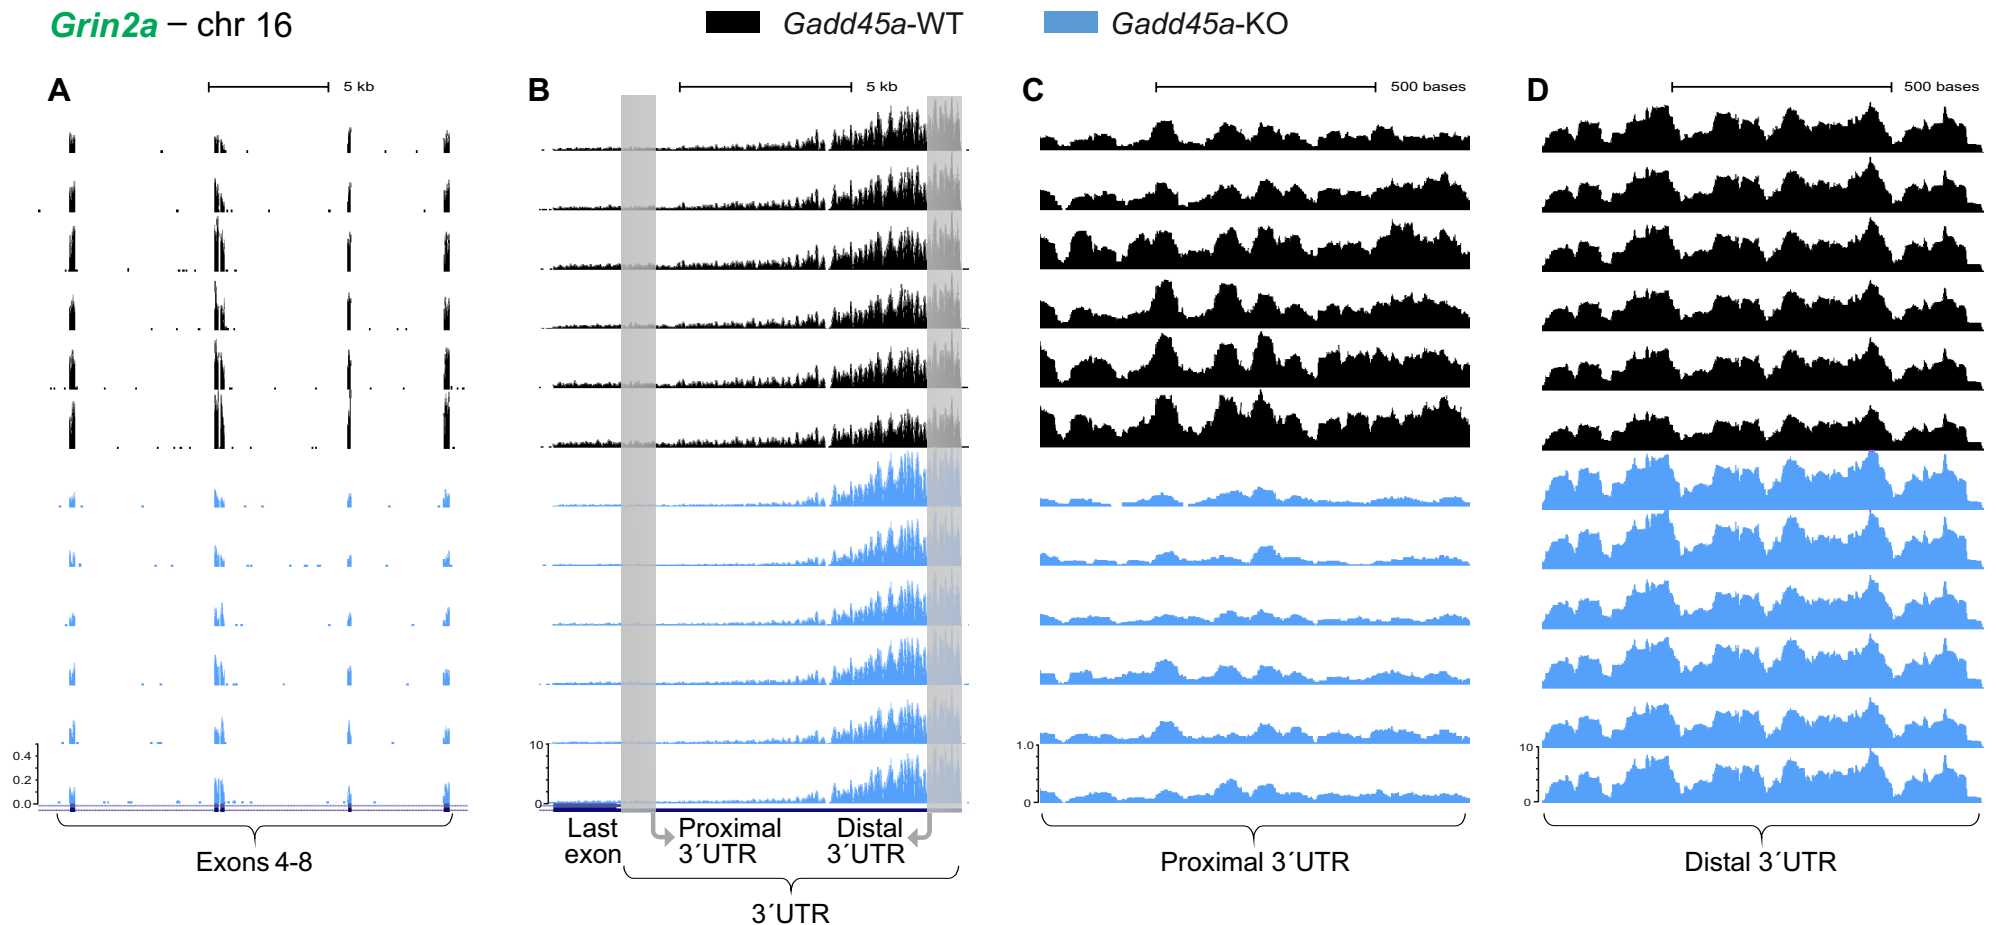

**Appendix Figure S2.** UCSC browser views of *Grin2a* in all the samples included in the RNA-seq experiment. Note that the read coverage in all regions of the gene is highly reproducible between the 6 replicates of each genotype. The y axes represent reads-per-million normalised RNA-seq coverage (depicted in the lower *Gadd45a*-KO sample). It varies depending on the region, but it is always the same for all samples within one region.

- A Read coverage for exons 4-8 is clearly reduced in all *Gadd45a*-KO samples (blue), as compared to *Gadd45a*-WT samples (black).
- B Read coverage for the extended 3' UTR of *Grin2a* shows a clear 5' < 3' gradient, with a consistently enhanced steepness in all *Gadd45a*-KO samples.
- C Read coverage for the proximal part of the extended 3' UTR of *Grin2a*. Note that the read coverage is significantly lower in all *Gadd45a*-KO samples.
- D Read coverage for the distal part of the extended 3' UTR of *Grin2a*. Note that the read coverage is very similar in all samples, independently of the genotype.

# Appendix Figure S3

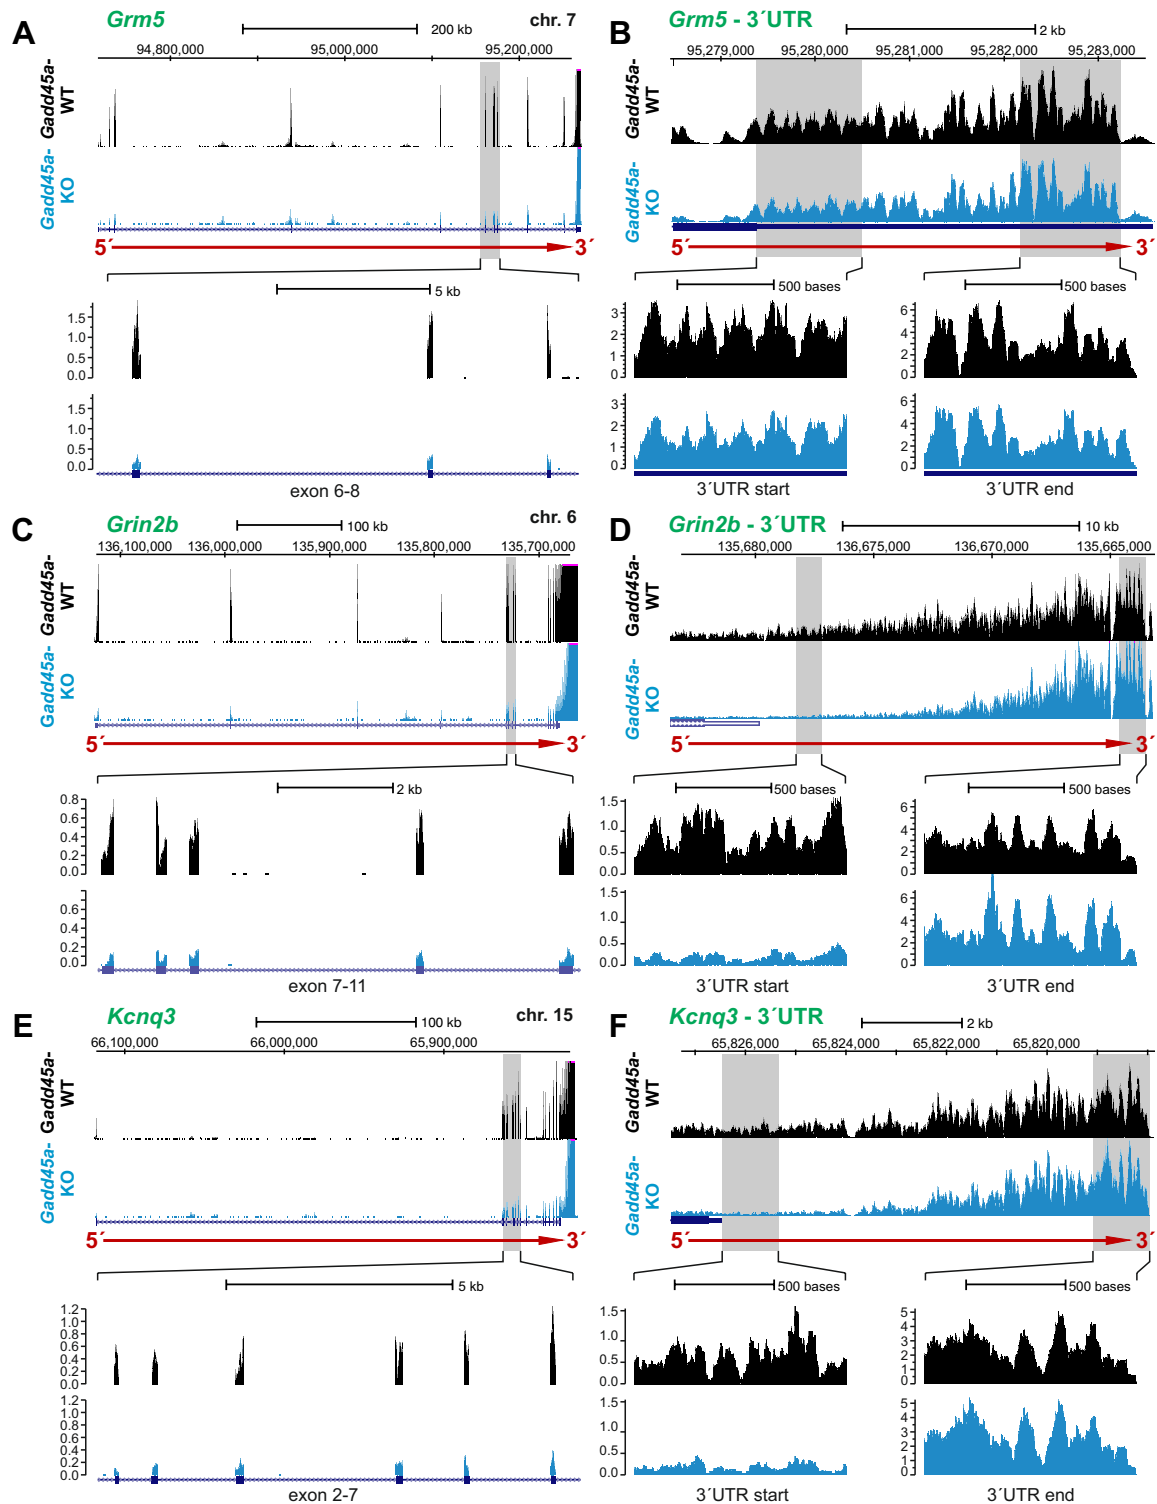

**Appendix Figure S3.** UCSC browser views of *Gadd45α*-regulated transcripts. RNA-seq performed on *Gadd45a*-WT (black, n=6) and *Gadd45a*-KO hippocampi (blue, n=6) revealed a number of de-regulated transcripts in *Gadd45a*-KO samples as compared to WT, which contain extended 3'UTRs. For all transcripts, the annotated gene structure (purple line) and the direction of transcription (red arrow) is depicted. Parts of the genes (grey rectangles) are magnified for detail and the y axes represent reads-per-million normalised RNA-seq coverage. Note that for most transcripts reduction in mRNA levels was observed in the gene body (exons) and at the beginning of the 3'UTR, but it was absent at the actual end of the extended 3'UTR, suggesting differential RNA integrity.

A-B Read coverage for the entire *Grm5* transcript (A) with detailed view of its 3'UTR (B).

C-D Read coverage for the entire *Grin2b* transcript (C) with detailed view of its 3'UTR (D).

E-F Read coverage for the entire *Kcnq3* transcript (E) with detailed view of its 3'UTR (F).

Appendix Figure S4

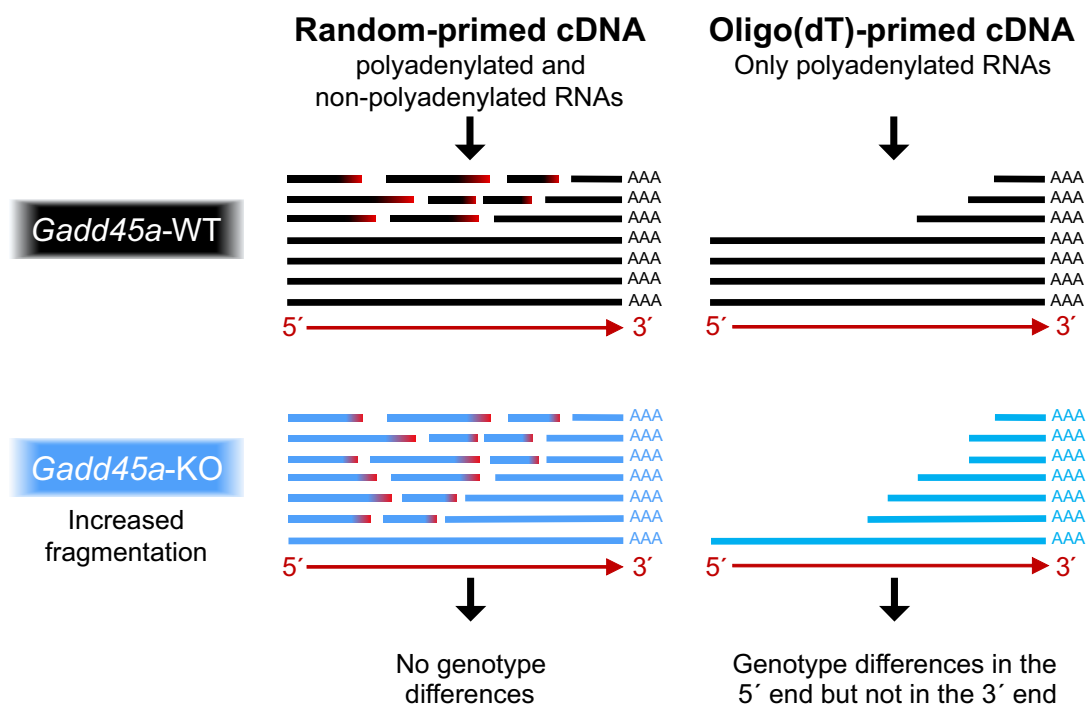

**Appendix Figure S4.** Scheme of the RNA fragmentation of a given *Gadd45α* target gene and the detection outcome depending on the priming strategy during reverse-transcription. Note that fragmented RNAs without poly(A) tail (represented by lines with red ends) are measured when using random primers, complicating the detection of RNA stability-dependent effects. Meanwhile, the use of oligo(dT) primers reveals different patterns of expression that are controlled by RNA stabilization.

## Appendix Figure S5

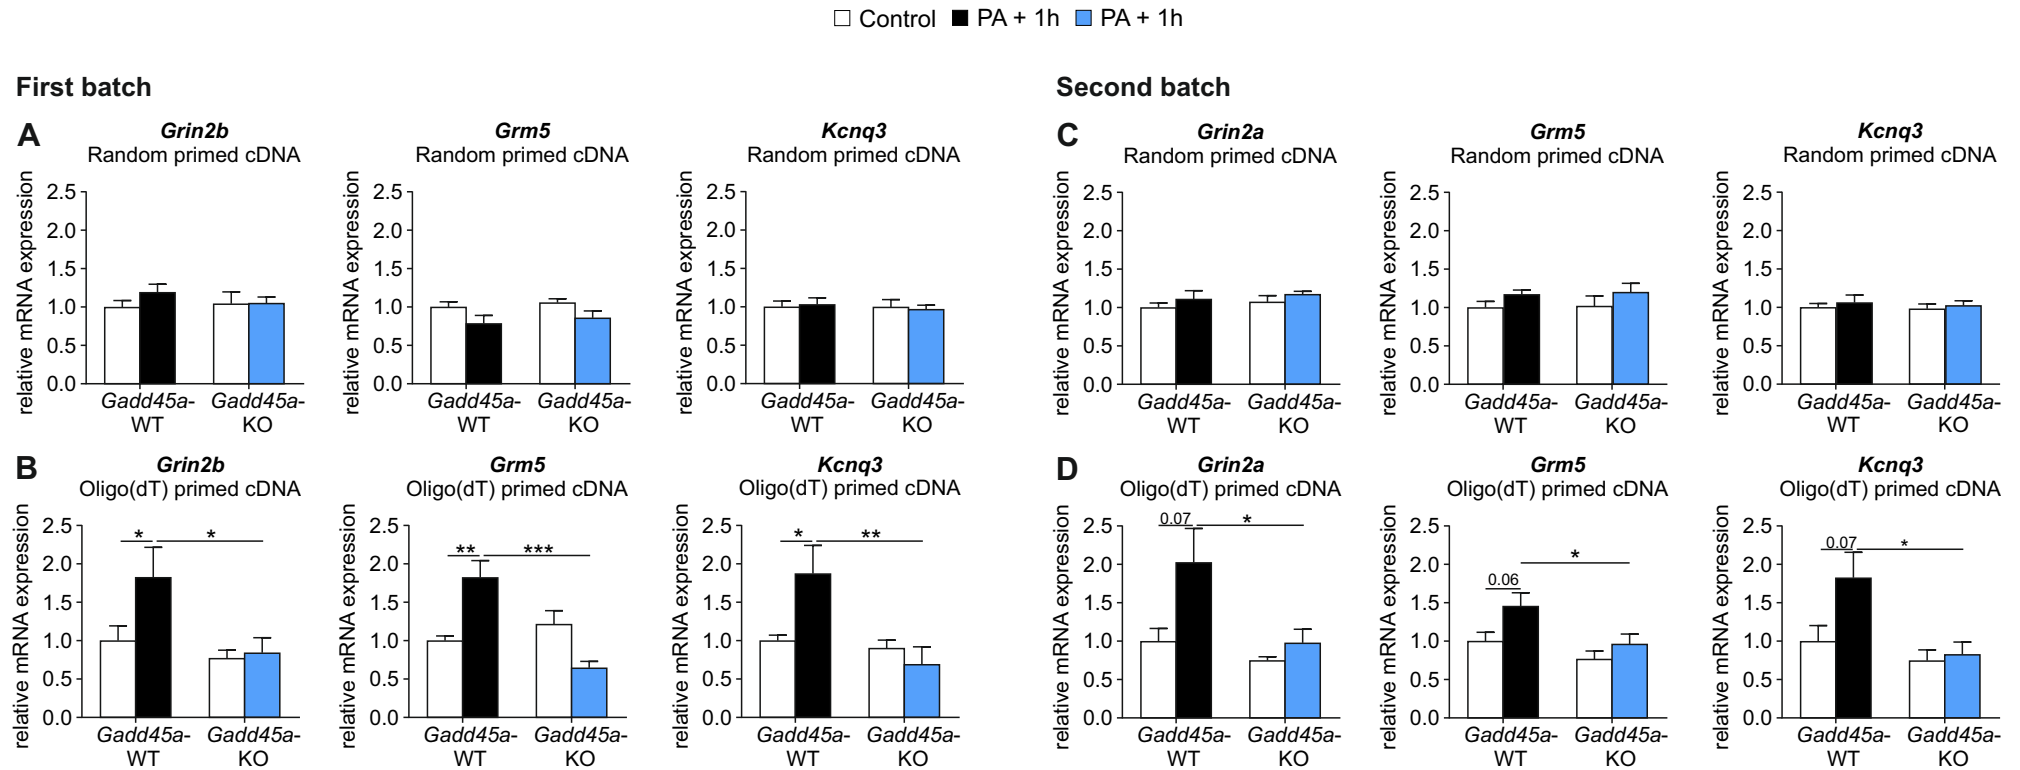

**Appendix Figure S5.** qPCR validation of *Gadd45α*-regulated genes in two independent sets of samples

- A** mRNA levels of *Grin2b*, *Grm5*, and *Kcnq3*. qPCR was performed with random-primed cDNA (analyzing total RNA) obtained from the same batch of samples originally analyzed by RNA-seq. Note that none of the mRNA levels are significantly altered. Values shown are mean  $\pm$  SEM; 2-Way ANOVA and Bonferroni Post-hoc test.
- B** mRNA levels of *Grin2b*, *Grm5*, and *Kcnq3*. qPCR was performed with oligo(dT)-primed cDNA (analyzing polyadenylated RNA) obtained from the same batch of samples originally analyzed by RNA-seq. Note that for all the transcripts a significant induction 1h after PA can only be observed in *Gadd45a*-WT mice. Values shown are mean  $\pm$  SEM; 2-Way ANOVA and Bonferroni Post-hoc test: \* =  $p < 0.05$ , \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ .
- C** mRNA levels of *Grin2a*, *Grm5*, and *Kcnq3*. qPCR was performed with random-primed cDNA (analyzing total RNA) obtained from an independent set of samples ( $n = 6$  for all experimental groups). Note that none of the mRNA levels are significantly altered. Values shown are mean  $\pm$  SEM; 2-Way ANOVA and Bonferroni Post-hoc test.
- D** mRNA levels of *Grin2a*, *Grm5*, and *Kcnq3*. qPCR was performed with oligo(dT)-primed cDNA (analyzing polyadenylated RNA) obtained from the same set of samples as in (C). Note that for all the transcripts a significant difference between *Gadd45a*-WT and -KO mice is detected only in PA+1h groups. Values shown are mean  $\pm$  SEM; 2-Way ANOVA and Bonferroni Post-hoc test: \* =  $p < 0.05$ .

## Appendix Figure S6

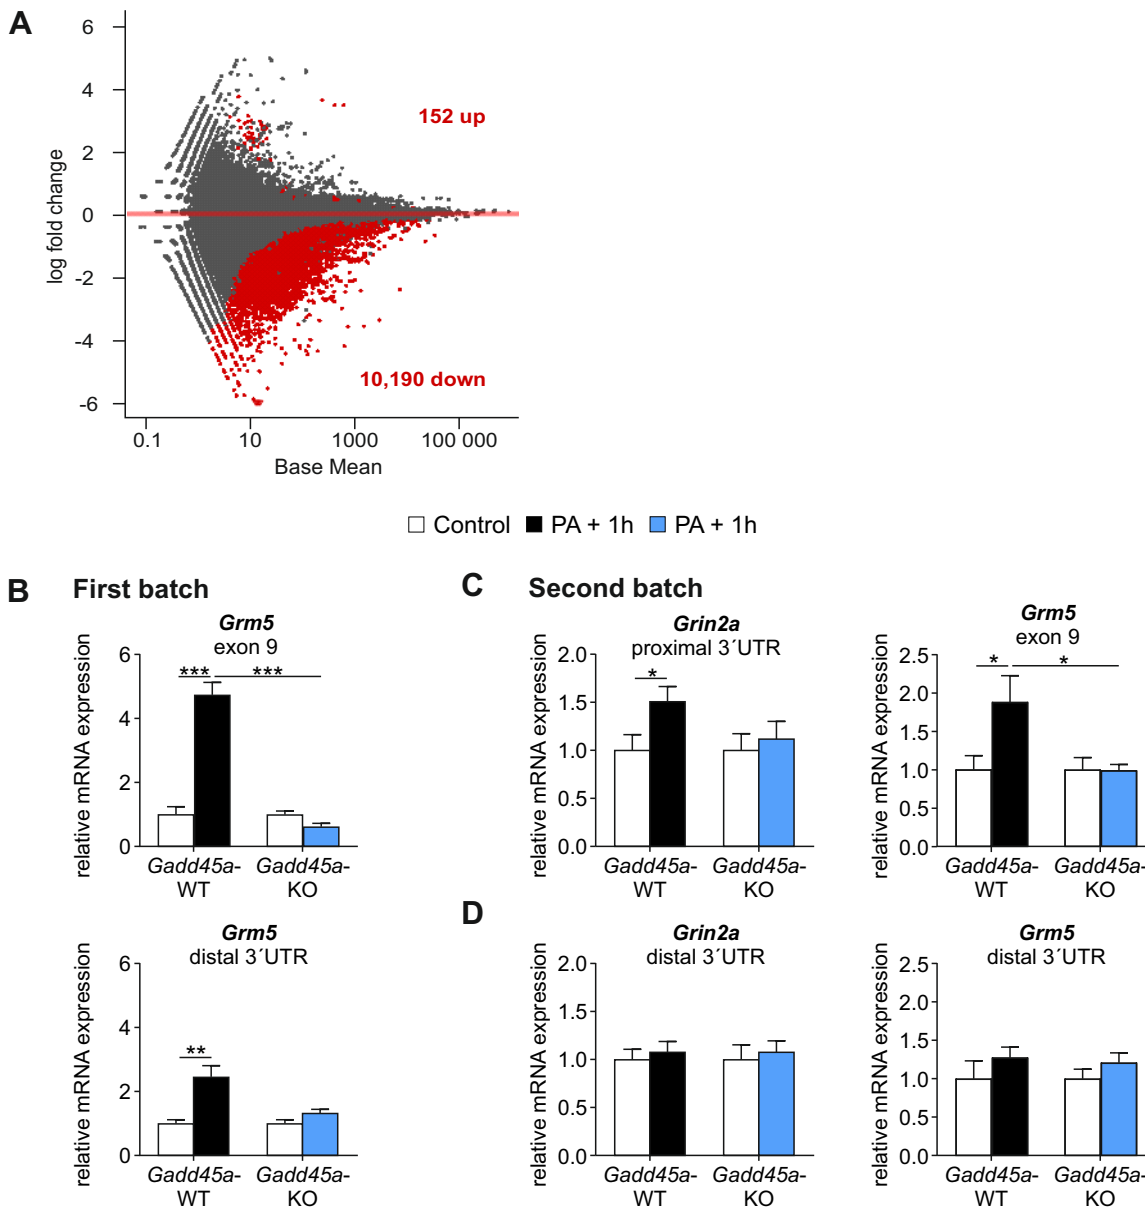

**Appendix Figure S6.** Detailed analysis of exon usage, and qPCR validation of differential effects on proximal and distal parts of the 3'UTR of *Gadd45a*-regulated transcripts.

- A** Differential expression analysis at the level of exons. *Gadd45a*-KO vs. *Gadd45a*-WT differential MA plot of all analysed gene exons ( $n=357,098$ ) with significant changes ( $FDR < 0.01$ ) highlighted in red color. Almost all (99%) of the affected exons show down-regulation in *Gadd45a*-KO mice. Most exons of the four genes of interest (*Grin2a*, *Grin2b*, *Kcnq3*, *Grm5*) are also among the differential hits (see details in Appendix Table S1).
- B** mRNA levels of distal parts of the 3'UTR of *Grm5* compared to that of exon 9 (close to the 3'UTR start) in the same set of samples analyzed in Figure 4. Increased mRNA levels of *Grm5* exon 9 was found only in *Gadd45a*-WT (upper panel). This pattern was similar when analyzing the distal part of the 3'UTR (lower panel), although the induction in *Gadd45a*-WT was less pronounced than that of exon 9. Values shown are mean  $\pm$  SEM; 2-Way ANOVA and Bonferroni post-hoc test: \*\* =  $p < 0.01$ , \*\*\* =  $p < 0.001$ .
- C-D** mRNA levels of distal and proximal parts of the 3'UTR of *Grin2a* and *Grm5* (exon 9 instead of proximal 3'UTR) in the same set of samples analyzed in Appendix Figure 5C-D (independent set of samples). Note that in both transcripts, proximal parts of the 3'UTR (exon 9 in the case of *Grm5*) (C) are induced in *Gadd45a*-WT but not in *Gadd45a*-KO; while distal parts (D) remain unchanged. Values shown are mean  $\pm$  SEM; 2-Way ANOVA and Bonferroni post-hoc test: \* =  $p < 0.05$ .

## Appendix Table S1.

Detailed exonic read coverage of *Gadd45a*-target genes

**Appendix Table S1.** *Gadd45a*-KO vs. *Gadd45a*-WT exonic changes for the four genes of interest in the exon-level differential expression analysis shown in Appendix Fig. S6A. Note that while most canonical exons are significantly down-regulated in *Gadd45a*-KO mice, the distal 1 kb regions of the extended 3'UTRs (\*), which were included in the DESeq2 analysis as additional "pseudo-exons", are not significantly affected.

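The table in this part of the Appendix lists a test per exon, in which the reads of each annotated exon were compared between genotypes as if each exon were a gene. The pseudo-exons are stretches at the far end of the extended 3′UTR, added so that the part nearest to the poly(A) tail could be compared in the same way as the coding exons. Counts per exon were not analysed here, because the counts used are sums over all annotated exons of a gene and leave out reads in the extensions.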

## Appendix Table S2.

### List of primers

| Taqman assays  |                                                         |                |               |
|----------------|---------------------------------------------------------|----------------|---------------|
| Gene symbol    | Gene name                                               | Assay coverage | Assay code    |
| <i>Gusb</i>    | Glucuronidase beta                                      | Exons 10-11    | Mm01197698_m1 |
| <i>Gadd45a</i> | Growth arrest and DNA-damage inducible protein 45 alpha | Exons 3-4      | Mm00432802_m1 |
| <i>Gadd45b</i> | Growth arrest and DNA-damage inducible protein 45 beta  | Exons 1-2      | Mm00435121_g1 |
| <i>Gadd45g</i> | Growth arrest and DNA-damage inducible protein 45 gamma | Exons 2-3      | Mm01352550_g1 |
| <i>Arc</i>     | Activity regulated cytoskeletal-associated protein      | Exons 2-3      | Mm01204954_g1 |
| <i>Grin2a</i>  | Glutamate receptor, ionotropic, NMDA2A (epsilon 1)      | Exons 3-4      | Mm00433802_m1 |
| <i>Grin2b</i>  | Glutamate receptor, ionotropic, NMDA2B (epsilon 2)      | Exons 13-14    | Mm00433820_m1 |
| <i>Kcnq3</i>   | Potassium voltage-gated channel, subfamily Q, member 3  | Exons 4-5      | Mm00548884_m1 |
| <i>Reln</i>    | Reelin                                                  | Exons 22-23    | Mm00465200_m1 |
| <i>Bdnf</i>    | brain derived neurotrophic factor                       | Exon 4         | Mm00432069_m1 |
| <i>Grm5</i>    | Metabotropic glutamate receptor 5                       | Exon 4         | Mm00690332_m1 |

  

| Designed primers: for expression analysis of distal vs. proximal 3'UTR extensions |                                                    |                      |                                                            |
|-----------------------------------------------------------------------------------|----------------------------------------------------|----------------------|------------------------------------------------------------|
| Gene symbol                                                                       | Gene name                                          | Assay coverage       | Assay sequence                                             |
| <i>Tfrc</i>                                                                       | Transferrin receptor                               | Gene body, last exon | fw: ggaagtttgcacttatggtcag<br>rv: gacatttaacttggccacaactc  |
| <i>Grin2a</i>                                                                     | Glutamate receptor, ionotropic, NMDA2A (epsilon 1) | Distal 3'UTR         | fw: tatctactcccaaatgaggacca<br>rv: agtccatcttaaccacagtgtga |
| <i>Grin2a</i>                                                                     | Glutamate receptor, ionotropic, NMDA2A (epsilon 1) | Proximal 3'UTR       | fw: cacatgtcaccacattaacgact<br>rv: gtaagtttgattctctccctct  |
| <i>Grm5</i>                                                                       | Glutamate metabotropic receptor 5                  | Distal 3'UTR         | fw: atcctgtgctagtctcccag<br>rv: ccaggcctcataccctcttc       |
| <i>Grm5</i>                                                                       | Glutamate metabotropic receptor 5                  | Exon 9/11            | fw: gccaaacttaacgaggccaa<br>rv: cgcacatttctctccggtt        |

  

| Designed primers: for Gadd45a pulldown experiments |                                                        |                |                                                                |
|----------------------------------------------------|--------------------------------------------------------|----------------|----------------------------------------------------------------|
| Gene symbol                                        | Gene name                                              | Assay coverage | Assay sequence                                                 |
| <i>Sdha</i>                                        | Succinate Dehydrogenase Complex Flavoprotein Subunit A | 3'UTR          | fw: tctggactgtataagagcaagctg<br>rv: cattcacagtgagaagtagacaatga |
| <i>Map2k6</i>                                      | Mitogen-Activated Protein Kinase 6                     | 3'UTR          | fw: ggtgggtttacagggtgaag<br>rv: cagggttcaatgacctaaga           |
| <i>Grin2a</i>                                      | Glutamate receptor, ionotropic, NMDA2A (epsilon 1)     | 3'UTR          | fw: tcaaagagccatgcctgaat<br>rv: cagaactgacctggtctca            |
| <i>Grm5</i>                                        | Glutamate metabotropic receptor 5                      | Exon 11/11     | fw: atgacgaccttcgagagat<br>rv: ctgagctcctccggtcac              |
| <i>Grin2b</i>                                      | Glutamate receptor, ionotropic, NMDA2B (epsilon 2)     | 3'UTR          | fw: ctctgatataaatgccaagg<br>rv: gtgatgcctgggatacagaac          |
| <i>Kcnq3</i>                                       | Potassium voltage-gated channel, subfamily Q, member 3 | 3'UTR          | fw: aagtgaaggaaggggttgc<br>rv: cagacaggaagaaatggtgca           |

  

| Designed primers: for <i>Gadd45a</i> <sup>K45E</sup> point mutation and sequencing validation |                                                         |                             |                                                                          |
|-----------------------------------------------------------------------------------------------|---------------------------------------------------------|-----------------------------|--------------------------------------------------------------------------|
| Gene symbol                                                                                   | Gene name                                               | Assay coverage              | Assay sequence                                                           |
| <i>Gadd45a</i> (point mutation)                                                               | Growth arrest and DNA-damage inducible protein 45 alpha | Region surrounding codon 45 | fw: ctacgttgagcagctcggcagcctcgtaac<br>rv: gtgtacgaggctgccgagctgctaacgtag |
| <i>Gadd45a</i> (sequencing)                                                                   | Growth arrest and DNA-damage inducible protein 45 alpha | WPRE                        | rv: catagcgtaaaaggagcaaca                                                |

**Appendix Table S2.** List of primers used in qPCR and/or mutagenesis studies with the region covered and the sequence or the code for the Taqman assays.

# Supplementary material for: Gadd45α modulates aversive learning through post‐transcriptional regulation of memory‐related mRNAs
**Source:** EMBO Rep. 2019 Apr 4;20(6):e46022. doi: 10.15252/embr.201846022
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

## Expanded View Figures

**Figure EV1. Basic behaviors were unaffected in *Gadd45a*-KO mice ( $n = 12$ – $16$ ) as compared to *Gadd45a*-WT mice ( $n = 11$ – $12$ ).**

- A No genotype differences were found in the holeboard test in terms of locomotion (total ambulation). Similarly, general exploration (% of internal ambulation and head dipping frequency) was equal between genotypes. Values shown are mean  $\pm$  SEM; unpaired *t*-test.
- B The elevated plus-maze showed no significant differences in terms of locomotion (total entries), but a tendency toward increased anxiety (reduced % of open arm entries and time) in *Gadd45a*-KO mice. Values shown are mean  $\pm$  SEM; unpaired *t*-test.
- C The light/dark test corroborated the absence of significant genotype differences in anxiety-like behavior, measuring transitions between compartments, time in lit compartment, and latency to first visit the lit compartment. Values shown are mean  $\pm$  SEM; unpaired *t*-test.
- D Differences in depressive-like behavior (characterized by a decrease in swimming and increase in floating) were not found between genotypes. Values shown are mean  $\pm$  SEM; unpaired *t*-test.
- E *Gadd45a*-KO mice displayed normal recognition learning. Discrimination index (right panel) was significantly reduced in both genotypes during the retrieval sessions (1 and 24 h after object exposure), indicating the recognition of the familiar object. Total exploration (left) of both objects was reduced as a result of task habituation. Values shown are mean  $\pm$  SEM; two-way ANOVA and Bonferroni post hoc test:  $*P < 0.05$ ,  $**P < 0.01$ .
- F *Gadd45a*-KO mice showed a reduced spatial navigation capability. Schematic representation of the water cross-maze setup (left panel). Learning curves of *Gadd45a*-WT and *Gadd45a*-KO mice (right panel) were similar during the acquisition phase (sessions 1 and 2), but differed significantly during the consolidation phase (sessions 2–3, and sessions 4–5). Values shown are mean  $\pm$  SEM; Bonferroni post hoc test showing significant differences between sessions in both genotypes:  $^{##}P < 0.01$  or *t*-test showing significant differences between genotypes for the sessions indicated:  $*P < 0.05$ ,  $**P < 0.01$ .
- G *Gadd45a*-KO mice showed a decreased amygdala-dependent fear memory. Left panel shows % of freezing of *Gadd45a*-WT and their *Gadd45a*-KO littermates during the 200-s tone presented in the extinction sessions plotted in 20-s time bins. Total percentage of freezing for each extinction session is depicted on the right panel. Note that the absence of *Gadd45a* leads to a consistent reduction in memory retention. Values shown are mean  $\pm$  SEM; two-way ANOVA and Bonferroni post hoc test:  $*P < 0.05$ ,  $**P < 0.01$ ,  $***P < 0.001$ .
- H mRNA levels of *Gadd45* gene family and memory-related genes in hippocampal wild-type tissue ( $n = 6$ ) measured by qPCR. Compared to *Gadd45a*, *Gadd45b* ( $t_{10} = 3.521$ ) and *Gadd45g* ( $t_{10} = 4.601$ ) showed significantly increased mRNA levels. *Gadd45a* mRNA levels are similar to other memory-related genes such as *Bdnf* and *Reelin*. Values shown are mean  $\pm$  SEM; one-way ANOVA and unpaired *t*-test:  $**P < 0.01$ ,  $***P < 0.001$ .

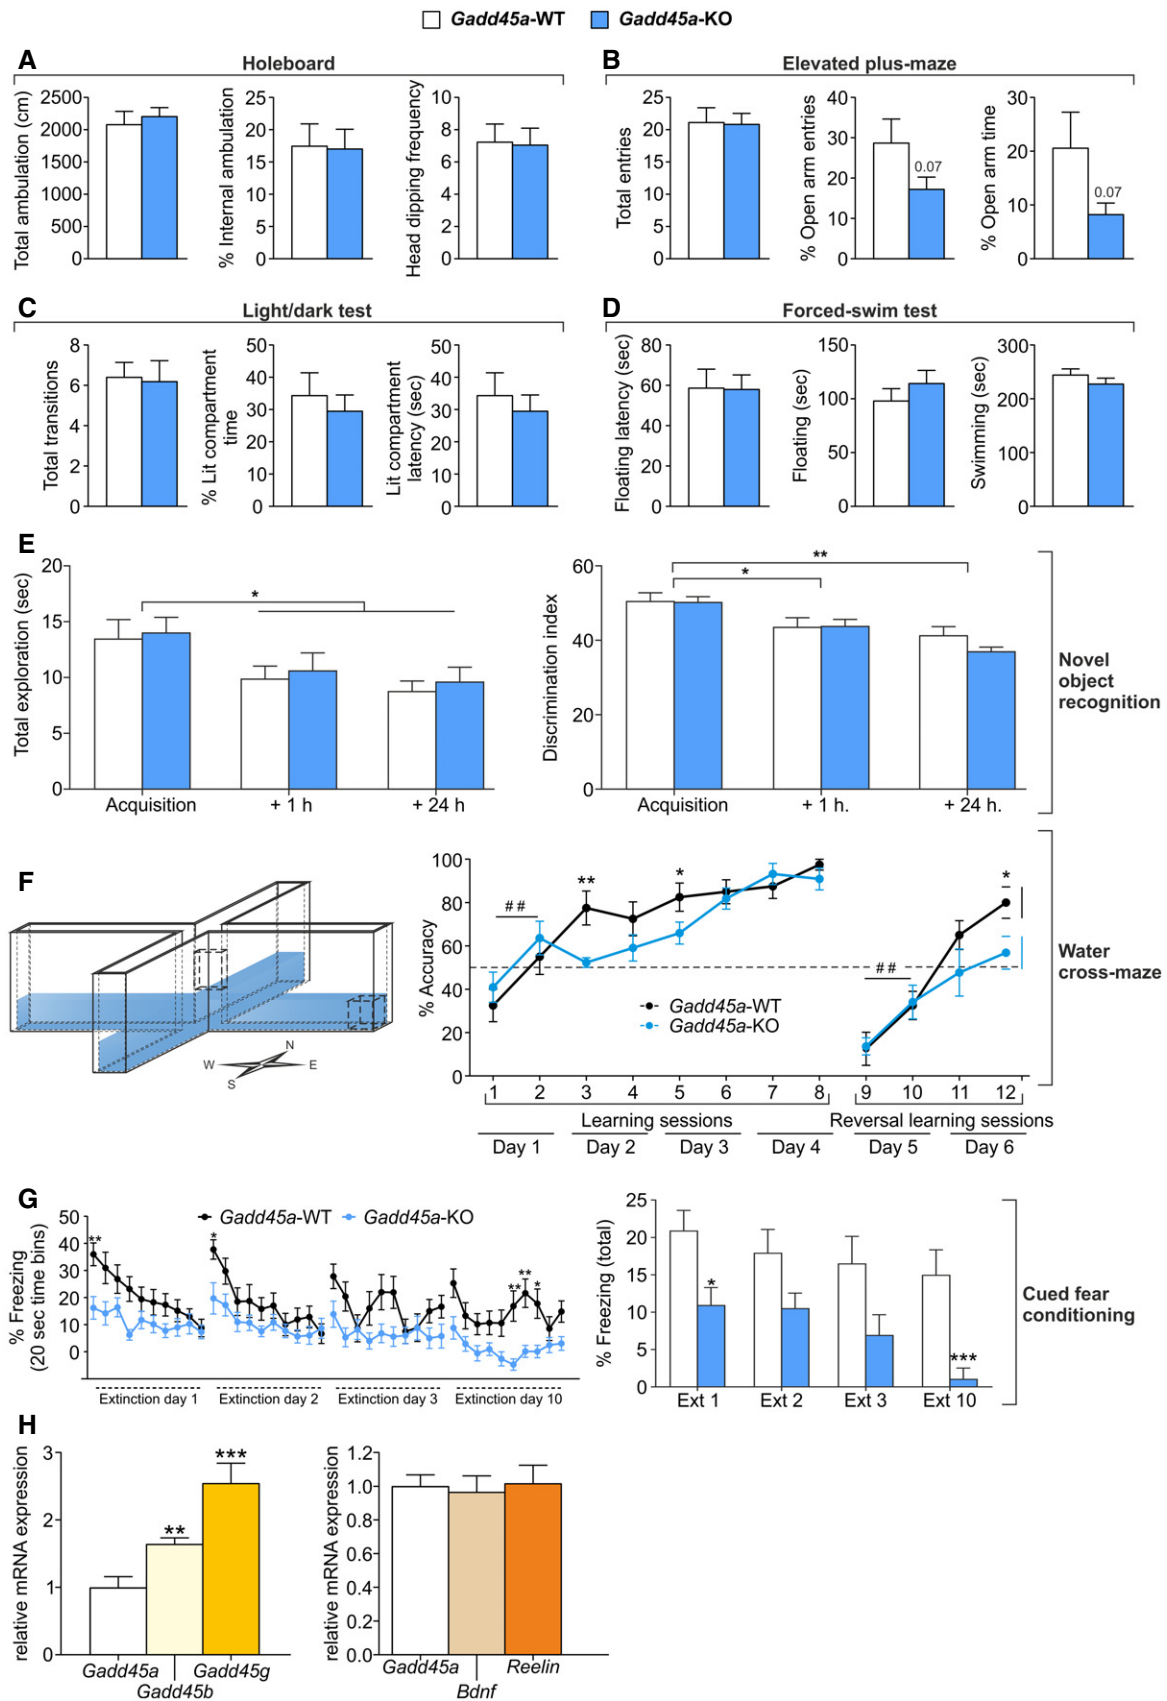

Figure EV1.

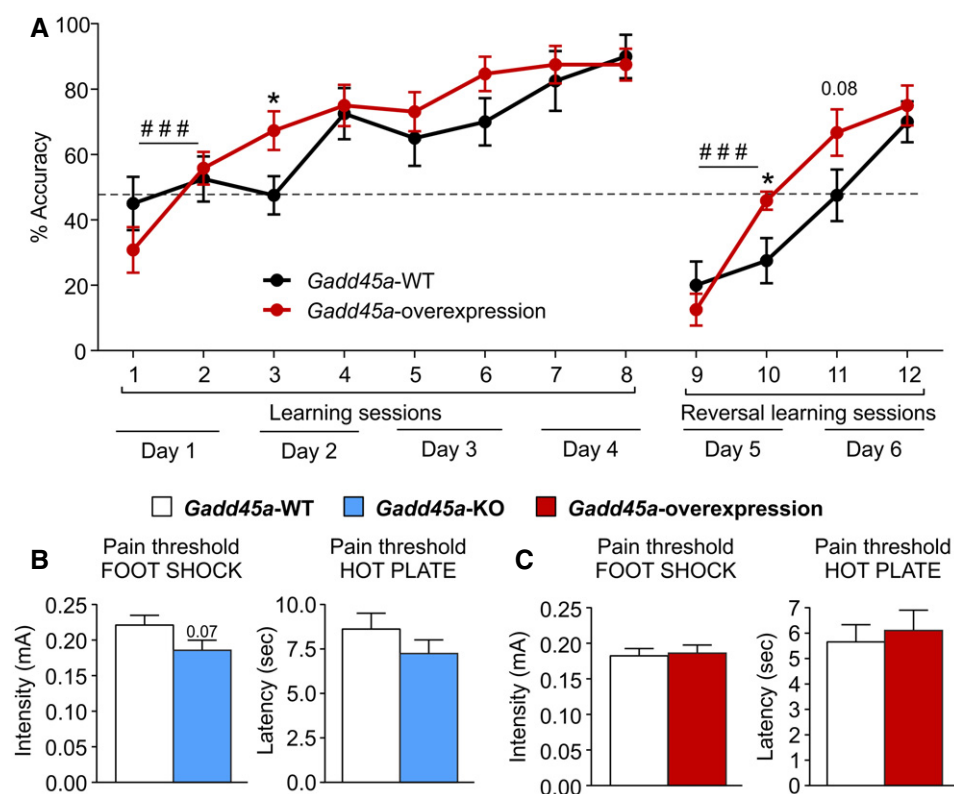

**Figure EV2. *Gadd45a* overexpression enhanced memory consolidation without affecting pain sensitivity.**

- A *Gadd45a*-overexpressing mice ( $n = 12$ ) have an increased spatial navigation based on a constantly higher % of accuracy to locate the platform during the water cross-maze, as compared to their *Gadd45a*-WT littermates ( $n = 10$ ). Values shown are mean  $\pm$  SEM; Bonferroni post hoc test showing significant differences between sessions in *Gadd45a*-overexpressing mice: ### $P < 0.001$  or t-test showing significant differences between genotypes for the sessions indicated: \* $P < 0.05$ .
- B Minimum intensity at which mouse reacted to a foot shock (left panel) and latency to the first sign of discomfort in the hot plate test (right panel) were not significantly different between *Gadd45a*-WT ( $n = 11$ , open bars) and *Gadd45a*-KO mice ( $n = 11$ , blue bars). Values shown are mean  $\pm$  SEM; unpaired t-test.
- C *Gadd45a*-overexpressing mice ( $n = 12$ , red bars) showed very similar pain thresholds in foot shock and hot plate tests as compared to their *Gadd45a*-WT littermates ( $n = 10$ , open bars). Values shown are mean  $\pm$  SEM; unpaired t-test.

**Figure EV3. Analyses of synaptic transmission and plasticity.**

- A Paired-pulse ratio before (triangles) and after (circles) LTP induction in hippocampi from *Gadd45a*-WT (white symbols,  $n = 14$ ) and *Gadd45a*-KO (blue symbols,  $n = 11$ ) at different stimulation intervals. Note that LTP did not change the paired-pulse ratio, indicating that LTP was predominantly mediated by post-synaptic mechanisms. Values shown are mean  $\pm$  SEM.
- B Synaptic fatigue during the first stimulus train was similar in both genotypes, demonstrating that differences in LTP were not caused by differences in synaptic responsiveness to stimulation ( $n = 13$  for *Gadd45a*-WT,  $n = 11$  for *Gadd45a*-KO). Values shown are mean  $\pm$  SEM.
- C The paired-pulse ratio (before LTP induction: triangles, after LTP induction: circles) did not differ between *Gadd45a*-overexpressing mice (red symbols,  $n = 11$ ) and their corresponding *Gadd45a*-WT littermates (white symbols,  $n = 10$ ). Values shown are mean  $\pm$  SEM.
- D Synaptic fatigue during the first stimulus train was similar in both genotypes, demonstrating that differences in LTP were not caused by differences in synaptic responsiveness to stimulation ( $n = 7$  for *Gadd45a*-WT,  $n = 10$  for *Gadd45a*-overexpression). Values shown are mean  $\pm$  SEM.
- E Localization of the stimulating (cortical inputs of the amygdala) and recording (lateral nucleus of the amygdala) electrodes for LTP experiments in the amygdala. Scale bars: 500  $\mu$ m (black bar).
- F Slope of field potential responses in the lateral nucleus of the amygdala from *Gadd45a*-WT ( $n = 11$  slices) and *Gadd45a*-KO mice ( $n = 8$  slices) during LTP induction. Note stable expression of LTP in both genotypes but significantly ( $P < 0.05$ , Student's  $t$ -test) decreased LTP in *Gadd45a*-KO. Values shown are mean  $\pm$  SEM.
- G As in the hippocampus, paired-pulse ratio before (triangle) and after (circles) LTP induction did not differ between *Gadd45a*-WT (white symbols,  $n = 11$ ) and *Gadd45a*-KO mice (blue symbols,  $n = 8$ ). Values shown are mean  $\pm$  SEM.
- H Synaptic fatigue was not different in *Gadd45a*-overexpressing mice (blue bars) and controls (white bars), indicating that differences in LTP were not caused by differences in synaptic responsiveness to stimulation. Values shown are mean  $\pm$  SEM.

## Hippocampus-LTP

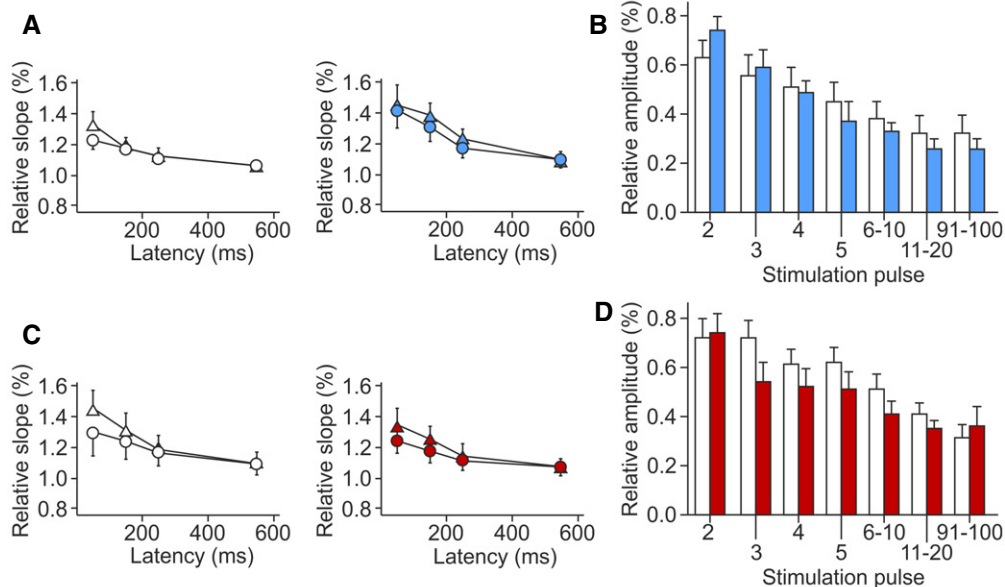

## Amygdala-LTP

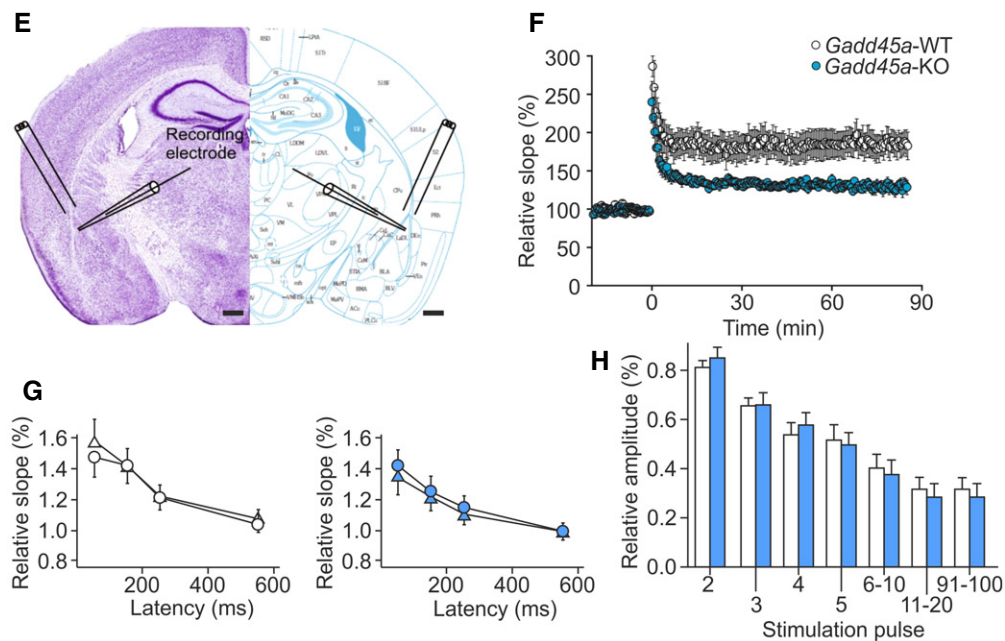

Figure EV3.

**Figure EV4. Complementary analysis of Gadd45 $\alpha$ -dependent post-transcriptional regulation of memory-related genes.**

- A, B Read coverage profiles (y-axis = reads per million reads) of representative *Gadd45a*-WT (black) and *Gadd45a*-KO (blue) samples for *Map2K6* (A), and a detailed view of its 3'UTR (B). Note that *Map2K6* contains an extended 3'UTR, but is not under Gadd45 $\alpha$ -dependent regulation of 3'UTR stability. Additionally, the absence of a 5'<3' gradient despite the presence of a long unannotated 3'UTR suggests gene specificity in the action of Gadd45 $\alpha$ .
- C Normalized RNA-seq read coverage of the annotated exons and introns of the indicated genes. Note that while exonic coverage is strongly reduced in *Gadd45a*-KO mice, intronic coverage is not or is only mildly affected (for *Grm5*), indicating that Gadd45 $\alpha$  mediates post-transcriptional, rather than transcriptional regulation ( $n = 6$  for all groups). Values shown are mean  $\pm$  SEM; Student's t-test:  $**P < 0.01$ .
- D Pre-mRNA analysis of *Grin2a* (upper panel) and *Grm5* (lower panel) by intronic qPCR of *Gadd45a*-WT (control: no PA,  $n = 6$ ; PA + 1 h,  $n = 6$ ) and *Gadd45a*-KO hippocampal samples (control: no PA,  $n = 6$ ; PA + 1 h,  $n = 6$ ). Note that pre-mRNA levels for both transcripts are very similar in all experimental groups, corroborating the absence of transcriptional effects. Values shown are mean  $\pm$  SEM; two-way ANOVA and Bonferroni post hoc test.
- E qPCR analysis of *Grin2a* (left) and *Grm5* (right) mRNA levels of *Gadd45a*-WT (control: no PA,  $n = 6$ ; PA + 1 h,  $n = 6$ ) and *Gadd45a*-overexpressing mice (control: no PA,  $n = 6$ ; PA + 1 h,  $n = 6$ ). Note that when using random-primed cDNA, a significant increase only appeared for *Grm5* (genotype effect,  $F_{1,20} = 6.637$ ). Values shown are mean  $\pm$  SEM; two-way ANOVA and Bonferroni post hoc test:  $*P < 0.05$ .
- F Same qPCR analysis as in (E) but using oligo(dT)-primed cDNA. Note in this case, significant differences appeared for both *Grin2a* (genotype effect,  $F_{1,20} = 5.031$ ) and *Grm5* (genotype effect,  $F_{1,20} = 12.94$ ). Values shown are mean  $\pm$  SEM; two-way ANOVA and Bonferroni post hoc test:  $*P < 0.05$ ,  $**P < 0.01$ .

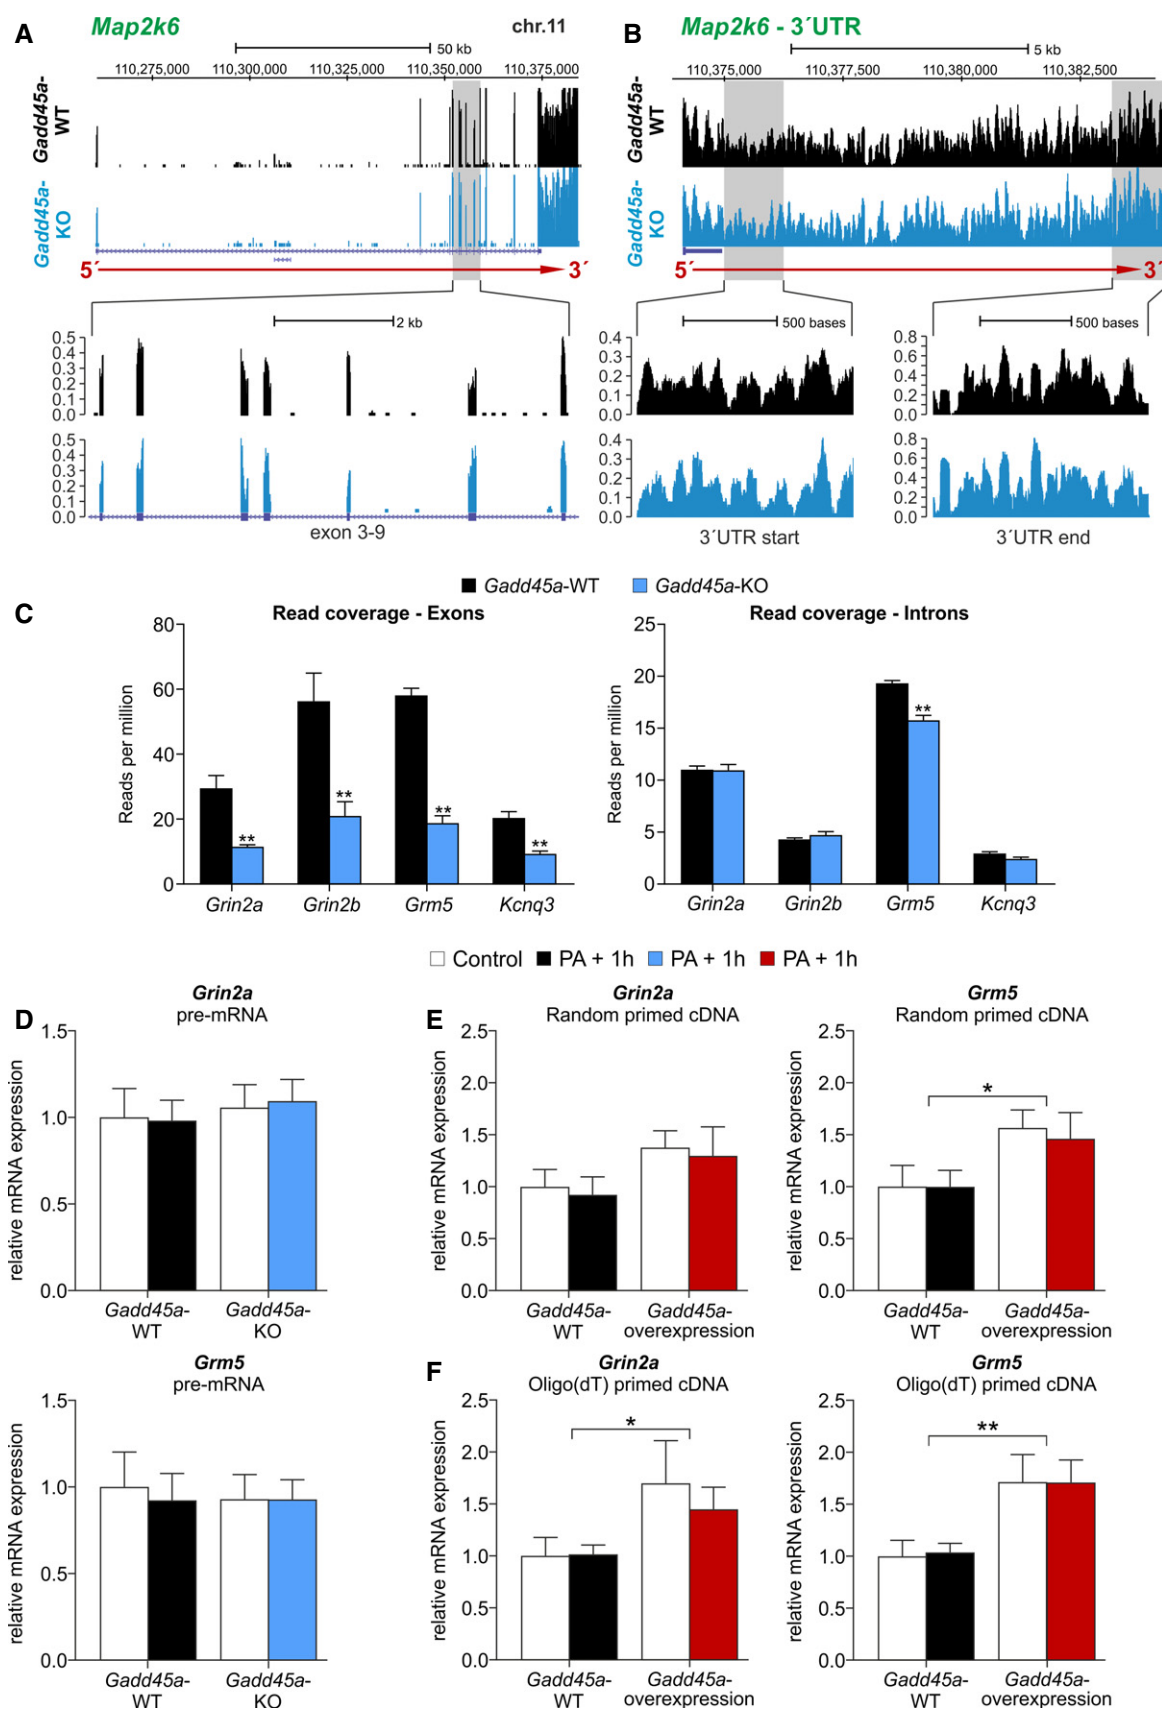

Figure EV4.

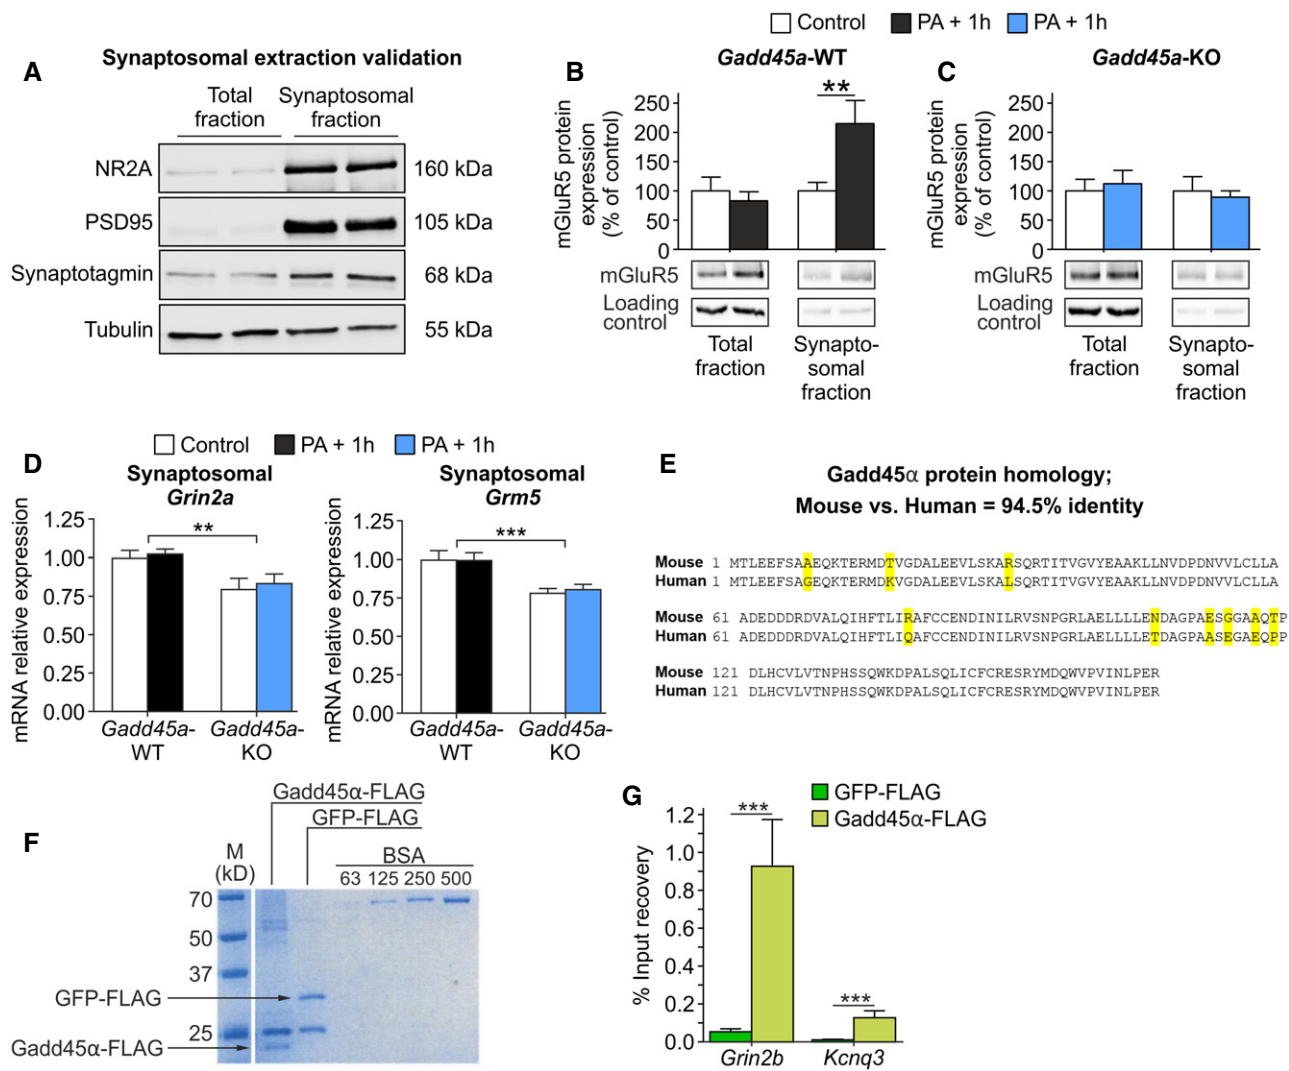

**Figure EV5. Complementary data on the effect of Gadd45α on synaptosomal composition and its mRNA interaction.**

- A Representative Western blot analysis showing two wild-type C57BL/6N hippocampal total and synaptosomal protein fractions, respectively. Proteins known to be expressed in membranes of synaptosomes (NR2A, PSD95, synaptotagmin) were enriched in synaptosomal fraction as compared to total fraction. Tubulin (55 kDa) and synaptotagmin (68 kDa) served as loading controls for the total and synaptosomal fractions, respectively.
- B, C mGluR5 protein levels (150 kDa) were increased in synaptosomal fractions of *Gadd45a*-WT hippocampi (B) 1 h after PA exposure ( $t_{19} = 3.121$ ). (C) In *Gadd45a*-KO, mGluR5 levels were not altered during memory formation. The number of samples analyzed is the same as in Fig 5A and B. In control groups, 27 samples were analyzed (*Gadd45a*-WT,  $n = 13$ ; *Gadd45a*-KO,  $n = 14$ ), and in PA-exposed groups, 28 samples were analyzed (*Gadd45a*-WT = 14, *Gadd45a*-KO = 14). Values shown are mean  $\pm$  SEM; two-way ANOVA and Bonferroni post hoc test:  $**P < 0.01$ .
- D mRNA levels of *Grin2a* (left panel) and *Grm5* (right panel) in synaptosomal fractions of *Gadd45a*-WT (control,  $n = 6$ ; PA + 1 h,  $n = 6$ ) and *Gadd45a*-KO (control,  $n = 6$ ; PA + 1 h,  $n = 6$ ) hippocampal samples. Note that mRNA levels of both transcripts were significantly decreased in *Gadd45a*-KO samples (*Grin2a*,  $F_{1,20} = 13.55$ ; *Grm5*,  $F_{1,20} = 23.9$ ) under both control and PA + 1 h conditions. Values shown are mean  $\pm$  SEM; two-way ANOVA and Bonferroni post hoc test:  $**P < 0.01$ ,  $***P < 0.001$ .
- E Sequence homology between mouse and human Gadd45α protein shows 94.5% identity with nine residue mismatches (yellow).
- F Coomassie gel of purified Gadd45α-FLAG and GFP-FLAG, and increasing concentrations of BSA, which served as reference to estimate the amount of purified Gadd45α-FLAG and GFP-FLAG used for the pull-down experiments.
- G Percentage of input recovery was significantly enhanced in the Gadd45α-FLAG-bound fraction (light green bars) for *Grin2b* ( $t_{22} = 4.992$ ) and *Kcnq3* ( $t_{22} = 3.267$ ) mRNA as compared to GFP-FLAG-bound fraction (dark green bars) ( $n = 12$  for all groups). Values shown are mean  $\pm$  SEM; two-way ANOVA and Bonferroni post hoc test:  $***P < 0.001$ .

Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

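RNA-seq counts of hippocampi from 12 mice were used, 6 labelled *Gadd45a*-WT and 6 labelled *Gadd45a*-KO, each collected 1 h after PA training. Conditions and replicate numbers were taken from the sample labels. The authors sequenced poly(A) RNA, aligned the reads with TopHat to NCBIM37/mm9 and deposited read counts per Ensembl gene made by htseq-count, with no normalization and no pooling of libraries. The files also hold the numbers of reads without a gene, ambiguous reads and alignments that were not unique, which the authors' gene totals leave out.

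Genes were named from an annotation of the same genome build but of an earlier Ensembl release than the authors used, and 37205 of the 37991 gene IDs matched it. Genes were filtered with edgeR 4.0.16 (R 4.3.3), normalized with TMM and compared with its quasi-likelihood test without covariates, at 1% FDR after the paper's threshold. Log2 CPM values used a prior count of 2. The standard errors given were derived as the size of the log2 fold change over the square root of the quasi-likelihood test's F statistic. DESeq2 1.42.0, a re-implementation of the original DESeq, RLE size factors, no filter, at least 10 counts in every library, 5% FDR, the replicate number as a block, smooth offsets for GC content or transcript length with and without the block (splines with 5 degrees of freedom), 1 surrogate variable from sva 3.50.0, and leaving out each library in turn were set as alternatives before the data were examined. The replicate pairing comes from the replicate numbers in the labels, and no source states that equal numbers share a batch or litter. Exact permutation tests, Fisher's exact tests and matched random lists (20 bins of mean expression) were run in Python 3.11.15 with scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. With 6 libraries per group, the smallest two-sided exact p is 0.00216.

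The genes named are those the paper names for RNA-seq, the Fig 4B genes, reference genes of its qPCR, the genes higher in Dataset EV1, the 5 lowest and up to 5 highest log2 fold changes at 1% FDR with all libraries labelled *Gadd45a*-KO on one side of the *Gadd45a*-WT mean, and genes at 1% FDR within 20 Mb of *Gadd45a*. One read is 0.0180 CPM in the deepest library. Pairs of libraries with the same label differed by more than counting error, with a chi-square per degree of freedom from 8.60 to 37.8 over 30 pairs.

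The procedures were tested on simulated data with 200 genes changed by 1 on the log2 scale. The edgeR test recovered 179 of them with 3 other genes among 16307 tested, and DESeq2 recovered 184 with 10 others among 16399. With a simulated bias on transcript length and no changed gene, 1324 of 16315 genes were called without the offset and 0 with it. The bias was simulated on the same length that the offset fits, and its size was not matched to these data. Both counts therefore do not show how large a bias is here or how well the offset removes it. The matched-list test gave p under 0.05 for 4.50% of 200 lists with no shift.

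Because the reads on *Gadd45a* went against the labels, libraries are named by label. Reads along transcripts, exons, introns and 3′UTR extensions, and qPCR, were not analysed here. Enrichment of gene ontology terms was not recomputed, since the background list was not used here. For the spread along PC1, correlations over all 12 libraries were computed first and set aside, because the groups separate on PC1, and correlations within each label were used instead, with PC1 recomputed without the marker genes. The test of the reads without a gene against depth was likewise changed from such a correlation to a comparison of total counts between the labels.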

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

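The tests on exchanged labels, on reads without a gene and on depth, also within the labels, in this part were chosen after the result was seen.

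A single library lay far from the others of its label in 6 of 152 groups of 6 that were examined, where about 7.60 are expected by chance. *Trpm3* in *Gadd45a*-KO replicate 5 had 45.1 CPM, with the other 5 libraries of that label between 27.7 and 31.1 CPM (gap to range 0.803). *Ryr2* in *Gadd45a*-KO replicate 5 had 444 CPM, with the other 5 libraries of that label between 353 and 386 CPM (gap to range 0.633). *Tia1* in *Gadd45a*-KO replicate 3 had 124 CPM, with the other 5 libraries of that label between 136 and 142 CPM (gap to range 0.636). *Pyurf* in *Gadd45a*-KO replicate 6 had 14.3 CPM, with the other 5 libraries of that label between 10.2 and 11.3 CPM (gap to range 0.728). *Pyurf* in *Gadd45a*-WT replicate 3 had 13.7 CPM, with the other 5 libraries of that label between 17.2 and 18.9 CPM (gap to range 0.680). *E230016M11Rik* in *Gadd45a*-WT replicate 6 had 3.88 CPM, with the other 5 libraries of that label between 3.27 and 3.47 CPM (gap to range 0.668). As many would arise by chance, and no biological explanation was tested.

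Reads on *Gadd45a* were higher in all 6 libraries labelled *Gadd45a*-KO (log2 fold change 3.06), and Dataset EV1 does not list the gene although it passed 1% FDR under every alternative. Exchanged genotype labels are a candidate explanation. *E230016M11Rik*, whose exon 1 overlaps a replaced exon of *Gadd45a* and which Dataset EV1 does not list either, fell in the libraries labelled *Gadd45a*-KO (log2 fold change -4.40), whereas exchanged labels would have it higher there. This goes against exchanged labels, although the gene was noticed because it changed. The normalized means of Dataset EV1 equal those computed here, which shows that the authors grouped the libraries by the same labels and not which animals they came from. Library size did not differ between the labels (exact permutation p = 0.450). Counts per gene cannot show whether the reads lie on exon 4, which the targeted allele keeps, so exchanged labels are not fully excluded.

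The share of reads without a gene, which the paper does not report, was 13.7% on average in the libraries labelled *Gadd45a*-KO and 14.9% in those labelled *Gadd45a*-WT, lower in all 6 than in any of the others (two-sided exact permutation p = 0.00216). A difference in depth was not found (exact permutation p = 0.450 for the total counts). Within the labels, the 2 relations of the share with the reads on genes gave Pearson's r = -0.778 (exact permutation p = 0.0556, adjusted p = 0.111), Spearman's rho = -0.886 (exact permutation p = 0.0333), and r = -0.504 without the 2 farthest libraries for *Gadd45a*-KO. For *Gadd45a*-WT, Pearson's r = -0.0239 (exact permutation p = 0.949, adjusted p = 0.949), Spearman's rho = -0.371 (exact permutation p = 0.497), and r = -0.936 without the 2 farthest libraries. A relation with depth within a label is therefore not excluded. Both relations were negative, however, and mean reads on genes were not higher for *Gadd45a*-KO (49020667) than for *Gadd45a*-WT (50835650). Depth acting in this direction would not lower the share in the libraries labelled *Gadd45a*-KO. Other technical explanations, and the biological one of reads in 3′UTR extensions outside the annotation, were not tested, since positions of these reads were not analysed here.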

How the results depend on the processing

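The direction and side of the threshold of *Grin2a*, *Kcnq3*, *Map2k6*, *Bdnf* and *Gadd45a* were kept under all 12 alternatives and all 12 fits that each left out one library. The number of genes lower by over 2-fold, 61, ran from 47 to 69 under the alternatives and from 41 to 65 with one library left out, and the overlap with the 100 lowest genes of Dataset EV1, 90 genes, from 73 to 98 and from 71 to 91. Log2 fold changes over the alternatives ran from -1.41 to -1.28 for *Grin2a* and from -1.20 to -1.01 for *Kcnq3*.

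The number of lower genes at 1% FDR, 430, became 661 with DESeq2, 251 with a transcript length offset, 278 with that offset and the replicate block, 265 with 1 surrogate variable and 726 at 5% FDR, and ran from 239 to 467 across the 12 fits that each left out one library. The number of higher genes, 4, became 19 with DESeq2, 15 with a GC offset, 16 with that offset and the block, 2 with 1 surrogate variable and 20 at 5% FDR. Of the Dataset EV1 genes, 222 passed with 1 surrogate variable, 232 with the transcript length offset, 255 with that offset and the block and 405 with DESeq2, in place of 337, and from 215 to 351 with one library left out. Of the Fig 4B genes, 19 passed, against 33 with DESeq2, 34 with the original DESeq rule and at 5% FDR, 29 with the replicate block, 11 with the transcript length offset or 1 surrogate variable, and from 11 to 26 with one library left out. The simulated data gave DESeq2 more false calls than edgeR, and apart from that the causes were not tested.

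*Grin2b* passed 1% FDR with DESeq2 and the original DESeq rule (log2 fold change -1.45), with the replicate block (-1.50), the block with a GC offset (-1.52) or with a length offset (-1.42), and it passed 5% FDR (-1.46). Leaving out one library gave -1.65 to -1.29, and it passed in 1 of the 12 fits. *Grm5* did not pass with the transcript length offset (-0.26), the block with that offset (-0.27) or the block with a GC offset (-0.27). The cause was not tested. The groups did not differ on PC1 with log2 CPM (exact permutation p = 0.126). The 100 genes ranked by p-value had longer annotated 3′UTRs than random lists (median 1053 nt), as did all lower genes together (median 1384 nt), unlike the 100 ranked by fold change. For the latter, leaving out genes with an annotated length of 0 nt, an alternative chosen after seeing the data, gave 667 nt. The cause was not tested for either.

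For the other named genes, 615 of 754 values under the alternatives kept direction and side of the threshold, 54 no longer passed and 80 newly passed. Signs reversed for *Gadd45g* (0.0009) and *Arc* (0.0347) with 1 surrogate variable, *Reln* with the transcript length offset (0.053, and 0.0563 with the block) and *Tfrc* with 1 surrogate variable (-0.0204), all near 0. Leaving out one library moved *Tfrc* between -0.0228 and 0.0514.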

Differences from the paper's values

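The paper's number of genes higher by over 2-fold at 1% FDR is 1, and 2 were found here, *Gadd45a* and *Dnah6*. None of the alternatives set before the data were examined closed the gap, and all gave 2, the original DESeq rule included. Dataset EV1 lists *Dnah6* and not *Gadd45a*, so the additional gene here is *Gadd45a*. It passed the original DESeq rule (adjusted p = 9.32e-252 from DESeq), and why Dataset EV1 leaves it out was not tested.

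For *Grm5*, the paper's exonic read coverage corresponds to a log2 fold change of about -1.7 in Fig EV4C, read by eye, whereas the counts over the whole gene gave -0.33. None of the alternatives set before the data were examined closed the gap, with values from -0.33 to -0.26. The paper's own value for *Grm5* in Dataset EV1, -0.33, is also for the whole gene.

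Dataset EV1 lists *Grin2b* and *Kcna2* as down-regulated. Here their adjusted p-values in edgeR's quasi-likelihood test were 0.0201 and 0.0494, and both passed 1% FDR with the original DESeq rule and with the replicate block. The paper's text names *Kcnk9* as reduced and refers to Dataset EV1, which does not list it. Its adjusted p was 0.0550 in the edgeR test and 0.0263 with the original DESeq rule, and it passed only with the replicate block, with or without an offset. Of the 5 genes the paper lists as up-regulated, *Rorb*, *Dysf* and *Rbpms* had adjusted p-values of 0.0110, 0.0197 and 0.0116 in the edgeR test. They passed 1% FDR with the original DESeq rule (adjusted p = 0.00143, 0.00690 and 0.00660). With the replicate block they did not (adjusted p = 0.0174, 0.0337 and 0.0219 from edgeR). The paper's list of changed genes holds neither *Gadd45a* nor *E230016M11Rik*, which had log2 fold changes of 3.06 and -4.40 here.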

Other observations

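The tests on the segment around *Gadd45a* with the genes past 1% FDR, on the length slopes between the labels, on markers within same-numbered pairs, on the share of reads without a gene, on tissue markers along PC1 and on library size along PC1 were chosen after the result was seen.

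Of the 32 splits of the 12 libraries that part the same-numbered pairs, the labels included, 1 gave as many genes at 1% FDR as the labels did, namely the labels themselves. The other such splits gave 0 genes, as did 68 more splits drawn at random that keep at least 2 of the pairs together. These other splits had between 147 and 1945 genes at an unadjusted p under 0.05. With the labels, 2245 genes had an unadjusted p under 0.05.

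More genes were lower than higher in the libraries labelled *Gadd45a*-KO. Library size did not differ between the labels (exact permutation p = 0.450), nor did the share of reads on the 50 most abundant genes (exact permutation p = 0.221) or the share of alignments that were not unique (exact permutation p = 0.0584). RLE size factors left 0.974 of the number of lower genes and a GC offset 0.833. With the replicate block, the GC offset left 354 of 509 lower genes. The lower genes had a GC content of 43.4% against 49.8% in matched random lists (one-sided permutation p = 1.00e-05). Markers of 8 cell types did not pass adjustment (smallest adjusted exact permutation p = 0.360, largest difference 0.38 on the log2 scale for oligodendrocytes). Within same-numbered pairs, oligodendrocyte markers were higher in all 6 libraries labelled *Gadd45a*-KO (exact sign-flip permutation p = 0.0312, the smallest that 6 pairs allow, adjusted p = 0.250). The main axis among the libraries labelled *Gadd45a*-WT was unrelated to the fold changes across genes, which are not independent replicates (size of r = 0.0106). A transcript length offset left 0.584 of the number, so a length-dependent difference between libraries may account for part of it. The slopes of the libraries on transcript length, over genes not past 5% FDR, did not differ between the labels (mean 0.00153 for *Gadd45a*-WT and -0.00153 for *Gadd45a*-KO, two-sided exact permutation p = 0.781), but this leaves out the genes that such a difference would change most. Over all tested genes the means were 0.00694 and -0.00694 (two-sided exact permutation p = 0.236), with the changed genes included. With the offset, 251 lower genes still passed. The log2 fold change of *Grin2a* was -1.37 with the offset and -1.40 without it, so annotated length accounts for little of that change. By contrast, *Grm5* moved from -0.33 to -0.26 and *Cacna1e* from -0.62 to -0.46. The offset rests on annotated lengths without 3′UTR extensions, so an effect of unannotated length is not excluded for genes such as *Grin2a*. The lower genes had longer transcripts than matched random lists (median 6746 against 3358 nt), and an offset can also remove a change that truly depends on length.

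The level of the lower genes varied between libraries of one label, and 6 relations were computed. With the slope of each library on transcript length, over genes not past 5% FDR, Pearson's r = 0.816 (exact permutation p = 0.0653, adjusted p = 0.196), Spearman's rho = 0.543 (exact permutation p = 0.297), and r = -0.442 without the 2 farthest libraries in the libraries labelled *Gadd45a*-WT. In those labelled *Gadd45a*-KO, Pearson's r = 0.447 (exact permutation p = 0.379, adjusted p = 0.563), Spearman's rho = 0.143 (exact permutation p = 0.803), and r = -0.458 without the 2 farthest libraries. With the share of reads without a gene, Pearson's r = 0.890 (exact permutation p = 0.0167, adjusted p = 0.100), Spearman's rho = 0.886 (exact permutation p = 0.0333), and r = 0.760 without the 2 farthest libraries for *Gadd45a*-WT. For *Gadd45a*-KO, Pearson's r = 0.672 (exact permutation p = 0.206, adjusted p = 0.411), Spearman's rho = 0.257 (exact permutation p = 0.658), and r = -0.0989 without the 2 farthest libraries. With the total count, Pearson's r = 0.153 (exact permutation p = 0.761, adjusted p = 0.761), Spearman's rho = 0.0857 (exact permutation p = 0.919), and r = -0.866 without the 2 farthest libraries for *Gadd45a*-WT. In the other label, Pearson's r = -0.420 (exact permutation p = 0.469, adjusted p = 0.563), Spearman's rho = 0.0857 (exact permutation p = 0.919), and r = -0.665 without the 2 farthest libraries. No relation passed adjustment, and with 6 libraries of each kind the first 2 explanations could not be told from chance.

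The libraries labelled *Gadd45a*-KO were spread widely along PC1. The lists of thalamic and ependymal markers were chosen after the genes of PC1 had been seen, so their tests cannot decide, while the list for choroid plexus had been written before any fit. All tests along PC1, and the size of r they ask for, were set after correlations over all 12 libraries had been seen. Among 8 relations with PC1 in all, choroid plexus markers gave Pearson's r = 0.912 (exact permutation p = 0.00556, adjusted p = 0.0222), Spearman's rho = 0.829 (exact permutation p = 0.0583), and r = 0.805 without the 2 farthest libraries in the libraries labelled *Gadd45a*-KO. In the libraries labelled *Gadd45a*-WT, they gave r = 0.317 (exact permutation p = 0.551) and Spearman's rho = 0.0857 (exact permutation p = 0.919). There the sign reversed without the 2 farthest libraries (r = -0.958). In the libraries labelled *Gadd45a*-KO, thalamic markers gave Pearson's r = 0.990 (exact permutation p = 0.00139, adjusted p = 0.0111), Spearman's rho = 1 (exact permutation p = 0.00278), and r = 0.941 without the 2 farthest libraries, where the p of r is the smallest that 6 libraries can give. Ependymal markers gave Pearson's r = 0.929 (exact permutation p = 0.0167, adjusted p = 0.0444), Spearman's rho = 0.714 (exact permutation p = 0.136), and r = 0.211 without the 2 farthest libraries, so that this relation rests on those 2 libraries. Library size gave Pearson's r = -0.105 (exact permutation p = 0.864, adjusted p = 0.864), Spearman's rho = -0.0857 (exact permutation p = 0.919), and r = 0.189 without the 2 farthest libraries. In the libraries labelled *Gadd45a*-WT, thalamic markers gave Pearson's r = 0.784 (exact permutation p = 0.0611, adjusted p = 0.122), Spearman's rho = 0.829 (exact permutation p = 0.0583), and r = 0.957 without the 2 farthest libraries. Ependymal markers there gave r = 0.3998 (exact permutation p = 0.436), and library size r = -0.591 (exact permutation p = 0.221). Tissue next to the hippocampus, in varying amounts, is a candidate explanation of the spread, as a hypothesis only.

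Over all tested genes, the libraries labelled *Gadd45a*-KO did not spread more than the others beyond chance. The median log2 variance ratio was 0.12, and 304 of the 462 equal splits gave one as large.

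All 4 genes higher at 1% FDR lie within 20 Mb of *Gadd45a* on chromosome 6, namely *Gadd45a*, *Dnah6*, *Suclg1* and *Tacr1*. Without *Gadd45a*, this is 3 of 214 tested genes there against 0 of 16150 elsewhere (Fisher's exact p = 2.21e-06), but the position was noticed in these same genes. The genes found depend on the model. With the replicate block they were 2 of 214 against 2 of 16150 (Fisher's exact p = 0.00100), with the original DESeq rule 3 of 352 against 2 of 25353 (Fisher's exact p = 2.49e-05). With DESeq2 they were 6 of 227 against 12 of 17275 (Fisher's exact p = 7.26e-08). *Tacr1* did not pass with the block (adjusted p = 0.0147 from edgeR) and in 10 of the 12 fits that each left out one library, and *Suclg1* did not pass with the original DESeq rule (adjusted p = 0.203 from DESeq). Lower at 1% FDR were 11 of the 214 genes there, *E230016M11Rik* among them, against 417 of 16150 elsewhere (Fisher's exact p = 0.0288). For the lower genes, Fisher's exact p was 0.106 with the replicate block, 0.0330 with DESeq2 and 0.0748 with the original DESeq rule. A segment from the strain of the targeted cells is a candidate explanation. Among genes not past 5% FDR, 24 of 192 near *Gadd45a* and 1472 of 15429 elsewhere had an unadjusted p under 0.05 (Fisher's exact p = 0.173), but this leaves out the genes that such a segment would change most, so it does not exclude one.

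*Gadd45b* and *Gadd45g* had log2 fold changes of -0.13 and -0.07 (adjusted p = 0.487 and 0.868 from edgeR), the latter of the other sign with 1 surrogate variable. The 13 immediate early genes examined differed by -0.18 in mean log2 CPM (two-sided exact permutation p = 0.119). Within same-numbered pairs, which deviated together (one-sided exact permutation p = 0.0264), they were lower in 5 of the 6 libraries labelled *Gadd45a*-KO (two-sided exact sign-flip permutation test, p = 0.0625).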
